# Endothelial heterogeneity across distinct vascular beds during homeostasis and inflammation

**DOI:** 10.7554/eLife.51413

**Published:** 2020-01-16

**Authors:** Ankit Jambusaria, Zhigang Hong, Lianghui Zhang, Shubhi Srivastava, Arundhati Jana, Peter T Toth, Yang Dai, Asrar B Malik, Jalees Rehman

**Keywords:** endothelial heterogeneity, inflammation, vascular biology, translatome, tissue specificity, systems biology, Mouse

## Abstract

Blood vessels are lined by endothelial cells engaged in distinct organ-specific functions but little is known about their characteristic gene expression profiles. RNA-Sequencing of the brain, lung, and heart endothelial translatome identified specific pathways, transporters and cell-surface markers expressed in the endothelium of each organ, which can be visualized at http://www.rehmanlab.org/ribo. We found that endothelial cells express genes typically found in the surrounding tissues such as synaptic vesicle genes in the brain endothelium and cardiac contractile genes in the heart endothelium. Complementary analysis of endothelial single cell RNA-Seq data identified the molecular signatures shared across the endothelial translatome and single cell transcriptomes. The tissue-specific heterogeneity of the endothelium is maintained during systemic in vivo inflammatory injury as evidenced by the distinct responses to inflammatory stimulation. Our study defines endothelial heterogeneity and plasticity and provides a molecular framework to understand organ-specific vascular disease mechanisms and therapeutic targeting of individual vascular beds.

## eLife digest

Blood vessels supply nutrients, oxygen and other key molecules to all of the organs in the body. Cells lining the blood vessels, called endothelial cells, regulate which molecules pass from the blood to the organs they supply. For example, brain endothelial cells prevent toxic molecules from getting into the brain, and lung endothelial cells allow immune cells into the lungs to fight off bacteria or viruses.

Determining which genes are switched on in the endothelial cells of major organs might allow scientists to determine what endothelial cells do in the brain, heart, and lung, and how they differ; or help scientists deliver drugs to a particular organ. If endothelial cells from different organs switch on different groups of genes, each of these groups of genes can be thought of as a ‘genetic signature’ that identifies endothelial cells from a specific organ.

Now, Jambusaria et al. show that brain, heart, and lung endothelial cells have distinct genetic signatures. The experiments used mice that had been genetically modified to have tags on their endothelial cells. These tags made it possible to isolate RNA – a molecule similar to DNA that contains the information about which genes are active – from endothelial cells without separating the cells from their tissue of origin. Next, RNA from endothelial cells in the heart, brain and lung was sequenced and analyzed.

The results show that each endothelial cell type has a distinct genetic signature under normal conditions and infection-like conditions. Unexpectedly, the experiments also showed that genes that were thought to only be switched on in the cells of specific tissues are also on in the endothelial cells lining the blood vessels of the tissue. For example, genes switched on in brain cells are also active in brain endothelial cells, and genes allowing heart muscle cells to pump are also on in the endothelial cells of the heart blood vessels.

The endothelial cell genetic signatures identified by Jambusaria et al. can be used as “postal codes” to target drugs to a specific organ via the endothelial cells that feed it. It might also be possible to use these genetic signatures to build organ-specific blood vessels from stem cells in the laboratory. Future work will try to answer why endothelial cells serving the heart and brain use genes from these organs.

## Introduction

Endothelial cells (ECs) line blood vessels in all tissues and organs, and they form a barrier which tightly regulates the trafficking of oxygen, metabolites, small molecules and immune cells into the respective tissue (Liao, 2013). Previous studies have suggested that the morphology of the microvascular endothelium or the expression of selected genes can vary when comparing the vasculature of multiple tissues, thus allowing ECs to take on tissue-specific EC functions (Chi et al., 2003; Potente and Mäkinen, 2017; Aird et al., 1997). Environmental signals from the tissue microenvironment including mechanical forces, metabolism, cell-matrix, cell-cell interactions, organotypic growth factors likely play an important role in regulating this endothelial heterogeneity (Potente and Mäkinen, 2017).

The tissue-specific interaction between ECs and surrounding cells occurs as early as during development, when, for example, brain ECs instruct neuronal differentiation (Bussmann et al., 2011; Matsuoka et al., 2017). Such tissue-specific endothelial adaptations persist throughout adulthood when brain ECs form a highly selective barrier composed of specialized tight junctions to limit neurotoxicity (Pozhilenkova et al., 2017). In the lung, ECs differentiate in parallel with epithelial cells to form gas exchange units which are in contact with the external environment and thus need to ensure a rapid immune response (Jambusaria et al., 2018; Rafii et al., 2016). Heart ECs, on the other hand, are specialized in a manner to ensure ready supply of fatty acids to voracious cardiomyocytes which rely on continuous supply of fatty acids as the primary fuel to generate ATP necessary for cardiac contraction (Potente and Mäkinen, 2017).

Identifying differences in the expression levels of selected genes in endothelial cells from different tissues or organs provides some insights into the molecular underpinnings of endothelial heterogeneity, however unbiased gene expression profiling is likely to yield a more comprehensive evaluation of the genes and regulatory pathways underlying endothelial heterogeneity. Microarray profiling has been used to identify paracrine factors and signaling pathways that characterize endothelial cells in different organs (Jambusaria et al., 2018; Nolan et al., 2013). Single-cell transcriptomic analysis of endothelial cells has also provided a molecular atlas of the brain and lung vasculature at a single cell level (Vanlandewijck et al., 2018). The latter work has characterized transcriptomic signatures of distinct endothelial subpopulations. While single cell RNA-sequencing is ideally suited for identifying subpopulations within a single vascular bed, current single cell technologies are limited in their ability to detect the expression of individual genes in a given cell (Bacher and Kendziorski, 2016; Zhu et al., 2018; Kharchenko et al., 2014; Lun et al., 2016; Vallejos et al., 2017). The endothelial signatures defined using these transcriptomic approaches are potentially influenced by disassociation and isolation of endothelial cells, a process affecting cellular mRNA levels when cells are removed from their native niche (Haimon et al., 2018; Rossner et al., 2006; Sugino et al., 2006). Furthermore, conventional global mRNA and single cell mRNA transcriptomic profiling does not discriminate between the total mRNA pool and those mRNAs preferentially translated due to translational regulation (Zhou et al., 2016; Piccirillo et al., 2014).

In the present study, to understand further the variegated nature of the endothelium, we used the RiboTag transgenic mouse model, in which LoxP mice express an HA-tag on the ribosomal Rpl22 protein (Sanz et al., 2009). These mice enable direct isolation of tissue-specific mRNAs undergoing translation without cell disassociation (Sanz et al., 2009). Using an endothelial-specific RiboTag model, we show that organ-specific ECs have distinct translatome patterns of gene clusters during homeostasis. Since the circulating bacterial endotoxin lipopolysaccharide (LPS) is a key mediator of tissue inflammation and injury in patients with bacteremia and sepsis (Cross, 2016) (Charbonney et al., 2016), we also exposed the RiboTag mice to LPS to induce systemic inflammatory injury and studied the organ-specific EC translatome response. We found that ECs express tissue-specific genes involved in vascular barrier function, metabolism, and substrate-specific transport. In addition, we found that ECs expressed genes thought to be primarily expressed in the surrounding tissue parenchyma, suggesting a previously unrecognized organ-specific endothelial plasticity and adaptation. To allow other researchers to explore the organ-specific EC translatome heterogeneity, we have generated a searchable database (http://www.rehmanlab.org/ribo), in which users can visualize gene expression levels of individual genes.

## Results

### Optimized platform to characterize organotypic endothelial heterogeneity

To precisely investigate the in-situ organ-specific EC molecular signature in brain, lung, and heart tissue we crossed the RiboTag mice (Rpl22^HA/+^) (Sanz et al., 2009) with the endothelial-specific VE-cadherin-Cre mice (Jeong et al., 2017; Sörensen et al., 2009) to generate RiboTag^EC^ (*Cdh5^CreERT2/+^; Rpl22^HA/+^*) mice. At 4 weeks post tamoxifen administration, ribosomes in the endothelial cells of all tissues expressed the HA tag, thus allowing for the specific isolation of mRNA undergoing ribosomal translation from ECs in the brain, heart and lung during homeostatic conditions. We also isolated brain, lung, and heart endothelial mRNA at several time points following systemic inflammatory injury, induced using a sublethal dose of the bacterial endotoxin lipopolysaccharide (LPS), ranging from the acute injury phase at 6 hr post-LPS to the recovery phase at 1 week post-LPS (Figure 1—figure supplement 1A). Log fold change (logFC) values were calculated between endothelial mRNA (immunoprecipitated by an anti-HA antibody) versus whole tissue mRNA (immunoprecipitated with control antibody, anti-RPL22) using quantitative PCR (qPCR). The analysis of the qPCR data confirmed enrichment of endothelial-specific RNA similar to what has been reported in other studies using the RiboTag model (Jeong et al., 2017) and also demonstrated minimal expression of RNA from other tissue-resident cell types (Figure 1—figure supplement 1B–1F).

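RiboTag EC mice carry an HA-tagged ribosomal protein in ECs, so that RNA bound to ribosomes can be pulled from whole tissue with an antibody against the tag. The RNA-Seq data comprise 217 sequencing runs of 98 libraries, with 1 to 4 runs per library, and the runs of a library were summed so that each library counted once. The authors aligned the reads to mm10 with STAR, counted them on Ensembl genes with HTSeq-count, and deposited the counts without normalization. The paper's text names neither the annotation release nor whether reads were counted by strand. The counts of genes whose exons overlap a gene on the opposite strand may depend on these settings. The 34 brain, 30 lung and 34 heart libraries cover 0 hr (baseline) and 6, 24, 48, 72 and 168 hr after LPS. Total counts per library ran from 155176 to 43417945, with a median of 21691954 in brain, 7830447 in lung and 21350831 in heart. The median share of reads counted on genes was 59.7% in brain, 25.4% in lung and 62.5% in heart libraries. Sequencing batches are not labelled, but the names of the deposited count files follow 4 patterns, here called library series 1 to 4, with 27, 33, 18 and 20 libraries. Library series 3 stood apart from the others, with 16 of its 18 libraries under 1000000 counts on genes. The baseline comparison used the 0 hr libraries whose levels the paper lists in its Supplementary files, which are 5 brain libraries (8757674 to 25410277 counts), 4 lung libraries (3666859 to 43417945 counts) and 5 heart libraries (9792631 to 26666744 counts). It leaves out 1 further 0 hr library per tissue, all of library series 3 and with no reason given by the paper. They are replicate 6 of brain with 582145 counts, replicate 5 of lung with 757542 and replicate 6 of heart with 630497. Counts were scaled with edgeR's TMM normalization, and levels are given as log2 CPM (counts of a gene per 1000000 counts, with a prior count of 2). Each tissue was compared with the mean of the other 2 by edgeR's two-sided quasi-likelihood test, with library series as a covariate and Benjamini-Hochberg adjustment over the 17730 genes that passed edgeR's filter on low counts.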

After confirming the enrichment of endothelial RNA using qPCR, we performed global transcriptional profiling with RNA-Seq on the RiboTag^EC^ brain, lung, and heart samples. Principal component analysis (PCA) of the RNA-Seq data for endothelial mRNA from brain, lung, and heart tissue from all time points showed a clear separation between the replicate brain, lung, and heart translatomes, indicating that ECs from each tissue demonstrated a distinct transcriptional identity at baseline that is maintained even in the setting of profound systemic inflammatory injury (Figure 1A). 

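Principal components were computed from the log2 CPM of 21834 genes in all 98 libraries, after the library series had been removed with limma's removeBatchEffect and tissue and time point kept. The first component held 23.7% of the variance and the second 17.8%. Separation was measured by the silhouette width, which is 1 when a library lies close to its own tissue and far from the others, and below 0 when another tissue is nearer. Its mean by tissue was 0.549 ± 0.396 (SD over the 98 libraries). Brain libraries averaged 0.775 and heart libraries 0.773, whereas lung libraries averaged 0.038. The 8 libraries below 0 were all from lung, 1 of them at 0 hr, 2 at 48 hr, 1 at 72 hr and 4 at 168 hr. By time point the mean silhouette width was −0.146. Without removal of the library series, which moved this result most, the mean by tissue fell to 0.181. The low lung width depends on the libraries and genes used, although each of the 8 libraries below 0 had at least 1000000 counts. They include lung replicate 5 at 48 hr and replicate 4 at 72 hr, which are of library series 3. These had 1330479 and 1008092 counts, with 2.51% and 2.24% of reads on genes. The 81 libraries with at least 1000000 counts had a mean of 0.826, with 0.701 in lung and 0 libraries below 0. Over the 500 most variable genes the lung mean was 0.708, and with library series 3 left out 0.549. The lung mean was lower with a prior count of 0.5, at −0.0473 with 13 libraries below 0. It was also lower without removal of the library series, at −0.156. From the separation of the 3 tissues across all time points, the paper concludes that ECs of each tissue have a distinct transcriptional identity at baseline which is kept during inflammatory injury.

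**Figure D1:**
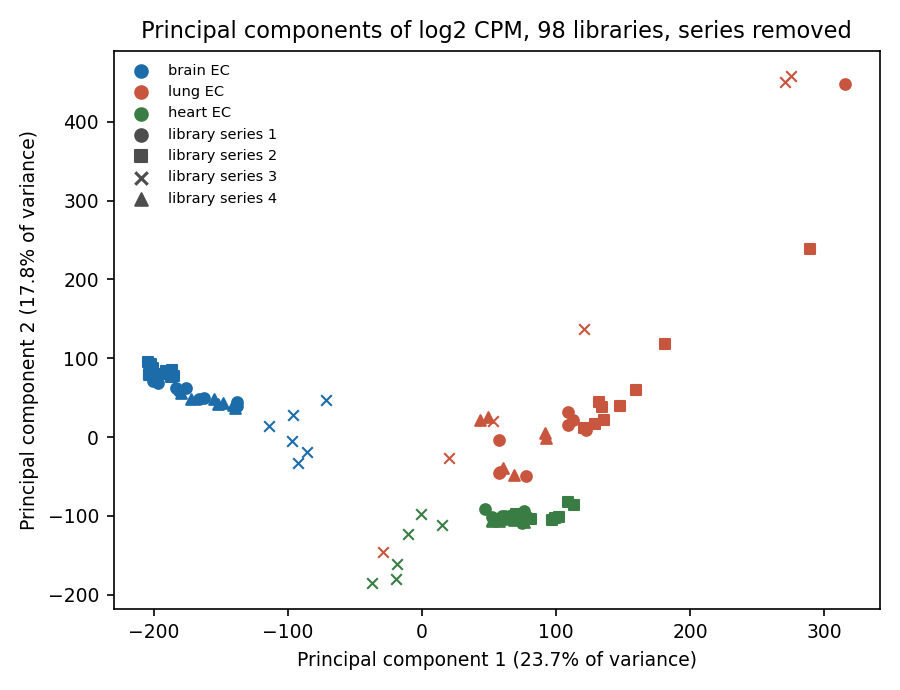
The first (x axis) and second (y axis) principal components of log2 CPM, in arbitrary units, after removal of the library series, with 1 point per library coloured by tissue and shaped by library series for all 98 libraries. Brain and heart libraries form separate groups, and the lung libraries spread furthest, with 8 of them nearer to another tissue.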

In order to identify the genes responsible for these distinct tissue-specific EC profiles, we performed a differential expression analysis on the RNA-Seq data. The differential expression analysis was concordant with the PCA and identified 1692 genes which were differentially expressed in brain ECs (versus ECs from the other two tissues), 1052 genes which were differentially expressed in lung ECs, and 570 genes which were differentially expressed in heart ECs (Figure 1B).

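Among the 17730 genes tested with edgeR at an adjusted p under 0.05, 6215 were higher in brain ECs than in the mean of the other 2 tissues and 4157 were lower. In lung ECs 4959 genes were higher and 6100 lower, and in heart ECs 4915 were higher and 5407 lower. With a log2 fold change above 1 also required, 5201, 3817 and 3466 genes were higher in brain, lung and heart ECs. The counts moved most when a gene had to be higher than in each of the other 2 tissues, which left 3784 in brain, 3128 in lung and 2208 in heart. Over all 17 baseline libraries, with the 3 that the paper does not list added, 4986 genes were higher in brain, 3443 in lung and 4011 in heart ECs.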

**Figure 1.**
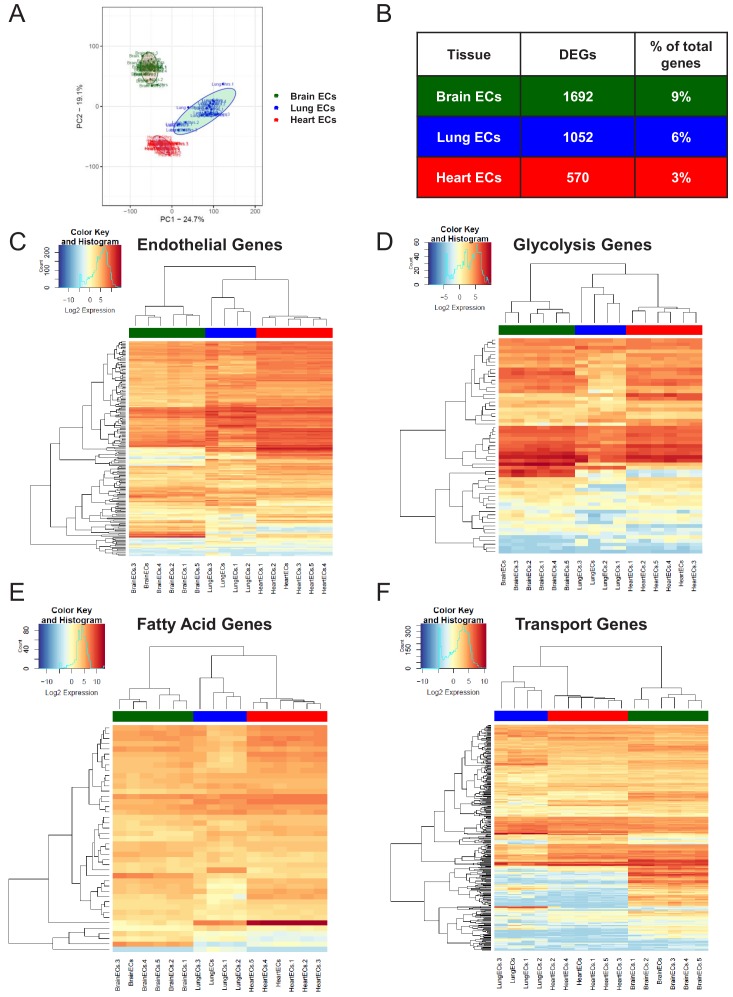
Endothelial heterogeneity exists in classic endothelial functions. (**A**) Principal component analysis of RNA-Seq data generated from brain, lung, and heart endothelial samples isolated from RiboTag^EC^ mice displays the organ-specific in-situ endothelial clusters. (**B**) Differential expression analysis of 18,910 genes which are expressed in brain, lung, and heart endothelium at baseline identified tissue-specific differentially expressed genes. (FDR < 5%) (**C–F**) Hierarchical clustering of classical endothelial processes including (**C**) endothelial genes, (**D–E**) metabolism, and (**F**) transporters results in distinct clustering of brain, lung, and heart endothelial baseline samples.

**Figure 1—figure supplement 1.**
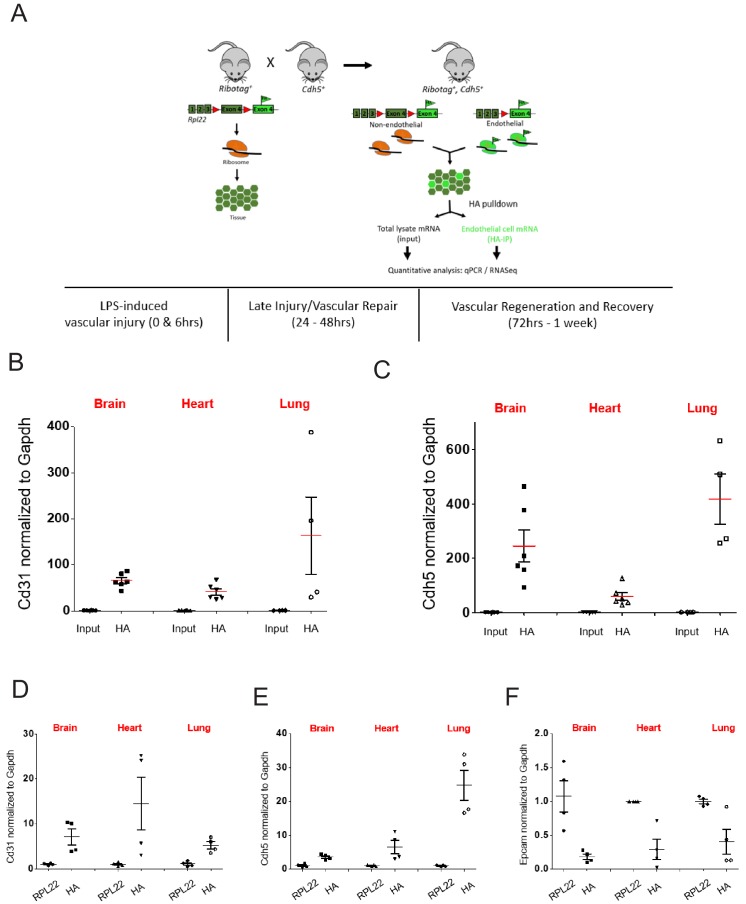
RiboTag Isolation of endothelial mRNA. (**A**) Schematic of RiboTag method for isolating the endothelial-specific translatome at various time points during LPS induced inflammatory injury, repair, and regeneration. (**B–D**) Mice brain, lung, and heart RiboTag^EC^ samples were homogenized with ice-cold homogenization buffer. mRNA from total lysate input and IP with HA antibody were used for RT-qPCR to compare (**A**) *CD31*, (**B**) *Cdh5* (VE-cadherin). (**D–F**) RiboTag^EC^ mice brain, lung, and heart samples were homogenized with ice-cold homogenization buffer. Total ribosome associated mRNA (IP with anti-RPL22) and endothelial specific ribosome associated mRNA (IP with anti-HA) were used for RT-qPCR to compare (**D**) *Cd31* and (**E**) *Cdh5* (VE-cadherin) (**F**) Epcam mRNA levels.

**Figure 1—figure supplement 2.**
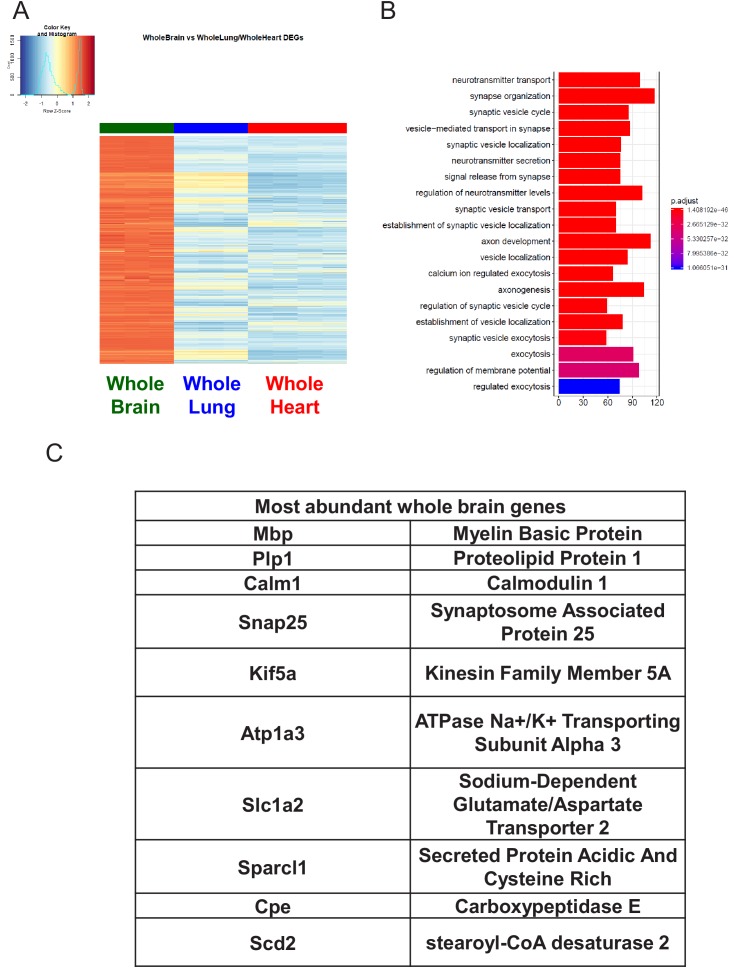
Characterization of Whole Brain RNA-Seq data. (**A**) Heat map representation of differentially upregulated genes identified by comparing whole brain RNA-Seq samples to whole lung and whole heart tissues at baseline. The blue to white to red gradient represents increasing expression of the pathway with blue representing minimal expression while the red represents high expression of the pathway. (**B**) The GSEA results of enriched GO terms from whole brain samples at baseline. (**C**) Top whole brain signature genes ranked in order of abundance.

**Figure 1—figure supplement 3.**
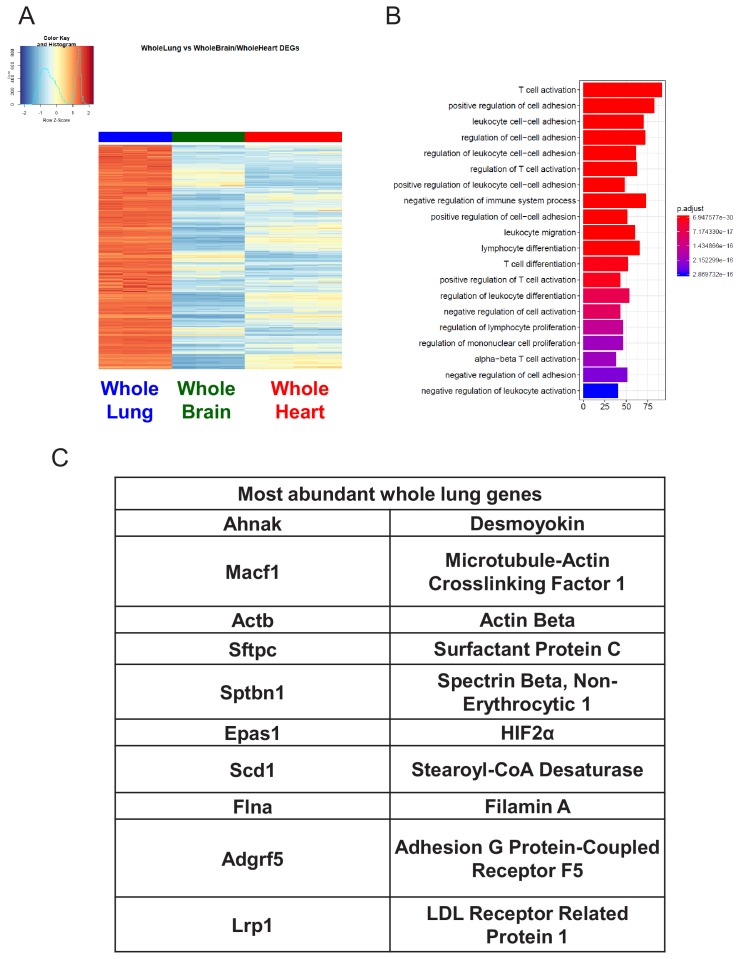
Characterization of Whole Lung RNA-Seq data. (**A**) Heat map representation of differentially upregulated genes identified by comparing whole lung RNA-Seq samples to whole brain and whole heart tissues at baseline. The blue to white to red gradient represents increasing expression of the pathway with blue representing minimal expression while the red represents high expression of the pathway. (**B**) The GSEA results of enriched GO terms from whole lung samples at baseline. (**C**) Top whole lung signature genes ranked in order of abundance.

**Figure 1—figure supplement 4.**
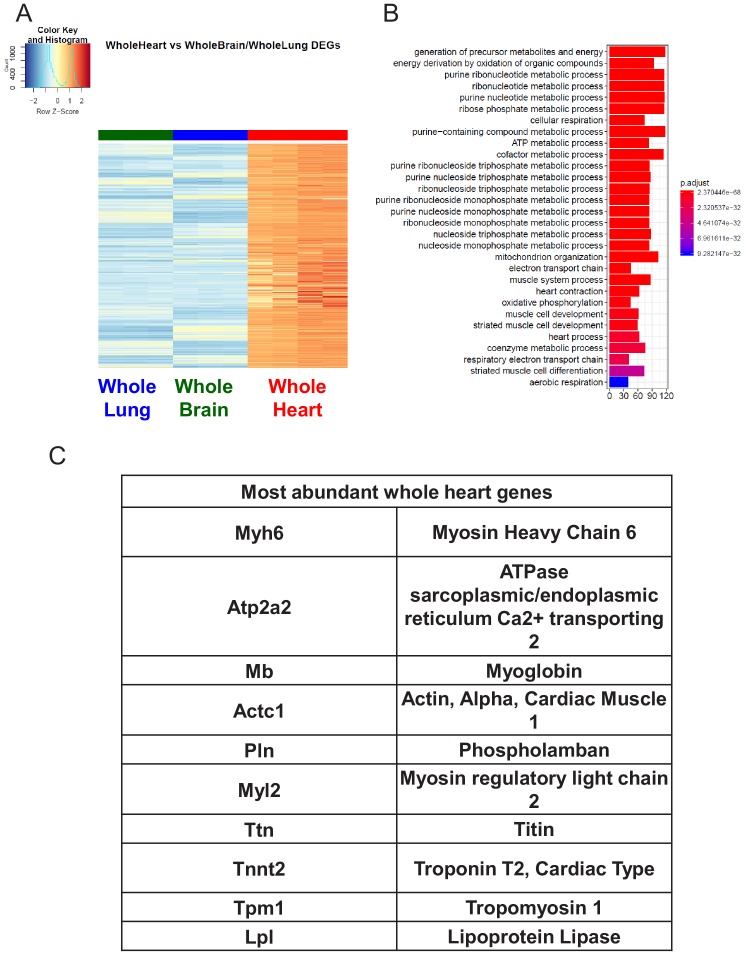
Characterization of Whole Heart RNA-Seq data. (**A**) Heat map representation of differentially upregulated genes identified by comparing whole heart RNA-Seq samples to whole brain and whole lung tissues at baseline. The blue to white to red gradient represents increasing expression of the pathway with blue representing minimal expression while the red represents high expression of the pathway. (**B**) The GSEA results of enriched GO terms from whole heart samples at baseline. (**C**) Top whole heart signature genes ranked in order of abundance.

**Figure 1—figure supplement 5.**
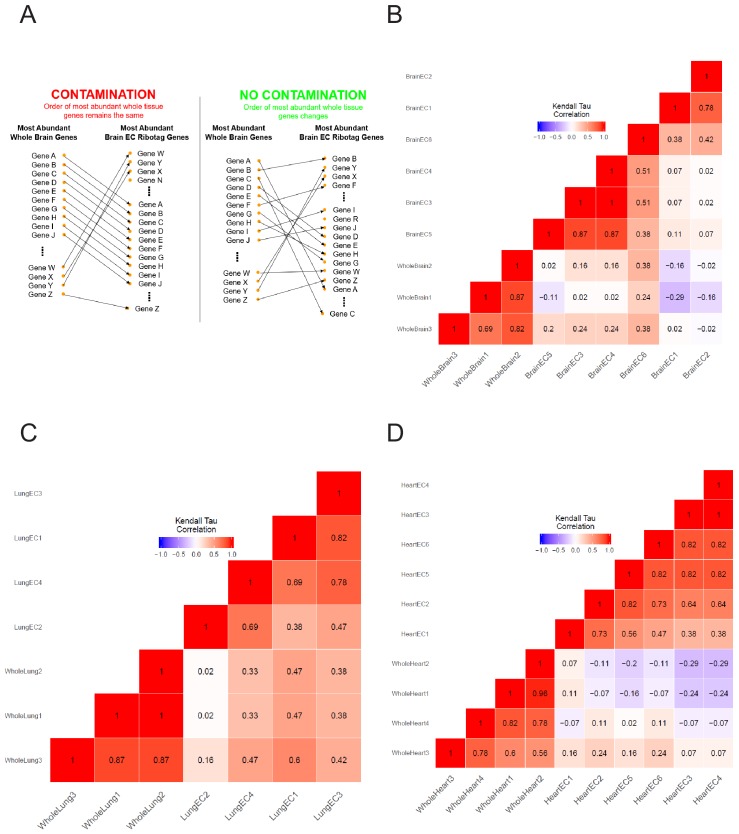
Kendall’s Tau correlation supports endothelial mRNA isolation from RiboTag^EC^ mice. (**A**) Schematic of assessing endothelial purity in RiboTag^EC^ using Kendall’s Tau correlation shows rearrangement in the rank of most abundant genes between whole tissue and endothelial samples supports purity of the endothelial samples. (**B–D**) Kendall’s Tau non-parametric correlation plots for whole tissue and RiboTag^EC^ RNA-Seq samples for (**B**) brain, (**C**) lung, and (**D**) heart tissue.

We next analyzed the baseline heterogeneity of ECs obtained from brain, lung and heart by assessing the gene expression levels of endothelial genes using established databases. We specifically focused our analysis on a pan-endothelial gene set (Franzén et al., 2019), glycolysis and fatty acid metabolism gene sets (Shimoyama et al., 2015) and a solute transport gene set (Hediger et al., 2013). Hierarchical clustering of the RNA-Seq profiles on merely 152 pan-endothelial genes from PanglaoDB (Franzén et al., 2019) separated all replicate baseline samples, indicating that classical endothelial markers are sufficient to differentiate ECs from these three organs (Figure 1C). 

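The PanglaoDB set was not used here. A list of 20 pan-endothelial genes, written before the counts were examined and all of them tested, had a median log2 fold change of −1.88 in brain ECs, 0.33 in lung ECs and 1.55 in heart ECs against the mean of the other 2 tissues. In a competitive gene set test (camera, two-sided), p was 2.73e-08 for brain, 0.0478 for lung and 1.04e-04 for heart. After Benjamini-Hochberg adjustment over the 96 combinations of list and tissue, the camera adjusted p was 1.25e-07, 0.0684 and 2.50e-04, so the lung median does not stand apart. Of the 20 genes, 15 were higher in heart ECs, 8 in lung ECs and 0 in brain ECs, where 16 were lower, and adjusting over the list alone gave the same counts of higher genes. Relative to other genes of the same abundance, the brain median lay at percentile 0.0100 of 10000 random lists matched on mean level, the lung median at 41.2 and the heart median at 100.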

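Coordinates are those of GRCm38 (mm10), with gene annotation from GENCODE M21, and each gene named is protein-coding unless stated. Tbx1 (ENSMUSG00000009097, chromosome 16 from 18580979 to 18590671) had a log2 fold change of 1.76 (standard error 0.29, edgeR adjusted p = 7.96e-05) in brain ECs, where its level was 3.57 ± 0.27 (SD, n = 5). The same gene was at 2.69 ± 0.58 (SD, n = 4) in lung and 0.91 ± 0.58 (SD, n = 5) in heart ECs. Slc2a1 (ENSMUSG00000028645, chromosome 4 from 119108711 to 119137983), with an exon overlap of 105 bases with a gene on the opposite strand, reached 10.61 ± 0.52 (SD, n = 5) in brain ECs, a log2 fold change of 6.98 (standard error 0.27, edgeR adjusted p = 2.08e-11). In lung ECs, Cldn5 (ENSMUSG00000041378, chromosome 16 from 18776847 to 18778262) showed a log2 fold change of 3.06 (standard error 0.26, edgeR adjusted p = 2.65e-07) and Hey1 (ENSMUSG00000040289, chromosome 3 from 8663359 to 8667256) showed a log2 fold change of 2.61 (standard error 0.18, edgeR adjusted p = 5.78e-08). In heart ECs, the log2 fold change of Kdr (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) was 3.41 (standard error 0.28, edgeR adjusted p = 1.84e-07). That of Ecscr (ENSMUSG00000073599, chromosome 18 from 35713086 to 35722356), with an exon overlap of 62 bases with a gene on the opposite strand, was 2.87 (standard error 0.22, edgeR adjusted p = 8.89e-08). All 6 genes stayed higher over all 17 baseline libraries, with log2 fold changes of 1.73 for Tbx1, 6.89 for Slc2a1, 2.66 for Cldn5, 2.66 for Hey1, 3.81 for Kdr and 3.02 for Ecscr. In the unlisted libraries, Tbx1 had 0 counts and Slc2a1 26 counts in brain replicate 6. Cldn5 had 1 count and Hey1 0 counts in lung replicate 5, while Kdr had 40 counts and Ecscr 6 counts in heart replicate 6. Among the named baseline genes, apart from fits that left out a replicate, the alternative that moved a fold change most was the mouse as a block, which lowered that of Hpgd in lung ECs to 5.17. Limma-voom, here without the ComBat step of the paper, raised that of Sftpc in lung ECs from 11.94 to 13.50. Leaving out heart replicate 2, which holds Sftpc reads, raised it to 14.55.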

For example, genes upregulated in brain ECs included T-box transcription factor (*Tbx1*) and the glucose transporter 1 (*Slc2a1*), genes upregulated in the lung endothelium included claudin 5 (*Cldn5*) and the Hes related family BHLH transcription factor with YRPW Motif 1 (*Hey1*), whereas heart ECs demonstrated upregulation of vascular endothelial growth factor receptor 2 (*Kdr*) and the endothelial cell surface expressed chemotaxis and apoptosis regulator (*Ecsr*).

We next focused on the tissue-specific upregulation of metabolic genes. As seen in the glycolysis gene heatmap, we found that most tissue-specific EC genes involved in glycolysis were specifically upregulated in the brain endothelium (Figure 1D), but there were selected glycolytic genes specifically upregulated in other tissues such as 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*Pfkfb3*) in lung ECs and alcohol dehydrogenase 1 (*Adh1*) in heart ECs. In contrast, fatty acid metabolism genes were most upregulated in heart ECs consistent with the heavy reliance of the heart on fatty acids to generate ATP (Figure 1E). 

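Of the 30 genes in the 3 glycolysis heat maps, 18 were higher in brain ECs, 5 in lung ECs and 10 in heart ECs at an adjusted p under 0.05 over all genes tested with edgeR. Adjusting over these 30 genes alone gave 18, 5 and 10, which shows no stability because the heat maps hold the paper's own calls on these data. The median log2 fold change of the higher genes was 2.25 in brain, 1.64 in lung and 2.17 in heart ECs. Pfkfb3 (ENSMUSG00000026773, chromosome 2 from 11471433 to 11554077) had a log2 fold change of 1.25 (standard error 0.18, edgeR adjusted p = 2.98e-05) in lung ECs, at 6.92 ± 0.46 (SD, n = 4). Adh1 (ENSMUSG00000074207, chromosome 3 from 138260991 to 138290698), with an exon overlap of 136 bases with a gene on the opposite strand, had a log2 fold change of 4.38 (standard error 0.31, edgeR adjusted p = 4.65e-08) in heart ECs, at 8.21 ± 0.69 (SD, n = 5). With the unlisted libraries added these became 1.07 for Pfkfb3, which had 0 counts in lung replicate 5, and 4.39 for Adh1, which had 6 counts in heart replicate 6.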

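The paper's fatty acid gene set was not used here, and a list of 70 fatty acid metabolism genes was written before the counts were examined, 66 of which were tested. Their median log2 fold change was −0.083 in brain, −0.48 in lung and 0.24 in heart ECs. The heart median lay at percentile 85.0 of 10000 random lists, with a camera p of 0.0339 and a camera adjusted p of 0.0500, just above 0.05. The camera adjusted p was 0.147 in brain and 0.532 in lung ECs. Single genes reached far larger differences. The level of Fabp4 (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576) was 14.09 ± 0.18 (SD, n = 5) in heart ECs, a log2 fold change of 8.87 (standard error 0.42, edgeR adjusted p = 1.32e-09), and that of Cd36 (ENSMUSG00000002944, chromosome 5 from 17781690 to 17888801) was 12.76 ± 0.29 (SD, n = 5), a log2 fold change of 7.92 (standard error 0.36, edgeR adjusted p = 9.40e-10). With all 17 baseline libraries the log2 fold change was 9.26 for Fabp4 and 8.28 for Cd36, which had 500 counts and 54 counts in heart replicate 6.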

Heart ECs exhibited upregulation of 17 fatty acid metabolism genes whereas brain ECs and lung ECs only demonstrated upregulation of 9 and 4 metabolism genes, respectively.

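Of the 66 fatty acid genes tested, 29 were higher in heart ECs, 21 in brain ECs and 16 in lung ECs at an edgeR adjusted p under 0.05, and adjusting over the list alone gave the same 3 counts. Given the share of all genes called higher in each tissue, 18.3 genes would be counted by chance in heart (Fisher's exact test, two-sided, p = 0.00535), 23.1 in brain (Fisher's exact test, p = 0.698) and 18.5 in lung (Fisher's exact test, p = 0.583). The fatty acid count moved most with all 17 baseline libraries, where it was 8 in lung ECs. When a gene had to be higher than in each of the other 2 tissues, 21 genes were left in heart, 15 in brain and 9 in lung.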

Regarding solute transport genes, the brain endothelium showed the most specific upregulation of genes when compared to ECs of the other tissues, both in terms of number of transporters as well as the magnitude of upregulation. 

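Among the 293 solute carrier genes tested, which are those whose symbols start with Slc and a digit or with Slco, the genes higher in brain ECs had a median log2 fold change of 3.58, with quartiles of 1.68 and 7.45. In lung ECs the median was 1.87 (quartiles 0.96 and 3.35), and in heart ECs 1.34 (quartiles 0.84 and 2.48).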

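At an edgeR adjusted p under 0.05 over all genes, 160 solute carrier genes were higher in brain ECs, 57 in lung ECs and 64 in heart ECs. Adjusting over the 293 solute carrier genes alone gave 163, 57 and 64. Chance alone would give 103 in brain (Fisher's exact test, two-sided, p = 6.00e-12), 82.0 in lung (Fisher's exact test, p = 8.00e-04) and 81.2 in heart (Fisher's exact test, p = 0.0250), so the lung and heart counts lie below that share. These counts also moved most under the requirement to exceed each of the other 2 tissues, to 120, 30 and 26. With the 3 unlisted libraries they were 140, 42 and 54.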

We found that 141 transporter genes were upregulated in brain ECs, whereas 43 and 44 genes were upregulated in lung and heart ECs, respectively. As seen in the heatmap (Figure 1F), the expression levels of brain EC-specific transporters were far greater than those of lung and heart ECs, indicative of the central role of solute transport regulation in brain EC function.

### RiboTag^EC^ endothelial mRNA purity

After confirming the efficiency of the RiboTag immunoprecipitation protocol using qPCR, we next sought to perform an unbiased and systematic analysis of the utility of the RiboTag^EC^ model as a tool to study the organ-specific endothelial translatome heterogeneity. We therefore compared organ-specific RiboTag^EC^ RNA-Seq baseline profiles to healthy whole-tissue RNA-Seq profiles obtained from publicly available whole tissue RNA-Seq datasets (Athar et al., 2019). By applying normalization and batch correction techniques, we were able to directly compare the mRNA expression levels of RiboTag^EC^ endothelial samples with those of whole tissue samples.

To characterize the whole brain, lung, and heart samples, we identified the genes that were significantly upregulated in each of the tissues and generated a heatmap displaying the 1358 differentially upregulated whole brain-specific genes relative to whole lung and whole heart (Figure 1—figure supplement 2A). By performing a gene set enrichment analysis (GSEA) to ascertain the pathways associated with these genes, we confirmed the validity of the samples because the top pathways included ‘neurotransmitter transport’, ‘synapse organization’, ‘synaptic vesicle cycle’ (Figure 1—figure supplement 2B). The top 10 most abundant genes in the whole brain RNA-Seq data included myelin basic protein (*Mbp*), proteolipid protein 1 (*Plp1*), calmodulin 1 (*Calm1*), synaptosome associate protein 25 (*Snap25*), kinesis family member 5A (*Kif5a*), ATPase Na+/K+ transporting subunit alpha 3 (*Atp1a3*), sodium-dependent glutamate/aspartate transporter 2 (*Slc1a2*), secreted protein acidic and cysteine rich (*Sparcl1*), carboxypeptidase e (*Cpe*), stearoyl-coA desaturase 2 (*Scd2*) (Figure 1—figure supplement 2C).

Whole lung samples were characterized by 1071 differentially expressed genes (Figure 1—figure supplement 3A) on which we performed GSEA (Figure 1—figure supplement 3B). The top 10 most abundant genes in the whole lung were desmoyokin (*Ahnak*), microtubule-actin crosslinking factor 1 (*Macf1*), actin beta (*Actb*), surfactant protein c (*Sftpc*), spectrin beta, non-erythrocytic 1 (*Sptbn1*), hypoxia inducible factor two alpha (*Hif2a*), stearoyl-CoA desaturase (*Scd1*), filamin a (*Flna*), adhesion g protein-coupled receptor f5 (*Adgrf5*), and ldl receptor related protein 1 (*Lrp1*) (Figure 1—figure supplement 3C).

The signature of the whole heart derived from differential gene expression analysis was composed of 1351 genes (Figure 1—figure supplement 4A). GSEA indicated a preponderance of metabolic and muscle contraction pathways (Figure 1—figure supplement 4B). The top 10 most abundant cardiac genes were myosin heavy chain 6 (*Myh6*), ATPase sarcoplasmic/endoplasmic reticulum Ca^2+^ transporting 2 (*Atp2a2*), myoglobin (*Mb*), actin, alpha, cardiac muscle 1 (*Actc1*), phospholamban (*Pln*), myosin regulatory light chain 2 (*Myl2*), titin (*Ttn*), troponin t2, cardiac type (*Tnnt2*), tropomyosin 1 (*Tpm1*), and lipoprotein lipase (*Lpl*) (Figure 1—figure supplement 4C).

After establishing and confirming the molecular signatures of the whole brain, whole lung, and whole heart tissue, we next calculated a Kendall’s Tau correlation coefficient to assess the rank correlation between the RiboTag^EC^ samples and the whole tissue samples. We surmised that if the rank of the most abundant whole tissue genes was the same as the rank of these genes in the RiboTag^EC^ samples, then it would indicate possible contamination of the EC samples with whole tissue mRNA; however, if the abundance rank order of whole tissue genes was quite distinct from that in the RiboTag^EC^ samples, then it would indicate tissue specific programming of ECs in situ (Figure 1—figure supplement 5A). We assessed the Kendall’s Tau rank correlation for all three tissues and plotted correlation heatmaps showing the results (Figure 1—figure supplement 5B–D). Our findings indicate that there was no significant correlation between the abundance rank of whole tissue genes and their rank order in the RiboTag^EC^ samples. 

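Whole-tissue RNA-Seq data were not used here, so the order of the 10 most abundant whole-tissue genes of each tissue was taken from Figure 1—figure supplement 5A. For each of the 14 listed 0 hr libraries, Kendall's tau was computed between that order and the order of the same 10 genes in the library, and tested by an exact test over all orders of the genes (two-sided). This is a correlation across genes, which are not independent replicates. The lowest of the 14 p values was 0.0726, in brain replicate 4, and the Benjamini-Hochberg adjusted p over the 14 exact tests lay between 0.505 and 1.00.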

The rank correlation in the brain samples ranged from −0.29 to 0.38 (Figure 1—figure supplement 5B). 

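Tau ran from −0.07 to 0.47 over the 5 listed brain libraries, with a median of 0.11 and an SD of 0.212 between libraries. The unlisted brain replicate 6 gave −0.49, which lowers the range over 6 brain libraries to −0.49 through 0.47.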

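Over the 4 listed lung libraries, tau between the whole-tissue order and the RiboTag EC order ran from 0.20 to 0.42 with a median of 0.38 (SD 0.105). The unlisted lung replicate 5 gave 0.25. That value carries little weight, since only 473 genes had counts in this library and 99.67% of its counts lay on 10 genes.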

Since the cellular composition of the lung is 40–50% endothelial, we expectantly saw a higher rank correlation between whole lung samples and lung RiboTag^EC^ samples, ranging between 0.02 and 0.6 (Figure 1—figure supplement 5C). 

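Over the 5 listed heart libraries, tau ran from −0.16 to 0.02 with a median of −0.07 (SD 0.0744). The unlisted heart replicate 6 gave 0.04.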

In the heart, we found a range of rank correlations between −0.29 to 0.24 (Figure 1—figure supplement 5D). These results provide mathematical evidence for the robustness and purity of the RiboTag^EC^ samples.

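The 10 whole-tissue genes were also abundant in the RiboTag EC libraries. Among the 17730 genes tested, ordered by mean level, those of heart ranked between 6 (Lpl) and 386 (Ttn) in heart ECs, and those of lung between 4 (Actb) and 3694 (Lrp1) in lung ECs. The first whole-brain gene, Mbp, was at 9.89 ± 1.09 (SD, n = 5) in brain ECs and ranked 41. The first whole-heart gene, Myh6, was at 10.12 ± 0.44 (SD, n = 5) in heart ECs and ranked 76. All 10 brain genes and all 10 heart genes were higher in ECs of their own tissue at an edgeR adjusted p under 0.05, with median log2 fold changes of 8.10 and 7.79, while 5 of the 10 lung genes were. Adjusting over each set of 10 alone gave the same counts.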

### Brain-specific endothelial molecular signature

After confirming the robustness and purity of the RiboTag^EC^ samples, we performed differential expression analysis to identify the significantly upregulated genes in the brain endothelial translatome (Figure 2A, Supplementary file 1). 

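The paper's Supplementary file 1 lists 1691 upregulated brain EC genes, of which 1682 were tested here. At an edgeR adjusted p under 0.05, 1681 of them were higher in brain ECs, and their median log2 fold change was 4.36. The list holds the paper's own calls on these data, so the overlap is not independent support.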

We used these upregulated genes as the input into GSEA to characterize the brain ECs (Figure 2B). Surprisingly, we found that genes involved in processes typically thought of being canonical neuronal functions such as synapse organization, neurotransmitter transport, axon development, and regulation of ion transmembrane transport were significantly enriched in brain ECs (Figure 2B). 

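The gene ontology sets were not used here. On a list of 40 neuron marker genes written before the counts were examined, 38 were tested and their median log2 fold change in brain ECs was 8.11, at percentile 100 of 10000 random lists (camera p = 6.18e-21, camera adjusted p = 5.93e-19). Adjusted over all genes tested with edgeR, 37 of the 38 were higher in brain ECs, and adjusted over the list alone 37 were. The median was −2.86 in lung and −5.28 in heart ECs. Over all 17 baseline libraries the brain median was 8.04, and with the replicate number as a block it was 8.20.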

The top 10 most significantly upregulated genes in the brain ECs included: prostaglandin d synthase (*Ptgds*), ATPase, Na+/K+ transporting, alpha two polypeptide (*Atp1a2*), basigin (*Bsg*), apolipoprotein e (*Apoe*), glutamate-ammonia ligase (*Glul*), apolipoprotein d (*Apod*), pleiotrophin (*Ptn*), insulin like growth factor 2 (*Igf2*), osteonectin (*Spock2*), and glucose transporter 1 (*Slc2a1*) (Figure 2C). 

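All 10 genes were higher in brain ECs at an edgeR adjusted p under 0.05, with a median log2 fold change of 5.72. All 10 were also higher when adjusted over these genes alone, as were all genes of the other top and surface marker lists of Figures 2 to 4 in their own tissue, which shows no stability because the lists hold the paper's own calls on these data. Among the genes with a mean log2 CPM of at least 5 over the 14 libraries and every brain library above every other library, those with the largest fold changes were Ptgds (ENSMUSG00000015090, chromosome 2 from 25466709 to 25470046), Apod (ENSMUSG00000022548, chromosome 16 from 31296192 to 31314808) and Ptn (ENSMUSG00000029838, chromosome 6 from 36714929 to 36810220). Ptgds was at 14.96 ± 0.76 (SD, n = 5), a log2 fold change of 11.83 (standard error 0.67, edgeR adjusted p = 9.03e-10). For Apod the level was 11.24 ± 0.62 (SD, n = 5) and the log2 fold change 9.34 (standard error 0.39, edgeR adjusted p = 3.70e-11). Ptn reached 10.98 ± 0.76 (SD, n = 5), a log2 fold change of 8.64 (standard error 0.35, edgeR adjusted p = 2.89e-11). Over all 17 baseline libraries the log2 fold changes were 11.70 for Ptgds, 9.37 for Apod and 8.79 for Ptn. The unlisted brain replicate 6 had 689 counts of Ptgds, 66 counts of Apod and 232 counts of Ptn.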

In order to identify brain EC-specific surface markers, which could be of great value for therapeutic targeting of brain ECs, we used the Cell Surface Protein Atlas database (Bausch-Fluck et al., 2015) and identified the top 10 surface markers for brain ECs (Figure 2D), which included the glutamate/aspartate transporter II (*Slc1a2*), thyroxine transporter (*Slco1c1*), glial fibrillary acidic protein (*Gfap*), ATPase Na+/K+ transporting subunit alpha 3 (*Atp1a3*), endothelin b receptor-like protein 2 (*Gpr37l1*), Delta/Notch like EGF repeat containing transmembrane (*Dner*), synaptic vesicle glycoprotein 2b (*Sv2b*), sodium voltage-gated channel beta subunit 2 (Scn2b), glutamate ionotropic receptor NMDA type subunit 2a (*Grin2a*), and neurofascin (*Nfasc*). Individual boxplots for the log_2_ expression levels of each gene show that the expression levels of these cell surface markers are 6–8 log_2_ units higher in brain ECs than in the lung and heart endothelium. 

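The 10 surface markers had a median log2 fold change of 10.41 in brain ECs against the mean of the other 2 tissues, and all 10 were higher at an edgeR adjusted p under 0.05. Their mean level was 7.43 in brain, −1.95 in lung and −1.98 in heart ECs.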

We freshly isolated individual ECs, performed a cytospin and stained for the neurotrophic factor PTN and found that it was expressed on individual brain ECs but at much lower levels in heart or lung ECs (Figure 2E).

**Figure 2.**
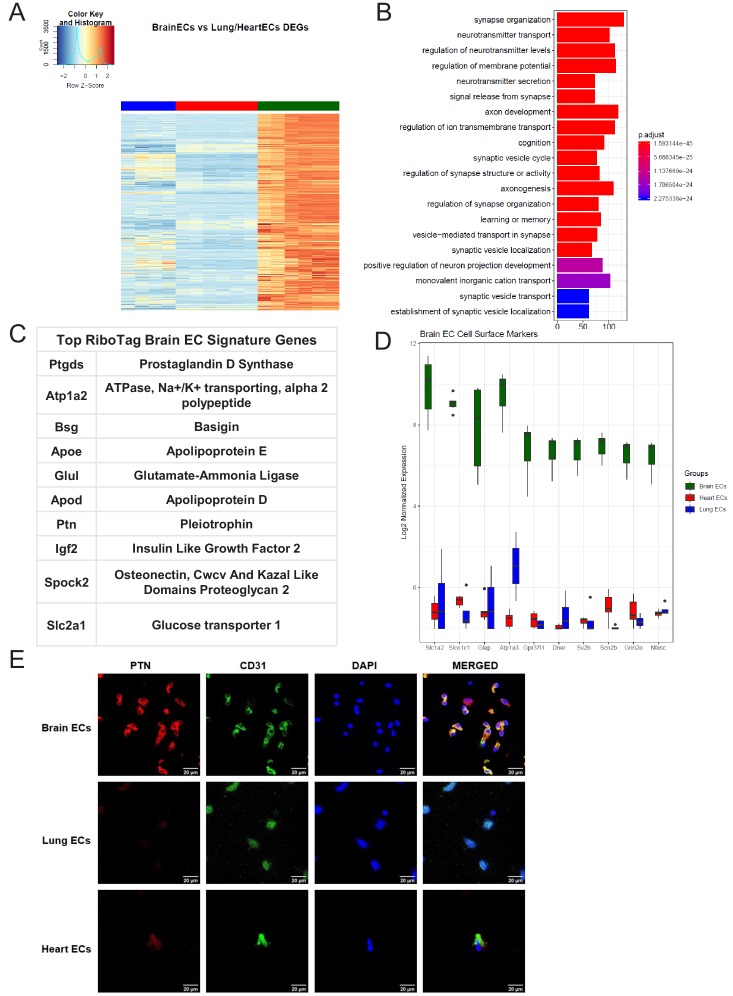
Brain endothelial specific signature. (**A**) Heat map representation of differentially upregulated genes identified by comparing brain ECs to lung and heart ECs at baseline. The blue to white to red gradient represents increasing expression of the pathway with blue representing minimal expression while the red represents high expression of the pathway. Individual gene expression values can be visualized at www.rehmanlab.org/ribo (**B**) The GSEA results of enriched GO terms from RiboTag brain ECs at baseline. (**C**) Top RiboTag brain EC signature markers ranked in order of logFC. (**D**) Top RiboTag brain EC cell surface markers identified using the Cell Surface Protein Atlas. (**E**) Confocal analysis was performed after brain, lung, and heart ECs were processed on a cytospin to assess brain EC PTN (Pleotrophin) specificity. A scale bar of 20 µm is included on all images.

### Lung-specific endothelial molecular signature

We next analyzed the lung EC signature using differential expression analysis (Figure 3A). 

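Of the 1053 lung EC genes in the paper's Supplementary file 2, 1043 were tested and 1042 were higher in lung ECs at an edgeR adjusted p under 0.05, with a median log2 fold change of 2.93. This overlap is not independent support either, as the list was called on these data.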

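A list of 35 leukocyte marker genes was written before the counts were examined, and 29 were tested. In lung ECs their median log2 fold change was 4.38, at percentile 100 of 10000 random lists (camera p = 1.88e-12, camera adjusted p = 1.80e-11). With edgeR, 28 of the 29 were higher in lung ECs when adjusted over all genes, and 28 when adjusted over the list. Their mean level was 2.91 in lung, 0.054 in brain and −0.99 in heart ECs. The median moved most when all 17 baseline libraries were used, to 3.35.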

We found that the lung endothelium exhibits significant upregulation of genes involved in biological processes related to immune function such as leukocyte cell-cell adhesion, T cell activation, leukocyte migration, and regulation of immune system processes (Figure 3B). The 10 most significantly upregulated genes in lung ECs included surfactant protein c (*Sftpc*), advanced glycosylation end-product specific receptor (*Ager*), norepinephrine transporter (*Slc6a2*), chitinase-like protein 3 (*Chil3*), WAP four-disulfide cco domain 2 (*Wfdc2*), c-type lectin domain containing 7a (*Clec7a*), mucin 1 (*Muc1*), resistin like alpha (*Retnla*), lysozyme (*Lyz1*), homeobox a5 (*Hoxa5*) (Figure 3C). 

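The median log2 fold change of the 10 genes in lung ECs was 8.59, and all 10 were higher at an edgeR adjusted p under 0.05. Sftpc (ENSMUSG00000022097, chromosome 14 from 70520949 to 70524081) was at 12.39 ± 1.12 (SD, n = 4) in lung ECs, a log2 fold change of 11.94 (standard error 1.36, edgeR adjusted p = 3.68e-06). Its SD is set by replicate 4, at 10.70, with the other 3 libraries between 12.86 and 13.03. Heart replicate 2 at 0 hr also held Sftpc, at 42.8 CPM, against at most 0.897 in the other listed heart libraries. Among the genes with a mean log2 CPM of at least 5 and every lung library above every other library, the fold changes were largest for Gm23935, Hpgd and Slco2a1. Gm23935 (ENSMUSG00000076258, chromosome 16 from 11144125 to 11144181), annotated as a miRNA gene, was at 11.19 ± 2.99 (SD, n = 4), a log2 fold change of 7.72 (standard error 0.79, edgeR adjusted p = 1.35e-06). Its level spread widely between the lung libraries, and as a miRNA gene it is no evidence of a translated mRNA in lung ECs. Hpgd (ENSMUSG00000031613, chromosome 8 from 56294585 to 56321043) was at 9.59 ± 2.05 (SD, n = 4), a log2 fold change of 6.81 (standard error 0.66, edgeR adjusted p = 8.34e-07). Over all 17 baseline libraries the log2 fold change was 11.92 for Sftpc, 7.79 for Gm23935 and 6.85 for Hpgd. The unlisted lung replicate 5, in which only 473 genes had counts, had 0 counts of Sftpc, 266 counts of Gm23935 and 0 counts of Hpgd.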

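The 10 lung surface markers had a median log2 fold change of 6.40 in lung ECs, and all 10 were higher at an edgeR adjusted p under 0.05. Their mean level was 7.82 in lung, 1.57 in brain and 1.82 in heart ECs. The prostaglandin transporter gene Slco2a1 (ENSMUSG00000032548, chromosome 9 from 102988712 to 103096002), with an exon overlap of 104 bases with a gene on the opposite strand, was at 11.11 ± 1.10 (SD, n = 4), a log2 fold change of 6.74 (standard error 0.42, edgeR adjusted p = 2.08e-08). Its fold change over all 17 baseline libraries was 6.29, and lung replicate 5 had 0 counts of it.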

The top lung endothelial cell surface markers included norepinephrine transporter (*Slc6a1*), mucin 1 (*Muc1*), tumor necrosis factor c (*Ltb*), prostaglandin transporter (*Slco2a1*), epithelial membrane protein 2 (*Emp2*), ATPase sarcoplasmic/endoplasmic reticulum Ca2+ transporting 3 (*Atp2a3*), epithelial cell adhesion molecule (*Epcam*), leukocyte function-associated molecule one alpha chain (*Itgal*), interleukin three receptor subunit alpha (*Il3ra*), matriptase (*St14*) (Figure 3D). We validated our computational analysis by staining freshly isolated ECs for RAGE and found that RAGE was only expressed at significant levels in lung ECs but not heart or brain ECs (Figure 3E).

**Figure 3.**
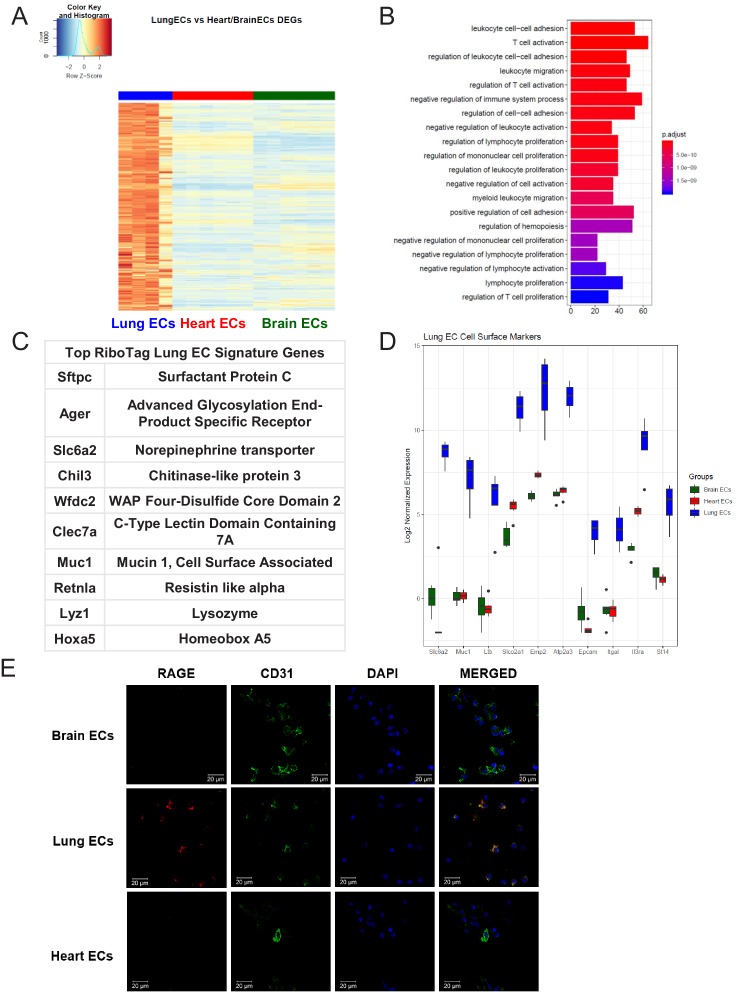
Lung endothelial specific signature. (**A**) Heat map representation of differentially upregulated genes identified by comparing lung ECs to brain and heart ECs at baseline. The blue to white to red gradient represents increasing expression of the pathway with blue representing minimal expression while the red represents high expression of the pathway. Individual gene expression values can be visualized at www.rehmanlab.org/ribo (**B**) The GSEA results of enriched GO terms from RiboTag lung ECs at baseline. (**C**) Top RiboTag lung EC signature markers ranked in order of logFC. (**D**) Top RiboTag lung EC cell surface markers identified using the Cell Surface Protein Atlas. (**E**) Confocal analysis was performed after brain, lung, and heart ECs were processed on a cytospin to assess lung EC RAGE (Receptor for Advanced Glycation Endproducts) specificity. A scale bar of 20 µm is included on all images.

### Heart-specific endothelial molecular signature

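Supplementary file 3 of the paper lists 571 heart EC genes. All 569 of them that were tested were higher in heart ECs at an edgeR adjusted p under 0.05, and their median log2 fold change was 3.34. As in brain and lung, the list was called on these data and gives no independent support.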

We then studied the differentially expressed genes in the heart endothelium (Figure 4A, Supplementary file 3). GSEA identified pathways specifically upregulated in heart ECs, as compared to brain and lung ECs (Figure 4B). Strikingly, we found that the genes specifically upregulated in heart ECs were involved in processes such as cardiac muscle tissue development, myofibril assembly and cardiac contraction (Figure 4B). This suggested that the cardiac endothelium expresses genes canonically thought to be cardiomyocyte genes, analogous to the expression of canonical neuronal genes in the brain endothelium. 

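A list of 25 cardiomyocyte marker genes written before the counts were examined had a median log2 fold change of 6.17 in heart ECs, at percentile 100 of 10000 random lists (camera p = 4.20e-19, camera adjusted p = 2.02e-17). All 25 were higher in heart ECs with edgeR, whether adjusted over all genes or over the list. The median was −4.33 in brain and −1.61 in lung ECs. With all 17 baseline libraries it was 6.21 in heart ECs, and it moved most with the mouse as a block, to 5.88. From the pathways of the genes higher in heart ECs, the paper proposes that cardiac ECs express genes regarded as cardiomyocyte genes.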

The top expressing heart EC genes included myosin regulatory light chain 2 (*Myl2*), myosin regulatory light chain 3 (*Myl3*), aquaporin 7 (*Aqp7*), ADP-ribosylhydrolase like 1 (*Adprhl1*), alpha 2-HS glycoprotein (*Ahsg*), sodium-coupled nucleoside transporter (*Slc28a2*), xin actin binding repeat containing 2 (*Xirp2*), myoglobin (*Mb*), Butyrophilin like 9 (*Btnl9*), creatine kinase, mitochondrial 2 (*Ckmt2*), leucine rich repeats and transmembrane domains 1 (*Lrtm1*), and fatty acid binding protein 4 (*Fabp4*) (Figure 4C).The top 10 heart EC surface marker genes included alpha 2-HS glycoprotein (*Ahsg*), sodium-coupled nucleoside transporter (*Slc28a2*), titin (*Ttn*), tumor necrosis factor receptor superfamily member 27 (*Eda2r*), platelet glycoprotein 4 (*Cd36*), laminin subunit alpha 4 (*Lama4*), fibulin 2 (*Fbln2*), ectonucleotide pyrophosphatase/phosphodiesterase 3 (*Enpp3*), t-cadherin (*Cdh13*), steroid sensitive gene 1 (*Ccdc80*) (Figure 4D). 

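The 12 genes had a median log2 fold change of 9.38 in heart ECs, and all 12 were higher at an edgeR adjusted p under 0.05. Myl2 (ENSMUSG00000013936, chromosome 5 from 122100951 to 122113472), with an exon overlap of 60 bases with a gene on the opposite strand, was at 9.74 ± 0.65 (SD, n = 5), a log2 fold change of 9.68 (standard error 0.52, edgeR adjusted p = 4.12e-09). Beside Fabp4 and Cd36, C1qtnf9 (ENSMUSG00000071347, chromosome 14 from 60768134 to 60780869) had the largest fold change among genes with a mean log2 CPM of at least 5 and every heart library above every other library, a log2 fold change of 7.12 (standard error 0.27, edgeR adjusted p = 2.53e-10) at 9.94 ± 0.38 (SD, n = 5). Over all 17 baseline libraries the log2 fold change was 9.61 for Myl2, with 3 counts in the unlisted heart replicate 6, and 7.11 for C1qtnf9, with 38 counts. The 10 heart EC surface markers of Figure 4D had a median log2 fold change of 5.68, and all 10 were higher.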

We tested the heart EC specificity of AQP7 using confocal analysis on freshly isolated brain, lung, and heart ECs and found that AQP7 was robustly expressed in heart ECs but minimally expressed in brain and lung ECs (Figure 4E).

**Figure 4.**
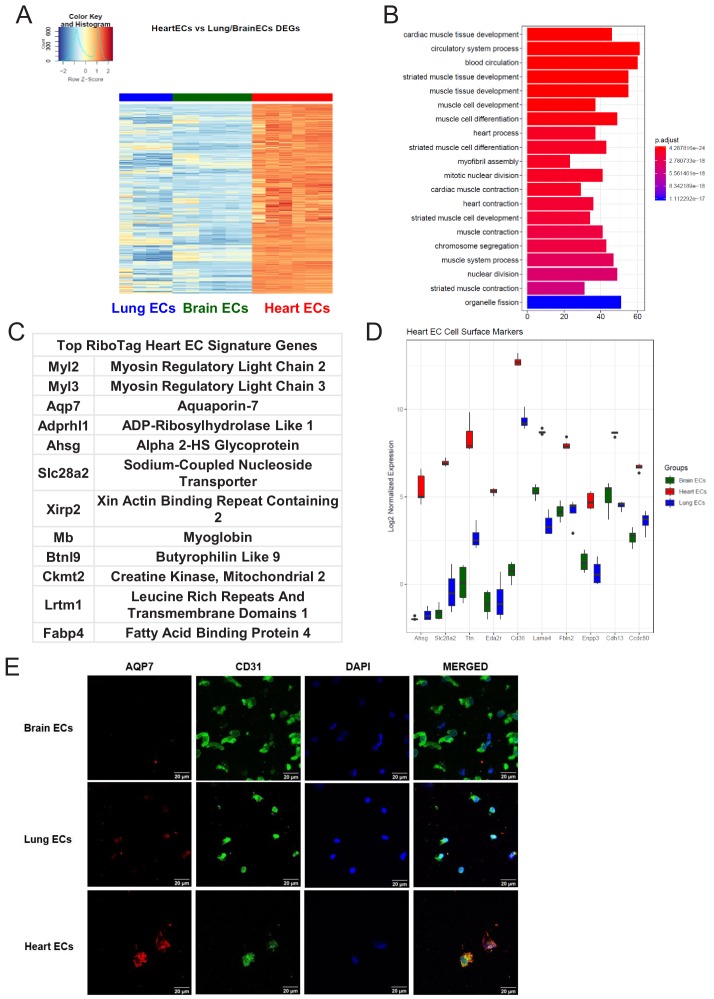
Heart endothelial specific signature (**A**) Heat map representation of differentially upregulated genes identified by comparing heart ECs to brain and lung ECs at baseline. The blue to white to red gradient represents increasing expression of the pathway with blue representing minimal expression while the red represents high expression of the pathway. Individual gene expression values can be visualized at www.rehmanlab.org/ribo (**B**) The GSEA results of enriched GO terms from RiboTag heart ECs at baseline. (**C**) Top RiboTag heart EC signature markers ranked in order of logFC. (**D**) Top RiboTag heart EC cell surface markers identified using the Cell Surface Protein Atlas. (**E**) Confocal analysis was performed after brain, lung, and heart ECs were processed on a cytospin to assess heart EC AQP7 (Aquaporin 7) specificity. A scale bar of 20 µm is included on all images.

### Single-cell endothelial heterogeneity

In light of the surprising findings that endothelial cells express genes typically associated with surrounding parenchymal cells such as cardiomyocytes or neuronal cells, we next used single cell RNA-Seq analysis to assess whether the RiboTag^EC^ endothelial signatures are also found in individual endothelial cells by analyzing endothelial single-cell data from the Tabula Muris compendium (Tabula Muris Consortium et al., 2018) and the single cell RNA-Seq atlas of the brain and lung endothelium (Vanlandewijck et al., 2018). Using expression of the endothelial genes *Cd31* and *Cdh5* as markers of ECs, we analyzed double positive cells for both markers in Tabula Muris brain, lung, and heart tissues and performed PCA to assess the extent of endothelial heterogeneity (Figure 5A). The PCA plot partitioned the cells into groups defined by their tissue of origin, indicating a tissue-specific EC signature even at the single cell level. Similarly, we performed PCA on ECs in Betsholtz dataset (which relied on *Cd31* and *Cldn5* as EC markers) and also found that ECs similarly clustered according to their tissue of origin (Figure 5B).

**Figure 5.**
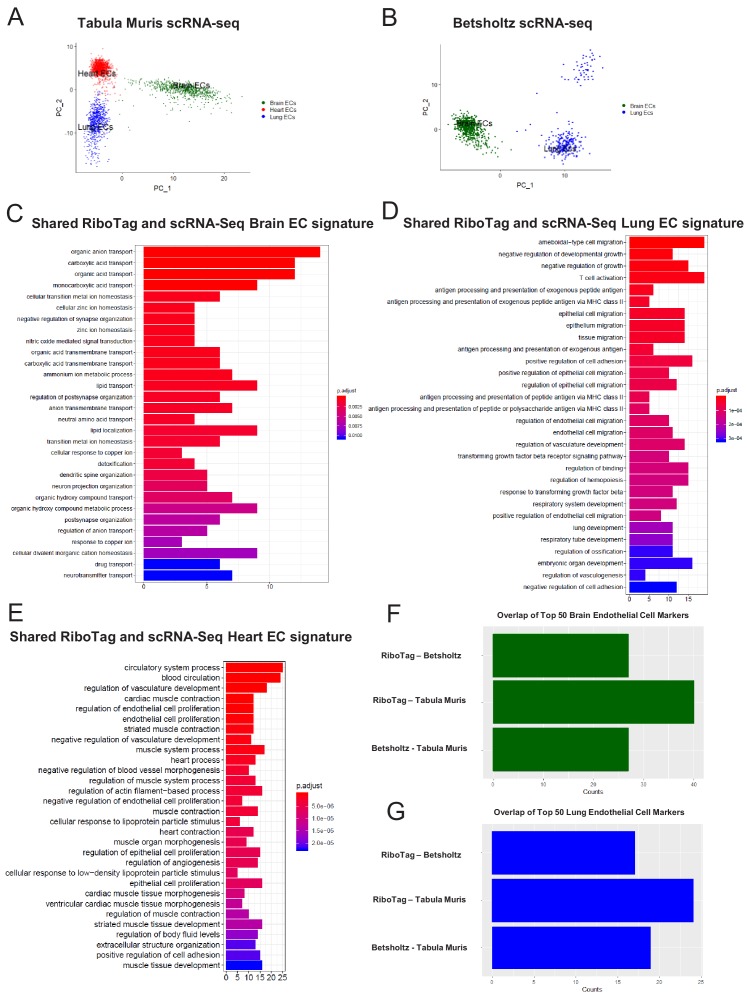
Single-cell endothelial heterogeneity (**A**) PCA of endothelial scRNA-Seq data from the Tabula Muris collection of mouse tissues colored by tissue. (**B**) PCA of endothelial scRNA-Seq data from the Betsholtz Lab of mouse tissues colored by tissue. The GSEA results of enriched GO terms from overlapping differentially expressed genes between RiboTag and Betsholtz or Tabula Muris for (**C**) brain ECs, (**D**) lung ECs, and (**E**) heart ECs. (**F**) Overlap of top 50 scRNA-Seq brain EC marker genes with RiboTag brain EC marker genes. (**G**) Overlap of top 50 scRNA-Seq lung EC marker genes with RiboTag lung EC marker genes.

We then used these two scRNA-Seq endothelial datasets for the three organs we had analyzed in our RiboTag experiments and intersected the differentially expressed genes for each organ-specific endothelial population. The intent of this was to ascertain which tissue-specific EC signature genes were present in the single cell datasets as well as our RiboTag^EC^ dataset. We found that the shared brain EC signature across all three datasets (Tabula Muris^EC^, Betsholtz^EC^ and RiboTag^EC^) for brain ECs was enriched for genes involved in ion transport, acid transport, synapse organization and neurotransmitter transport (Figure 5C). This finding is consistent with the brain EC-specific enrichment of neuronal signaling pathways that had been identified by the RiboTag^EC^ analysis (Figure 2). We also found that the genes specifically upregulated in the Tabula Muris and Betsholtz lung ECs were involved in T cell activation, TGFβ signaling, and antigen processing and presentation (Figure 5D), again consistent with the ‘immune activation’ signature identified by the RiboTag^EC^ analysis alone (Figure 3). Similarly, the shared upregulated genes in Tabula Muris single cell heart ECs were involved in processes such as cardiac muscle contraction, myofibril assembly and proliferation (Figure 5E, Figure 4).

We next quantified the intersection of brain, lung and heart endothelial marker genes across the Tabula Muris, brain and lung EC atlas, and RiboTag datasets. For the brain endothelium, 40 of the Tabula Muris top 50 brain EC specific genes were also brain EC specific genes in the RiboTag dataset. In the Betsholtz dataset, 27 of the top 50 brain EC specific genes were present in the RiboTag brain EC specific genes (Figure 5F). We found that 17 of the top lung endothelial specific genes in the Betsholtz data set were also found in the list of lung endothelial-specific genes in the RiboTag model (Figure 5G). Of the 24 top lung endothelial specific genes found in the Tabula Muris data set, the same genes were also found in the list of lung endothelial-specific genes in the RiboTag model (Figure 5G).

### Organ-specific parenchymal gene signature exists in endothelial scRNA-Seq

To address further that the parenchymal signatures (Supplementary files 4–6) identified in the endothelial translatome were simply not driven by low abundance of transcripts, we performed a Spearman correlation analysis to compare organ-matched RiboTag bulk RNA-Seq data with scRNA-Seq data generated by the Betsholtz and the Tabula Muris Compendium (Figure 6, Figure 6—figure supplement 1). In each dataset, we first determined the fold change for all genes using a housekeeping gene, *Sap30l* which we identified as being stably expressed across all datasets, and thus ideally suited to perform relative abundance comparisons (Supplementary files 7–9). 

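The single-cell datasets were not used here. In the listed 0 hr RiboTag EC libraries, Sap30l (ENSMUSG00000020519, chromosome 11 from 57801637 to 57810217) was at 4.72 ± 0.39 (SD, n = 5) in brain, 6.72 ± 0.89 (SD, n = 4) in lung and 5.09 ± 0.21 (SD, n = 5) in heart ECs.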

Using the fold change values, we calculated the correlation coefficients between the brain endothelial translatome and single cell brain ECs from the Betsholtz and Tabula Muris datasets. We found that the correlation between RiboTag and Betsholtz was 0.53 for all genes detected in the brain endothelium (Figure 6A) while the correlation between RiboTag and Tabula Muris was 0.47 (Figure 6—figure supplement 1A). We then specifically tested whether the parenchymal signature genes in the brain endothelium were correlated with the Betsholtz and Tabula Muris individual brain ECs. The correlation of the parenchymal gene expression between RiboTag brain EC samples and Betsholtz brain ECs was 0.31 (Figure 6B) while with Tabula Muris brain ECs the correlation was 0.28 (Figure 6—figure supplement 1B). Importantly, the brain EC parenchymal genes including synaptosome associated protein 47 (*Snap47*) and synaptotagmin 11 (*Syt11*) were expressed at similar or higher levels in the single cell brain ECs from the Betsholtz and Tabula Muris datasets than in the RiboTag brain EC samples (Figure 6C). We performed identical analysis for the lung and heart endothelium (Figure 6D–I, Figure 6—figure supplement 1), and found that similar correlation values ranging between 0.37 to 0.68. Of note, the heart endothelial gene expression was the most correlated organ across the distinct platforms (Figure 6G–H). In the lung and heart endothelium, we also found that individual genes representing the parenchymal signature were expressed at similar or higher levels in the single cell samples (Figure 6F, Figure 6G–I), such as the cardiac contractile gene Tropomyosin (Tpm1), which was expressed at higher levels in individual heart ECs from the Tabula Muris dataset.

**Figure 6.**
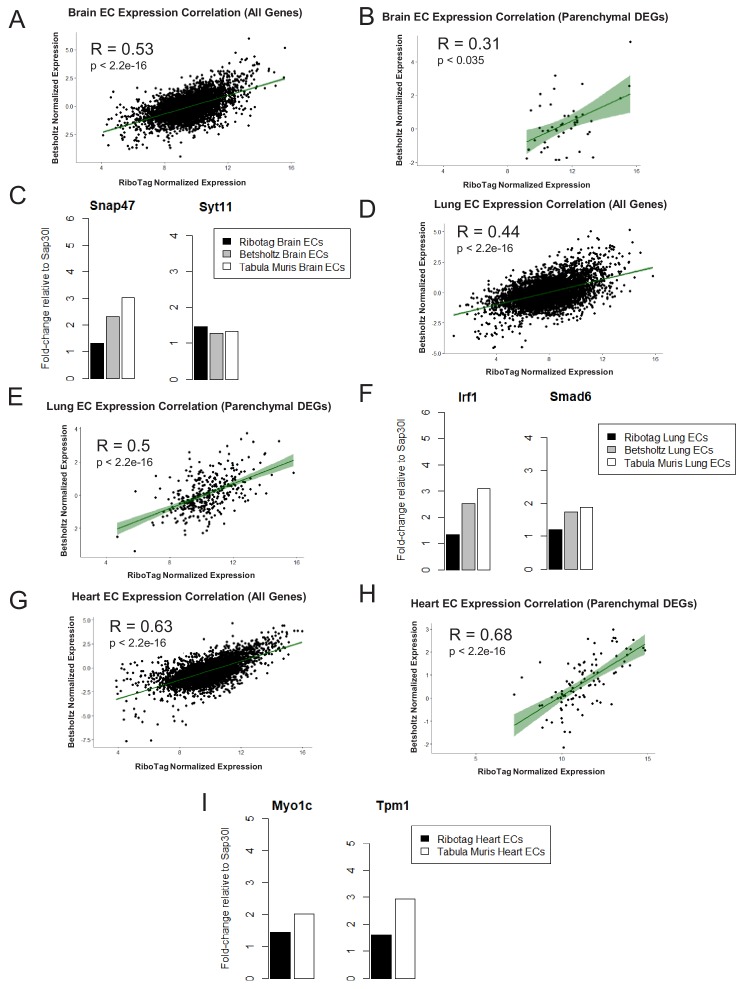
Expression Correlation Analysis between endothelial gene expression generated by RiboTag, Betsholtz, and Tabula Muris Spearman correlation scatter plots of average gene expression in RiboTag bulk RNA-Seq, Betsholtz scRNA-Seq (Smart-Seq2), and Tabula Muris scRNA-Seq (10x Genomics). (**A**) All genes detected in brain ECs. (**B**) Parenchymal (non-endothelial) genes detected in brain ECs. (**C**) All genes detected in lung ECs. (**D**) Parenchymal (non-endothelial) genes detected in lung ECs. (**E**) All genes detected in heart ECs. (**F**) Parenchymal (non-endothelial) genes detected in heart ECs.

**Figure 6—figure supplement 1.**
Endothelial gene expression correlation analysis across three distinct datasets (RiboTag Endothelial Translatome, Betsholtz single-cell transcriptomics, Tabula Muris single-cell transcriptomics). Spearman correlation scatter plots of average gene expression in RiboTag bulk RNA-Seq and Betsholtz scRNA-Seq were generated for (**A**) all genes detected in brain ECs and (**B**) parenchymal (non-endothelial) genes detected in brain ECs. (**C**) Average expression level of representative brain EC parenchymal genes. Spearman correlation scatter plots of average gene expression in RiboTag bulk RNA-Seq and Betsholtz scRNA-Seq were generated for (**D**) all genes detected in lung ECs and (**E**) parenchymal (non-endothelial) genes detected in lung ECs (**F**) Average expression level of representative lung EC parenchymal genes. Spearman correlation scatter plots of average gene expression in RiboTag bulk RNA-Seq and Tabula Muris scRNA-Seq were generated for (**D**) all genes detected in heart ECs and (**E**) parenchymal (non-endothelial) genes detected in heart ECs (**F**) Average expression level of representative heart EC parenchymal genes.

### In situ organ-specific endothelial early- and late-inflammation signature

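LPS was given once at 10 mg per kg, and ECs were profiled 6, 24, 48, 72 and 168 hr later beside the 0 hr baseline. There were 6 brain libraries at 0 hr, 6 at 6 hr, 5 at 24 hr, 7 at 48 hr, 5 at 72 hr and 5 at 168 hr, and the same numbers of heart libraries. For lung there were 5, 5, 3, 7, 5 and 5. All libraries of a tissue entered a single edgeR fit, in which each time point was compared with 0 hr, with library series as a covariate. The fits tested 19816 genes in brain, 16542 in lung and 16926 in heart. Replicate numbers are shared between time points and tissues. Library series 3 holds 1 library of each tissue at each time point. It counted a median of 2.45% of its brain, 2.23% of its lung and 2.36% of its heart reads on genes. Of its counts on genes, a median of 95.3% in brain, 96.5% in lung and 94.8% in heart lay on genes whose exons overlap a gene on the opposite strand, against 29.1%, 34.2% and 29.6% in the other library series. After these properties had been seen, every LPS comparison was also fitted without library series 3. Fold changes below are over all libraries, and levels are log2 CPM over the libraries outside library series 3.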

We next analyzed the dynamics of the EC inflammatory response in each tissue, focusing on the early response (6 hr post systemic LPS) and late response (24 hr post systemic LPS). At these time points, we identified the genes most upregulated by inflammatory injury in each tissue (Figure 8—figure supplement 1). 

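At an edgeR adjusted p under 0.05, 1283 genes changed in brain ECs at 6 hr, 901 of them higher and 382 lower, and 2027 at 24 hr, with 1338 higher and 689 lower. In lung ECs 508 genes changed at 6 hr, with 272 higher and 236 lower, and 66 at 24 hr, with 65 higher and 1 lower. In heart ECs the numbers were 6195 at 6 hr, with 3417 higher and 2778 lower, and 2551 at 24 hr, with 1560 higher and 991 lower. At 48 and 72 hr, 2246 and 600 genes changed in brain, 164 and 40 in lung, and 766 and 59 in heart ECs. By 168 hr 1 gene was left in lung, the uncorrected p being under 0.05 for 753 genes. None was left in brain or heart ECs. With library series 3 left out 2 genes were left in lung and none in the other tissues, where the uncorrected p was under 0.05 for 828 genes in brain and 680 in heart. Without library series 3, the 6 hr and 24 hr counts were 1238 and 2151 in brain, 824 and 64 in lung, and 6854 and 2594 in heart ECs. The median gene in lung ECs fell by 0.54 on the log2 scale at 6 hr, so single changes there are relative to a shifted scale. Over the alternatives the lung count at 24 hr ranged from 0 genes, for example without the covariate for library series (uncorrected p under 0.05 for 1472 genes), to 1727 with all 98 libraries in a single fit. Libraries with the same replicate number at different time points had deviations from their time means that correlated at 0.18 in brain and 0.28 in heart, against 0.19 and 0.22 for different numbers and 0.64 and 0.63 for different numbers within a library series. With the replicate number as a block in place of the library series, 152 genes changed at 6 hr and 539 at 24 hr in brain ECs, and 1501 and 1670 in heart ECs.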

In the brain endothelium, we identified several differentially expressed acute inflammatory factors including selectins, chemokine receptors, and interleukins which were strongly activated 6 hr post LPS treatment (Figure 7A–C). 

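Among the genes with a mean log2 CPM of at least 5 and every 6 hr library above every 0 hr library, those that rose most in brain ECs at 6 hr were Lcn2, Ch25h and Rgs16. Lcn2 (ENSMUSG00000026822, chromosome 2 from 32384633 to 32388252) had a log2 fold change of 8.47 (standard error 0.95, edgeR adjusted p = 2.19e-06), and its level went from 4.40 ± 1.03 (SD, n = 5) to 11.97 ± 1.96 (SD, n = 5). Ch25h (ENSMUSG00000050370, chromosome 19 from 34473778 to 34475164), with an exon overlap of 159 bases with a gene on the opposite strand, rose by 5.44 (standard error 0.73, edgeR adjusted p = 9.66e-06) on the log2 scale. Rgs16 (ENSMUSG00000026475, chromosome 1 from 153740349 to 153745468), with an exon overlap of 236 bases with a gene on the opposite strand, rose by 3.20 (standard error 0.45, edgeR adjusted p = 1.66e-05). The fit without library series 3 gave log2 fold changes of 8.26, 5.45 and 3.09, but there the 3 genes that rose most were Lcn2, Steap4 and Plaur. Rgs16 lost the threshold in 2 of 26 alternatives. Replicate 6 at 6 hr, the only brain library of library series 1 at this time point, lay below the other 6 hr libraries, at 8.18 for Lcn2 and 4.04 for Ch25h.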

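Ccl11 (ENSMUSG00000020676, chromosome 11 from 82057823 to 82062955) rose in brain ECs by 7.63 (standard error 0.93, edgeR adjusted p = 3.22e-06) on the log2 scale at 6 hr and by 5.33 (standard error 0.93, edgeR adjusted p = 3.12e-04) at 24 hr. The log2 fold change was 3.07 (standard error 0.91, edgeR adjusted p = 0.0257) at 48 hr and 1.08 (standard error 0.99, edgeR adjusted p = 0.744) at 72 hr. At 168 hr it was −1.78 (standard error 1.34, edgeR adjusted p = 1.00). Its level was −1.51 ± 0.32 (SD, n = 5) at 0 hr, 4.35 ± 3.25 (SD, n = 5) at 6 hr and −1.89 ± 1.03 (SD, n = 4) at 168 hr. Compared with the mean of lung and heart ECs at the same time, brain ECs were higher by 2.83 (standard error 0.64, edgeR adjusted p = 1.27e-04) at 6 hr and by 4.36 (standard error 0.91, edgeR adjusted p = 6.36e-05) at 24 hr. Brain replicate 6 at 6 hr was at −1.60. The 6 hr and 24 hr fold changes were 7.58 and 5.22 without library series 3.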

We analyzed the kinetics during the entire time course for the early inflammatory brain endothelial specific genes such as eosinophil chemotactic protein (*Ccl11*) (Figure 7C) and found that *Ccl11* is markedly upregulated at the 6 hr time point and remains significantly higher in the brain endothelium, but by one week post LPS injection the expression level returns to the same level as that seen in lung and heart endothelium. In the lung endothelium, we discovered that the most upregulated inflammatory pathways included chemokines, response to cellular stress, hematopoiesis genes and early immune response mediators (Figure 7D–F). 

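Over all libraries, only 1 gene in lung ECs at 6 hr had an edgeR adjusted p under 0.05, a mean log2 CPM of at least 5 and no overlap between the 6 hr and the 0 hr libraries, while with library series 3 left out 156 genes met this rule in either direction. The 1 gene was Chka (ENSMUSG00000024843, chromosome 19 from 3851773 to 3894369), with an exon overlap of 239 bases with a gene on the opposite strand, whose log2 fold change was 3.86 (standard error 0.93, edgeR adjusted p = 0.0174). Its level went from 6.23 ± 1.22 (SD, n = 4) to 9.44 ± 1.56 (SD, n = 4). Its fold change without library series 3 was 3.13 (edgeR adjusted p = 0.0189), and it lost the threshold in 5 of 24 alternatives.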

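In lung ECs at 6 hr, Ly96 (ENSMUSG00000025779, chromosome 1 from 16688051 to 16709611) fell, with a log2 fold change of −3.88 (standard error 0.82, edgeR adjusted p = 0.00726), and Casp6 (ENSMUSG00000027997, chromosome 3 from 129901425 to 129914103) fell with −4.46 (standard error 1.04, edgeR adjusted p = 0.0137). Of the 5 lung libraries at 6 hr, 4 held no counts of either gene. The other was replicate 3, the deepest with 40128330 counts, at 1.61 for Ly96 and 0.96 for Casp6, so the fold changes rest on levels near 0 counts. Leaving out library series 3, Ly96 changed by −3.85 (edgeR adjusted p = 0.00382) and Casp6 by −4.57 (edgeR adjusted p = 0.00552). At 24 hr Ly96 was at 1.75 against 0 hr (edgeR adjusted p = 0.679), not past the threshold. The log2 fold change of Casp6 was −1.52 at 24 hr, −0.41 at 48 hr, −1.07 at 72 hr and 0.63 at 168 hr, and none of these passed the threshold (edgeR adjusted p from 0.925 to 1.00). Compared with the mean of brain and heart ECs at the same time, Casp6 in lung ECs differed by −2.60 (standard error 0.66, edgeR adjusted p = 6.76e-04) at 6 hr and by −1.21 (standard error 0.64, edgeR adjusted p = 0.136) at 24 hr. At 6 hr each of the 2 genes lost the threshold in 3 of 23 alternatives.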

Lymphocyte antigen 96 (*Ly96*) was strongly upregulated (Figure 7D) whereas the apoptosis gene caspase 6 (*Casp6*) was markedly downregulated 6 hr post LPS treatment and remained lower in lung ECs than in brain or heart ECs throughout the injury period (Figure 7F). 

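Under the same criteria, the genes that rose most in heart ECs at 6 hr were Lcn2, Cxcl10 and Sdc4. Lcn2 rose by 8.51 (standard error 1.04, edgeR adjusted p = 6.14e-07) on the log2 scale. Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889), with an exon overlap of 133 bases with a gene on the opposite strand, rose by 7.95 (standard error 0.83, edgeR adjusted p = 1.64e-07), and Sdc4 (ENSMUSG00000017009, chromosome 2 from 164424247 to 164443887) by 4.89 (standard error 0.57, edgeR adjusted p = 3.41e-07). The level of Cxcl10 went from 3.80 ± 0.59 (SD, n = 5) to 10.66 ± 3.24 (SD, n = 5). Replicate 5, the only heart library of library series 1 at this time point, lay apart from the other 6 hr libraries, at 5.55 for Lcn2, 4.89 for Cxcl10 and 4.47 for Sdc4. Outside library series 3 the log2 fold changes were 8.36, 7.88 and 4.89, but there Mt2 (ENSMUSG00000031762, chromosome 8 from 94172664 to 94173568), with an exon overlap of 432 bases with a gene on the opposite strand, ranked first, at 10.38 (edgeR adjusted p = 3.19e-05), and Sdc4 was not among the first 3.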

In heart ECs, leukocyte migration and neutrophil activation pathways were most upregulated by inflammatory injury (Figure 7G–I). 

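To compare 24 hr with 6 hr, the log2 CPM of the 20 early and late markers of each tissue in Figure 8—figure supplement 1 was averaged within each library. Over all libraries the mean at 24 hr minus that at 6 hr was 0.98 in brain (exact permutation test, two-sided, p = 0.463), 1.76 in lung (exact permutation p = 0.446) and −0.19 in heart ECs (exact permutation p = 0.959). The Benjamini-Hochberg adjusted exact p over the 9 such comparisons ranged from 0.604 to 0.959. The alternative that moved these differences most was the replicate number as a block, under which the lung difference was −0.69 (exact sign-flip permutation p = 1.00). Outside library series 3 the 24 hr level was 4.96 ± 0.32 (SD, n = 4) in brain, 5.31 ± 0.36 (SD, n = 2) in lung and 5.10 ± 0.32 (SD, n = 4) in heart ECs, and the 6 hr level 3.63 ± 2.45 (SD, n = 5), 2.74 ± 2.83 (SD, n = 4) and 5.07 ± 2.72 (SD, n = 5). Within library series 2, where 4 libraries at 6 hr and 1 at 24 hr exist for brain and heart, the difference was −0.19 in brain and −1.49 in heart. The libraries of library series 1 at 6 hr come, going by the names of the count files, from 1 mouse that lacks the response to LPS in brain and heart, and its lung library has 284457 counts. Within library series 1, with 1 library at each time, the difference was 5.45, 5.98 and 4.50 in brain, lung and heart, and within library series 3 0.13, 2.71 and −0.29. At 24 hr, the genes that rose most in brain ECs were Saa3 (ENSMUSG00000040026, chromosome 7 from 46711998 to 46715700), by 11.94 (standard error 1.31, edgeR adjusted p = 8.54e-07) on the log2 scale, Lcn2, by 9.17 (standard error 0.99, edgeR adjusted p = 8.53e-07), and Cxcl1 (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115), by 8.64 (standard error 1.25, edgeR adjusted p = 3.43e-05). In lung ECs these were Mt2, by 8.49 (standard error 1.74, edgeR adjusted p = 0.0109), Saa3, by 8.28 (standard error 1.80, edgeR adjusted p = 0.0177), and Mt1 (ENSMUSG00000031765, chromosome 8 from 94179082 to 94180327), by 6.51 (standard error 1.52, edgeR adjusted p = 0.0326). In heart ECs Lcn2 rose by 9.02 (standard error 1.08, edgeR adjusted p = 1.54e-05), Mt2 by 7.59 (standard error 1.22, edgeR adjusted p = 1.62e-04) and Nfkbiz (ENSMUSG00000035356, chromosome 16 from 55811375 to 55838899) by 6.31 (standard error 0.84, edgeR adjusted p = 2.75e-05). Once library series 3 was left out, Mt1 in lung ECs was at 5.94 (edgeR adjusted p = 0.101), no longer past the threshold. The third place then went to S100a8 in lung and to Cxcl1 in heart ECs. In lung ECs at 24 hr the threshold was lost in 15 of 22 alternatives for Mt1, 7 for Mt2 and 7 for Saa3.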

At 24 hr post injury, we found the peak upregulation of inflammatory genes (Figure 8) with a substantial overlap of the inflammatory response pathways, predominantly associated with neutrophil and leukocyte chemotaxis and migration, in the brain (Figure 8A–C), lung (Figure 8D–F), and heart ECs (Figure 8G–I).

**Figure 7.**
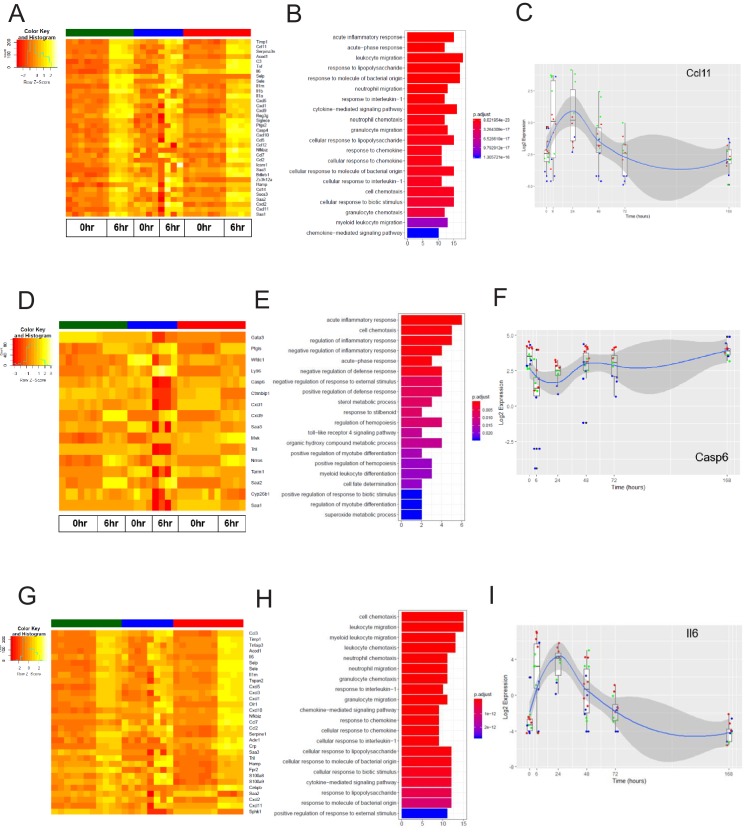
The early inflammation (6 hr) markers across organ-specific endothelial cells. (**A**) Heat map representation of differentially expressed genes identified by comparing brain ECs to lung and heart ECs at the 6 hr time point. The orange to yellow to white gradient represents increasing expression of the pathway with orange representing minimal expression while the white represents high expression of the pathway. (**B**) The GSEA results of enriched GO terms from RiboTag brain ECs at the 6 hr time point. (**C**) Tissue-specific kinetics of a specific RiboTag brain EC early inflammatory marker during the progression and resolution of inflammation. (**D**) Heat map representation of differentially expressed genes identified by comparing lung ECs to brain and heart ECs at the 6 hr time point. The orange to yellow to white gradient represents increasing expression of the pathway with orange representing minimal expression while the white represents high expression of the pathway. (**E**) The GSEA results of enriched GO terms from RiboTag lung ECs at the 6 hr time point. (**F**) Tissue-specific kinetics of a specific RiboTag lung EC early inflammatory marker during the progression and resolution of inflammation. (**G**) Heat map representation of differentially expressed genes identified by comparing heart ECs to brain and lung ECs at the 6 hr time point. The orange to yellow to white gradient represents increasing expression of the pathway with orange representing minimal expression while the white represents high expression of the pathway. (**H**) The GSEA results of enriched GO terms from RiboTag heart ECs at the 6 hr time point. (**I**) Tissue-specific kinetics of a specific RiboTag heart EC early inflammatory marker during the progression and resolution of inflammation.

**Figure 8.**
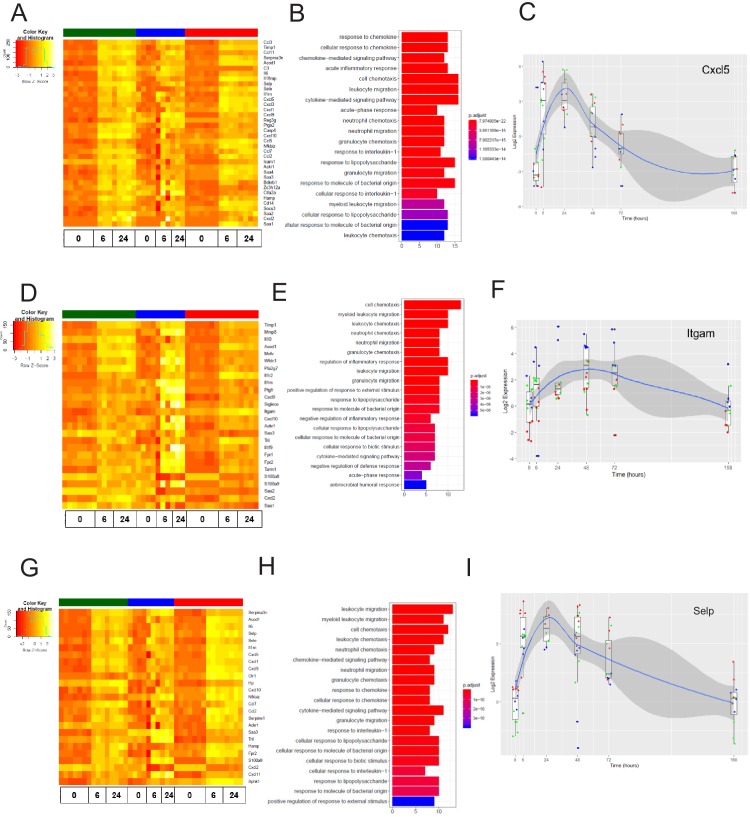
The late inflammation (24 hr) markers across organ-specific endothelial cells. Heat map representation of differentially expressed genes identified by comparing brain ECs to lung and heart ECs at the 24 hr time point. The orange to yellow to white gradient represents increasing expression of the pathway with orange representing minimal expression while the white represents high expression of the pathway. (**B**) The GSEA results of enriched GO terms from RiboTag brain ECs at the 24 hr time point. (**C**) Tissue-specific kinetics of a specific RiboTag brain EC late inflammatory marker during the progression and resolution of inflammation. (**D**) Heat map representation of differentially expressed genes identified by comparing lung ECs to brain and heart ECs at the 24 hr time point. The orange to yellow to white gradient represents increasing expression of the pathway with orange representing minimal expression while the white represents high expression of the pathway. (**E**) The GSEA results of enriched GO terms from RiboTag lung ECs at the 24 hr time point. (**F**) Tissue-specific kinetics of a specific RiboTag lung EC late inflammatory marker during the progression and resolution of inflammation. (**G**) Heat map representation of differentially expressed genes identified by comparing heart ECs to brain and lung ECs at the 24 hr time point. The orange to yellow to white gradient represents increasing expression of the pathway with orange representing minimal expression while the white represents high expression of the pathway. (**H**) The GSEA results of enriched GO terms from RiboTag heart ECs at the 24 hr time point. (**I**) Tissue-specific kinetics of a specific RiboTag heart EC late inflammatory marker during the progression and resolution of inflammation.

**Figure 8—figure supplement 1.**
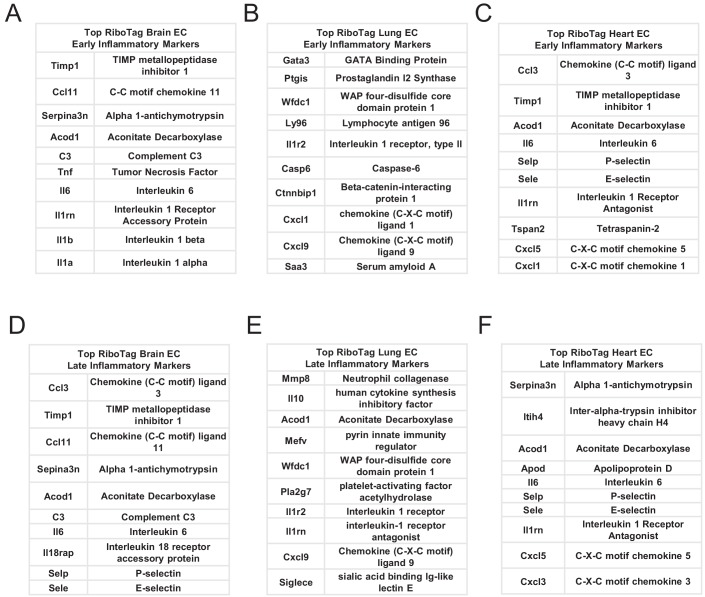
Markers of early (6 hr) and late (24 hr) LPS-induced inflammation in brain, lung, and heart ECs. (**A**) Top RiboTag brain EC early (6 hr) inflammatory markers (**B**) Top RiboTag lung EC early (6 hr) inflammatory markers (**C**) Top RiboTag heart EC early (6 hr) inflammatory markers (**D**) Top RiboTag brain EC late (24 hr) inflammatory markers (**E**) Top RiboTag lung EC late (24 hr) inflammatory markers (**F**) Top RiboTag heart EC late (24 hr) inflammatory markers.

### Tissue-specific dynamic response following LPS-induced inflammatory activation

After establishing the baseline heterogeneity of brain, lung and heart ECs, we next studied the dynamics of the organ-specific baseline endothelial signature during systemic inflammation, we collected translatome data of the brain, lung, and heart endothelium at several time points following LPS treatment. By computationally analyzing RiboTag^EC^ mRNA from brain, lung, and heart at 0 hr, 6 hr, 24 hr, 48 hr, 72 hr, and 168 hr post-LPS administration, we were able to identify tissue-specific molecular mechanisms modulated in endothelial injury, repair, and regeneration.

We first investigated the tissue-specific baseline signatures over time in order to address the question of whether the baseline core endothelial functions were disrupted during inflammatory activation. The time-course of the brain endothelium specific endothelial genes were plotted to compare their kinetics to the lung and heart endothelium (Figure 9A). We found that selected genes which constitute the tissue-specific EC signature during homeostasis are modulated during inflammatory injury. 

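Vwa1 (ENSMUSG00000042116, chromosome 4 from 155768149 to 155774698), with an exon overlap of 913 bases with a gene on the opposite strand, fell in brain ECs with a log2 fold change of −1.37 (standard error 0.39, edgeR adjusted p = 0.0286) at 6 hr and −1.46 (standard error 0.46, edgeR adjusted p = 0.0365) at 24 hr. The 6 hr change did not pass the threshold without library series 3 (−1.34, edgeR adjusted p = 0.0728), while the 24 hr change did (−1.60, edgeR adjusted p = 0.0455). Both changes are fragile, as the 6 hr change lost the threshold in 13 of 26 alternatives and the 24 hr change in 14 of 25, 9 of these being fits that left out 1 replicate. Its level was 8.47 ± 0.45 (SD, n = 5) at 0 hr, 6.90 ± 0.81 (SD, n = 5) at 6 hr and 6.71 ± 0.62 (SD, n = 4) at 24 hr. At 168 hr it was 8.84 ± 0.10 (SD, n = 4), a log2 fold change of 0.30 (standard error 0.45, edgeR adjusted p = 1.00). At 6 hr brain ECs stood 2.37 (standard error 0.56, edgeR adjusted p = 2.42e-04) above the mean of lung and heart ECs. The 0 hr level was 6.35 ± 0.22 (SD, n = 5) in heart and −1.28 ± 2.08 (SD, n = 4) in lung ECs.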

For instance, the expression level of von Willebrand factor A domain containing protein 1 (*Vwa1*) which we found to be a brain endothelial gene during homeostasis decreases during early and late inflammation and then returns to baseline levels one-week post LPS injury, whereas its levels in lung and heart endothelium remain relatively low during the entire time course. On the other hand, there are signature genes such as glucose transporter protein 1 (*Slc2a1*) which is consistently upregulated in brain ECs throughout the post-injury period.

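In brain ECs the log2 fold change of Slc2a1 against 0 hr was −0.33 (standard error 0.21, edgeR adjusted p = 0.458) at 6 hr and −0.58 (standard error 0.23, edgeR adjusted p = 0.106) at 24 hr. It was −0.47 at 48 hr (edgeR adjusted p = 0.132), −0.017 at 72 hr (edgeR adjusted p = 0.994) and 0.036 at 168 hr (edgeR adjusted p = 1.00), so no time point passed the threshold. The 6 hr change passed it in 1 of 26 alternatives. Under DESeq2 the 24 hr change did (−0.69, DESeq2 adjusted p = 0.0151), and over the 25 alternatives, 3 of which took it past the threshold, it ranged from −0.79 to −0.27. The 6 hr and 24 hr values were −0.41 and −0.65 without library series 3. Against the mean of lung and heart ECs at the same time, brain ECs were higher by 4.56 (standard error 0.41, edgeR adjusted p = 6.24e-17) at 6 hr and by 3.85 (standard error 0.51, edgeR adjusted p = 9.48e-10) at 24 hr.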

**Figure 9.**
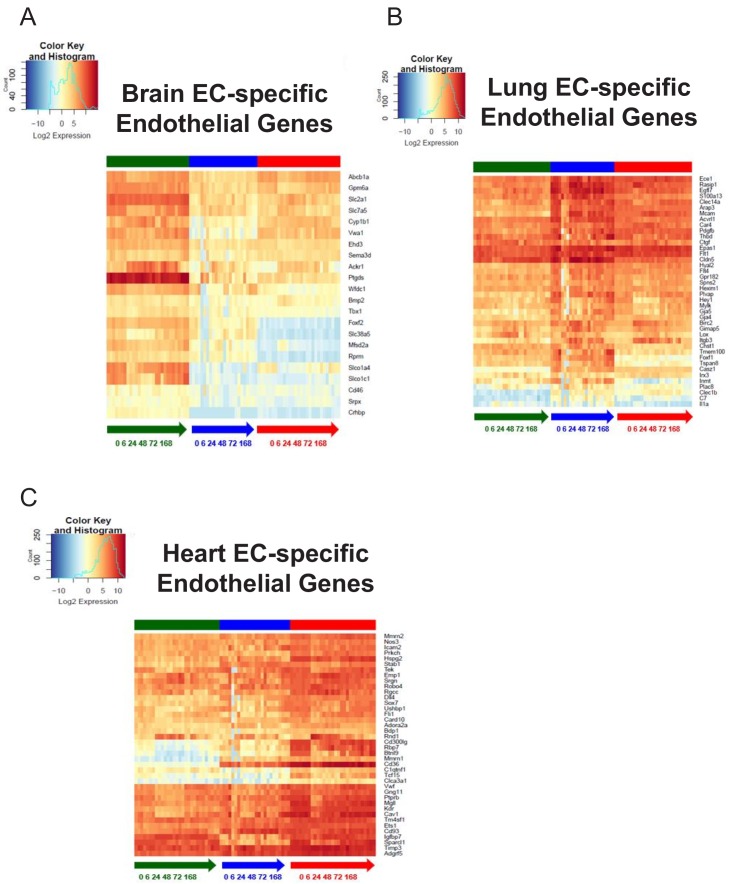
Organ-specific endothelial cells uniquely regulate endothelial genes during the progression and resolution of inflammation. (**A–C**) Time-series heat map of significantly upregulated endothelial genes at baseline in (**A**) brain ECs (**B**) lung ECs and (**C**) heart ECs. The blue to white to red gradient represents increasing expression of the pathway with blue representing minimal expression while the red represents high expression of the pathway.

**Figure 9—figure supplement 1.**
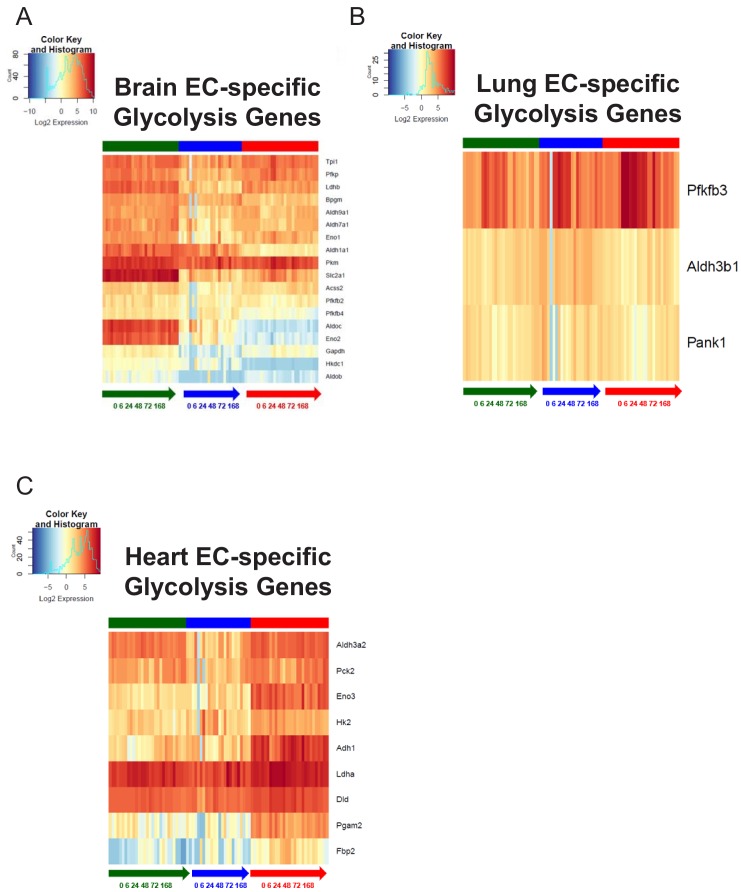
Organ-specific endothelial cells uniquely regulate glycolysis genes during the progression and resolution of inflammation. (**A–C**) Time-series heat map of upregulated glycolysis genes at baseline in (**A**) brain ECs (**B**) lung ECs and (**C**) heart ECs. The blue to white to red gradient represents increasing expression of the pathway with blue representing minimal expression while the red represents high expression of the pathway.

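For each library, log2 CPM was averaged over the lung genes of Figure 9B (39 of 40 could be measured). Over all libraries the mean in lung ECs differed from 0 hr by −2.19 at 6 hr (exact permutation test, two-sided, p = 0.436) and by −0.19 at 24 hr (exact permutation p = 0.804). The Benjamini-Hochberg adjusted exact p over the 9 comparisons was 0.604 and 0.904. Without library series 3 the mean was 7.86 ± 0.17 (SD, n = 4) at 0 hr, 5.12 ± 1.65 (SD, n = 4) at 6 hr, 7.47 ± 0.15 (SD, n = 2) at 24 hr and 7.79 ± 0.25 (SD, n = 4) at 168 hr. The difference was then −2.75 at 6 hr (exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow, adjusted 0.0714). At 24 hr it was −0.39 (exact permutation p = 0.0667, the smallest that 2 against 4 libraries allow, adjusted 0.100). Within library series 1, 2 and 3 the 6 hr difference was −3.90, −2.33 and −0.23. Of the 39 genes tested at 6 hr, 33 had a log2 fold change below 0, and 7 were lower at an edgeR adjusted p under 0.05 over all genes (17 over the list alone). At 24 hr 24 lay below 0 and 0 were lower, with 6 at an uncorrected p under 0.05.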

From the analysis of the lung endothelium specific endothelial genes heatmap (Figure 9B), it is apparent that expression of nearly all the canonical endothelial genes drastically decrease during the early and late inflammatory time points. This is an important finding because it suggests that the lung endothelium experiences the most profound dysregulation of core endothelial genes following LPS injury. 

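The brain genes of Figure 9A, averaged in the same way, differed from 0 hr in brain ECs by −0.82 at 6 hr (exact permutation p = 0.448) and −0.98 at 24 hr (exact permutation p = 0.407) over all libraries, with an adjusted exact p of 0.604 for both. Leaving out library series 3, they differed by −0.71 (exact permutation p = 0.0318, adjusted 0.0714) and −0.81 (exact permutation p = 0.00794, adjusted 0.0357). Whether the change in lung ECs differs from that in another tissue was tested by exchanging libraries between the tissues within each time point, after centring each tissue. The exchange ignores that, going by the names of the count files, libraries of different tissues come in part from the same mice. Over all libraries the 6 comparisons of tissues at 6 and 24 hr had an adjusted permutation p of 0.961. Without library series 3, the change at 6 hr was lower in lung than in brain ECs by −2.04 (permutation p = 0.0146, adjusted 0.0437) and lower than in heart ECs by −1.80 (permutation p = 0.0321, adjusted 0.0481). Those 6 hr differences depend in part on library series 1, where the 6 hr change was 0.024 in brain and 0.15 in heart ECs, against −0.81 and −1.20 within library series 2. At 24 hr the order of lung and brain was the other way, with a difference of 0.42 (permutation p = 0.0318, adjusted 0.0481), and lung and heart differed by 0.0065 (permutation p = 0.959). From the fall of the lung EC genes at the early and late inflammatory time points, the paper proposes that the lung endothelium undergoes the most profound dysregulation of core endothelial genes after LPS.

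**Figure D2:**
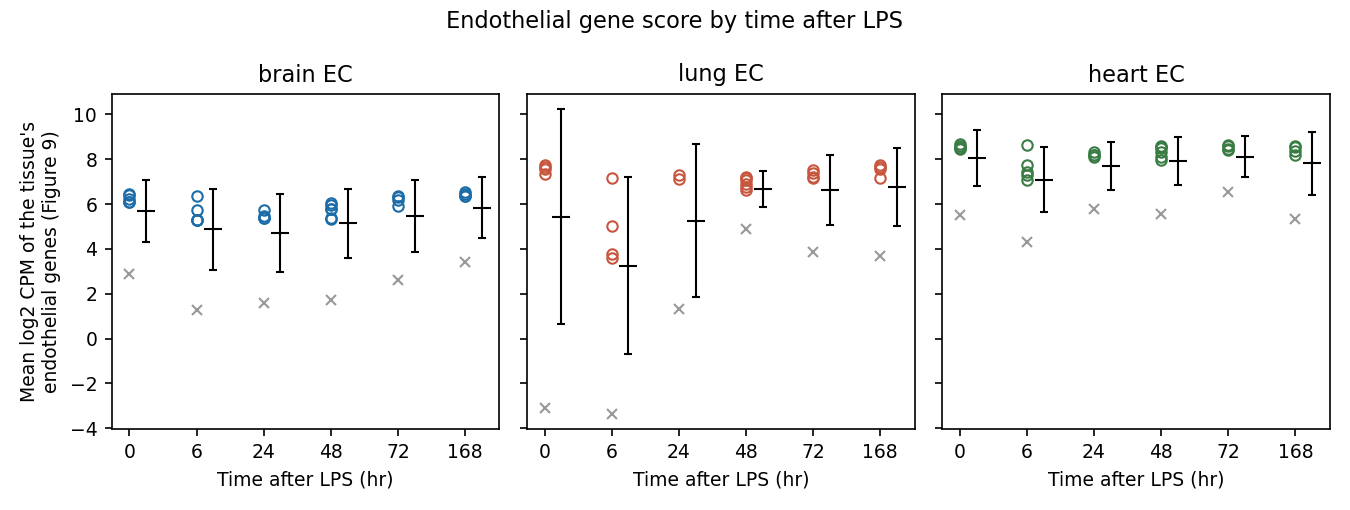
Mean log2 CPM of the tissue's own endothelial genes of Figure 9 (y axis) against hours after LPS (x axis) for brain, lung and heart ECs, with 1 point per library (crosses for library series 3) and bars for the mean and SD of all libraries. The lung mean is 5.44 at 0 hr, 3.25 at 6 hr and 5.25 at 24 hr. The cross of library series 3 lies below the other points of its tissue and time point.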

We also identified lung endothelial specific genes which are solely modulated in the lung endothelium during the inflammatory time course. For instance, the expression levels of forkhead-related transcription factor 1 (*Foxf1*) and tetraspanin8 (*Tspan8*) significantly decrease in the lung endothelium at 6 hr and 24 hr post LPS treatment and then gradually recover back to baseline levels, but both genes remain minimally expressed in the brain and heart endothelium.

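In lung ECs, Foxf1 (ENSMUSG00000042812, chromosome 8 from 121084386 to 121088144), with an exon overlap of 98 bases with a gene on the opposite strand, had a log2 fold change of −2.15 (standard error 0.90, edgeR adjusted p = 0.167) at 6 hr and −1.26 (standard error 1.05, edgeR adjusted p = 1.00) at 24 hr, neither past the threshold. Tspan8 (ENSMUSG00000034127, chromosome 10 from 115816832 to 115849893), with an exon overlap of 4 bases with a gene on the opposite strand, fell with −3.58 (standard error 0.96, edgeR adjusted p = 0.0326) at 6 hr and had −2.02 (standard error 1.10, edgeR adjusted p = 0.889) at 24 hr. With library series 3 left out the 6 hr changes were −2.16 for Foxf1 (edgeR adjusted p = 0.0638) and −3.75 for Tspan8 (edgeR adjusted p = 0.0153), which lost the threshold in 10 of 24 alternatives. Leaving out lung replicate 3 at 6 hr moved both changes most, to −3.53 for Foxf1 and −8.03 for Tspan8. The size of the 6 hr changes thus depends on that library, the deepest lung library at 6 hr with 40128330 counts. The other lung libraries at 6 hr had at most 2745503 counts, so the larger falls without it rest on shallow libraries. The level of Foxf1 was 7.58 ± 1.14 (SD, n = 4) at 0 hr, 4.54 ± 1.53 (SD, n = 4) at 6 hr and 8.78 ± 0.84 (SD, n = 4) at 168 hr, and that of Tspan8 was 6.70 ± 0.63 (SD, n = 4), 0.53 ± 4.22 (SD, n = 4) and 7.86 ± 0.55 (SD, n = 4). In ComBat-adjusted data the change of Foxf1 at 24 hr was in the other direction, at 0.26. Over the alternatives Foxf1 passed the threshold in 4 of 24 at 6 hr, and Tspan8 in 1 of 22 at 24 hr.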

The endothelial genes which were specifically upregulated in the heart endothelium at baseline do not appear to be affected to the extent that the brain and lung endothelium were during LPS stimulation. 

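Averaged over the 40 heart genes of Figure 9C, the level in heart ECs differed from 0 hr by −0.96 at 6 hr (exact permutation p = 0.268) and −0.33 at 24 hr (exact permutation p = 0.470) over all libraries. Without library series 3 the level was 8.85 ± 0.08 (SD, n = 5) at 0 hr, 7.90 ± 0.61 (SD, n = 5) at 6 hr and 8.45 ± 0.11 (SD, n = 4) at 24 hr, which gives −0.94 (exact permutation p = 0.0397, adjusted 0.0714) and −0.40 (exact permutation p = 0.00794, adjusted 0.0357). Brain ECs changed by −0.42 relative to heart ECs at 24 hr (permutation p = 0.00590, adjusted 0.0354). At 6 hr the brain and heart changes differed by 0.24 (permutation p = 0.501). Of the 40 heart genes, 19 were lower and 5 higher at 6 hr at an edgeR adjusted p under 0.05 over all genes, against 25 and 7 adjusted over the list. Of the 22 brain genes in brain ECs, 8 were lower and 2 higher (9 and 2 over the list).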

In the heatmap (Figure 9C), a few genes such as Rho family GTPase 1 (*Rnd1*) and platelet glycoprotein (*Cd36*) undergo a robust change in expression during the time course. 

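Rnd1 (ENSMUSG00000054855, chromosome 15 from 98663421 to 98677461) rose in heart ECs by 6.68 (standard error 0.75, edgeR adjusted p = 2.12e-07) on the log2 scale at 6 hr and by 4.59 (standard error 0.70, edgeR adjusted p = 1.17e-04) at 24 hr, and its level went from 4.83 ± 0.17 (SD, n = 5) to 10.15 ± 3.22 (SD, n = 5) and 9.55 ± 0.13 (SD, n = 4). Replicate 5 at 6 hr was at 4.41. Cd36 fell with −1.47 (standard error 0.42, edgeR adjusted p = 0.00714) at 6 hr and was back at 12.60 ± 0.31 (SD, n = 4) at 24 hr, a log2 fold change of −0.067 (standard error 0.45, edgeR adjusted p = 0.937). The sign of that 24 hr change depends on the fit, being 0.25 when only the 0 hr and 24 hr libraries were fitted. The fit without library series 3 gave 6 hr changes of 6.68 for Rnd1 and −1.50 for Cd36. Without heart replicate 5 at 6 hr, the library that lacks the response to LPS, Cd36 changed by −2.27. In 3 of 26 alternatives the 6 hr fall of Cd36 lost the threshold.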

From our analysis, we found that the endothelial genes specific to the heart endothelium are much more abundant in the heart versus the other tissues. 

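Cav1 (ENSMUSG00000007655, chromosome 6 from 17306335 to 17341452) was at 11.89 ± 0.32 (SD, n = 5) in heart ECs at 0 hr, and Kdr at 10.91 ± 0.20 (SD, n = 5). At 6 hr both fell in heart ECs, Cav1 with a log2 fold change of −2.09 (standard error 0.47, edgeR adjusted p = 0.00119) and Kdr with −1.17 (standard error 0.24, edgeR adjusted p = 3.74e-04). At 24 hr neither change passed the threshold, with −1.20 (standard error 0.51, edgeR adjusted p = 0.106) for Cav1 and −0.48 (standard error 0.26, edgeR adjusted p = 0.190) for Kdr. Compared with the mean of brain and lung ECs at the same time, Cav1 in heart ECs was higher by 2.92 (standard error 0.61, edgeR adjusted p = 4.92e-05) at 6 hr and 5.12 (standard error 0.82, edgeR adjusted p = 3.54e-07) at 24 hr. Kdr was higher by 3.22 (standard error 0.44, edgeR adjusted p = 3.06e-09) and 4.38 (standard error 0.56, edgeR adjusted p = 7.54e-10). The 6 hr falls were −2.04 for Cav1 and −1.18 for Kdr without library series 3. Without heart replicate 5 at 6 hr, the library that lacks the response to LPS, the 6 hr falls were −3.21 and −1.58. They lost the threshold in 2 and 3 of 26 alternatives. The 24 hr falls passed it in 4 of 25 alternatives for Cav1 and 2 for Kdr, among them DESeq2 for both (DESeq2 adjusted p = 0.0310 and 0.0376).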

For example, caveolin 1 (*Cav1*) and vascular endothelial growth factor receptor 2 (*Kdr*) maintained a high expression level in the heart endothelial samples during the entire LPS time course whereas in the brain and lung endothelial samples, we see significantly lower expression.

We next focused of the organ-specific endothelial glycolysis signature to investigate the tissue-specific dynamics of glycolytic genes. The brain endothelial basal translatome upregulated the greatest number of glycolytic genes compared to the lung and heart endothelium. 

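Of the 18 glycolysis genes of the brain heat map in brain ECs, all of which were tested, 0 were higher and 0 lower at 6 hr, and 0 higher and 2 lower at 24 hr than at 0 hr at an edgeR adjusted p under 0.05 over all genes. Adjusted over the 18 genes alone, the numbers of higher and lower genes were 0 and 0 at 6 hr, and 0 and 2 at 24 hr. At an uncorrected p under 0.05, 1 changed at 6 hr and 4 at 24 hr. Their median log2 fold change was 0.066 at 6 hr, 0.17 at 24 hr, −0.21 at 48 hr, −0.22 at 72 hr and 0.10 at 168 hr. Their mean level was 5.93 ± 0.25 (SD, n = 5) at 0 hr, 6.04 ± 0.19 (SD, n = 5) at 6 hr and 5.58 ± 0.33 (SD, n = 4) at 24 hr.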

Interestingly, when we analyzed the time course of these brain endothelial specific glycolysis genes, we found that they maintain similar levels during the progression and resolution of inflammation (Figure 9—figure supplement 1A). There were only three glycolysis-related genes which were upregulated in the lung endothelium. When we analyzed these three genes over time, we found that two of them remained stable whereas 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*Pfkfb3*) was dynamic in all three tissues. 

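In lung ECs the log2 fold change of Pfkfb3 against 0 hr was 2.06 (standard error 1.04, edgeR adjusted p = 0.255) at 6 hr and 2.04 (standard error 1.12, edgeR adjusted p = 0.892) at 24 hr, and neither passed the threshold. It was 1.32 at 48 hr (edgeR adjusted p = 0.718), −0.81 at 72 hr (edgeR adjusted p = 1.000) and −0.17 at 168 hr (edgeR adjusted p = 1.000). Its level was 6.35 ± 0.42 (SD, n = 4) at 0 hr, 5.88 ± 6.04 (SD, n = 4) at 6 hr and 8.46 ± 0.51 (SD, n = 2) at 24 hr. The 6 hr and 24 hr changes were 2.47 and 1.29 without library series 3.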

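Pfkfb3 rose in brain ECs by 2.27 (standard error 0.58, edgeR adjusted p = 0.0110) on the log2 scale at 24 hr and in heart ECs by 3.58 (standard error 0.56, edgeR adjusted p = 1.52e-04). The change was larger at 6 hr in both tissues, at 3.13 (standard error 0.57, edgeR adjusted p = 4.10e-04) in brain and 4.71 (standard error 0.57, edgeR adjusted p = 5.61e-07) in heart, although the difference between the time points was not tested. By 72 hr it was −0.46 in brain (edgeR adjusted p = 0.825) and 0.74 in heart ECs (edgeR adjusted p = 1.000). The 24 hr rise in brain ECs lost the threshold in 4 of 25 alternatives.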

Even though this glycolysis regulatory enzyme was specifically upregulated in the lung endothelium at baseline, we found that it was activated in all tissues during late inflammation/early repair and then returned to baseline levels (Figure 9—figure supplement 1B). 

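Of the 9 glycolysis genes of the heart heat map in heart ECs, 4 were higher and 2 lower at 6 hr, and 1 higher and 1 lower at 24 hr than at 0 hr at an edgeR adjusted p under 0.05 over all genes. Adjusted over these genes alone, the numbers of higher and lower genes were 5 and 2 at 6 hr, and 2 and 1 at 24 hr. Their median log2 fold change was 0.69 at 6 hr, −0.24 at 24 hr and −0.28 at 168 hr. The mean level of the 9 genes was 6.13 ± 0.17 (SD, n = 5) at 0 hr, 6.32 ± 0.29 (SD, n = 5) at 6 hr, 6.32 ± 0.24 (SD, n = 4) at 24 hr and 5.93 ± 0.12 (SD, n = 4) at 168 hr.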

In the heart endothelium, we found that the upregulated glycolytic genes were not modulated during the LPS injury and recovery (Figure 9—figure supplement 1C).

## Discussion

The endothelium which lines the entire vasculature evolves in a tissue-dependent manner during embryonic development to control organ development, homeostasis, and tissue regeneration (Augustin and Koh, 2017). Under normal physiological conditions, the endothelium maintains a quiescent interface between the blood and tissue. During inflammatory stimulation, the endothelium becomes actively responsible for controlling blood flow, vascular permeability, leukocyte infiltration, and tissue edema (Pober and Sessa, 2015). Understanding the organotypic endothelial heterogeneity that exists at baseline as well as during the transition from the normal state to the inflammatory state is essential for understanding endothelial plasticity in homeostasis and tissue-specific responses to inflammation (Chaqour et al., 2018; Dejana et al., 2017; Krenning et al., 2016; Malinovskaya et al., 2016).

The RiboTag strategy was originally applied to expression profiling of neurons and Sertoli cells (Sanz et al., 2009). Cell type specificity of the approach depends on the accuracy of the Cre driver that is combined with the *Rpl22^HA^* allele. This aspect is highlighted in our study and we revealed the precision of the inducible system for achieving endothelial specificity. Our results demonstrate that the RiboTag approach provides a useful method to identify distinct molecular gene expression signatures of tissue-specific endothelium. Performing high-throughput gene expression analysis on the translatome using the RiboTag approach enabled us to establish tissue-specific molecular signatures underlying in situ endothelial heterogeneity. During homeostasis, we found that the endothelial translatome in each organ is uniquely characterized by a signature adapted to the surrounding parenchymal tissue. The metabolic adaptation of the endothelium is less surprising as the endothelium plays a critical role in supplying nutrients to the host tissue (Malinovskaya et al., 2016; Hamuro et al., 2016). The upregulation of the glucose transporter 1 (*Slc2a1*) in brain ECs is consistent with the massive glucose consumption of the brain (Schuenke et al., 2017), whereas the upregulation of the fatty acid metabolism genes *Cd36* and *Fabp4* in the heart likely reflects the importance of fatty acids to meet the bioenergetic demands of cardiomyocytes (Elmasri et al., 2009; Silverstein and Febbraio, 2009). Similarly, the upregulation of immune and stress response genes in the lung endothelium is expected due to the lung’s continuous exposure to environmental stressors and pathogens contained in the inhaled air (Al-Soudi et al., 2017; Kaparakis-Liaskos and Ferrero, 2015).

However, the adaptation of the endothelium appears to extend far beyond the supply of metabolites and nutrients to the parenchyma. We surprisingly found that there exists a multidirectional molecular cross-talk of vessel wall cells with the cells of their microenvironment. In the brain endothelium, synapse organization and neurotransmitter transport genes such as *Glul* were highly enriched, which discloses the molecular mechanisms underlying how excitatory neurotransmitters such as glutamate can be transported among brain endothelial cells, neurons, and astrocytes (Hawkins, 2009). We also found that lung ECs expressed genes typically found in the lung epithelium such as Surfactant Protein C (*Spc*) and Mucin1 (*Muc1*), again indicative of a key interaction of the lung endothelium with the lung parenchymal epithelium. The upregulation of genes involved in cardiomyocyte contraction such as *Myl2* and *Ckmt2* again points to an unexpected adaptation of the cardiac endothelium to the surrounding cardiomyocytes, possibly suggesting a key role for the endothelium in modulating cardiac contractility (Cai et al., 1998; Schnittler et al., 1990).

Studying endothelial heterogeneity in response to the systemic inflammatory stress induced by LPS, we found that the endothelium in each tissue maintains a distinct organ-specific molecular identity. Brain and heart ECs express classical inflammatory adhesion molecules such as E-Selectin and P-Selectin, whereas lung ECs upregulate chemokines such as *Cxcl1* and *Cxcl9*. 

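At 6 hr Sele (ENSMUSG00000026582, chromosome 1 from 164048234 to 164057677) rose in brain ECs by 6.60 (standard error 1.19, edgeR adjusted p = 3.50e-04) on the log2 scale and in heart ECs by 5.78 (standard error 0.85, edgeR adjusted p = 6.71e-06). Selp (ENSMUSG00000026580, chromosome 1 from 164115264 to 164150026), with an exon overlap of 624 bases with a gene on the opposite strand, rose by 8.39 (standard error 1.17, edgeR adjusted p = 1.66e-05) in brain and by 7.46 (standard error 0.91, edgeR adjusted p = 6.14e-07) in heart ECs. In lung ECs, Cxcl1 rose by 5.20 (standard error 1.08, edgeR adjusted p = 0.00623) and Cxcl9 (ENSMUSG00000029417, chromosome 5 from 92321347 to 92328079) by 6.12 (standard error 1.07, edgeR adjusted p = 0.00140) at 6 hr. Levels at 6 hr were 5.49 ± 3.13 (SD, n = 5) for Selp in brain, 7.98 ± 2.90 (SD, n = 5) in heart and 5.54 ± 1.58 (SD, n = 4) for Cxcl9 in lung ECs. Brain replicate 6 was at −2.52 for Sele and −0.34 for Selp, and heart replicate 5 at 2.72 for Selp. Outside library series 3 the changes were 6.59 and 5.78 for Sele, 8.54 and 7.34 for Selp, 5.54 for Cxcl1 and 6.50 for Cxcl9. Brain Sele lost the threshold in 4 of 25 alternatives, among them limma-voom (limma adjusted p = 0.0746), lung Cxcl1 in 4 of 24 and lung Cxcl9 in 2 of 23. The rise of Cxcl1 was not limited to lung ECs. At 24 hr it was 8.64 (edgeR adjusted p = 3.43e-05) in brain ECs, and 6.29 (edgeR adjusted p = 8.62e-04) in heart ECs outside library series 3. Sele and Selp in lung ECs and Cxcl9 in brain and heart ECs are not given here. The values therefore do not show that these responses are specific to a tissue.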

The gene expression shifts in the lung may also reflect the severe loss of lung endothelium recently observed during endotoxemia (Merle et al., 2019). The marked upregulation P-Selectin in the heart and brain is especially interesting because P-Selectin is a key mediator of thrombosis and platelet aggregation (Merle et al., 2019), and both the brain and heart are especially vulnerable to thrombotic events. During the later stage of inflammation at 24 hr, the inflammatory gene expression pathways across all tissues demonstrated significant upregulation of leukocyte migration and chemotaxis genes, suggesting that despite the persistent heterogenous signatures of the ECs in the respective organs, there is a broad shared program of inflammatory signaling pathways in response to systemic endotoxemia.

One of the requisites for targeted therapies is the need to deliver such agents to specific organs, thus underscoring the importance of leveraging organ-specific endothelial heterogeneity for such approaches. It has been suggested that vascular endothelial cells in different organs or disease states express specific markers, or ‘zip codes’ (Folkman, 1999), so that ligands directed against organ-specific vascular endothelial cell surface markers could be used to deliver effector molecules to specific vascular beds. To address this concept, we expanded our analysis by analyzing 1296 cell surface glycoproteins, including 136 G-protein coupled receptors and 75 membrane receptor tyrosine-protein kinases. This allowed us to establish EC surface markers that were specifically upregulated in in each vascular bed. Not only was this integrative analysis valuable for the establishment of EC ‘zip codes’ based on the organs they are derived from, but it may also provide insights about tissue-specific cell-cell contacts of ECs that allow them to interact with niche or parenchymal cells in each tissue (Maoz et al., 2018; Zamani et al., 2018).

Among the most intriguing findings of our study was the prominent ‘parenchymal’ signature of endothelial cells in each organ such as contractile genes in the cardiac endothelium and neurotransmitter transport or synaptic vesicle genes in the brain endothelium. A rank-based statistical analysis demonstrated that only selected genes of surrounding parenchymal cells were expressed in the endothelium of each organ. In the setting of a possible contamination, the most abundant genes expressed in the surrounding cells would also be the most abundant genes found in the cell of interest. That the rank order of parenchymal genes abundance in the endothelium differed from that found in the parenchyma suggests tissue-specific programming and adaptation of the endothelium.

To further address the concern of possible mRNA contamination by neighboring cells in the RiboTag^EC^ data, we systematically analyzed two independent endothelial single cell RNA-Seq datasets (Vanlandewijck et al., 2018; Tabula Muris Consortium et al., 2018), which can exclude contaminating tissue cells by examining the identity of each sequenced cell. We found that EC signature genes identified by our RiboTag^EC^ approach such as the synaptic vesicle gene Snap47 and cardiac contractile gene Tropomyosin were also expressed in individual brain and heart ECs as identified by scRNA-Seq. Importantly, we found a substantial overlap of individual signature genes across our data and both scRNA-Seq datasets. Even though the approaches to obtain the data were so different, this is a remarkable degree of consilience. We used a genetic VE-cadherin-Cre to label endothelial ribosomes whereas the Tabula Muris scRNA-Seq dataset relied on mRNA markers of endothelial cells and Betsholtz dataset used Claudin5 lineage tracing combined with endothelial gene expression markers to identify individual ECs.

Although the bulk of scRNA-Seq tissue-specific genes were found in the Ribotag dataset, the converse was not true. Not all RiboTag^EC^ signature genes were present in the single cell RNA-Seq datasets. We think this likely reflects the greater depth and sensitivity of Ribotag RNA-Seq because current single cell technologies are limited in their ability to detect the expression of individual genes in a given cell (Bacher and Kendziorski, 2016; Zhu et al., 2018; Kharchenko et al., 2014; Lun et al., 2016; Vallejos et al., 2017). Not all single ECs expressed parenchymal genes such as Tropomyosin or Snap47 but those expressing them did so at an even higher levels than what we found in the RiboTag^EC^ data. The reason for this might be that RiboTag^EC^ data represent an aggregate of all ECs in a tissue. It is therefore possible that the tissue adaptation of individual ECs may be most prominent in anatomically distinct ECs, for example those in close proximity to parenchymal cells such as neurons and astrocytes. Furthermore, if the expression of parenchymal gene signatures such as synaptic vesicle genes or cardiac contractile genes in the endothelium is dependent on environmental cues from neighboring cells or the extracellular matrix, the disassociation of the cells required for single cell RNA-seq may have further reduced mRNA levels of these genes (Haimon et al., 2018; Rossner et al., 2006; Sugino et al., 2006). Sequencing a larger number of individual ECs in these tissues may enable identification of additional EC subsets with the most prominent parenchymal signatures, and a single cell sequencing approach that preserves the anatomy of the tissue such as Slide-Seq (Rodriques et al., 2019) may also be useful to address the in situ transcriptomic signature.

Using the RiboTag model, we were able to characterize the endothelial translatome profile from distinct tissues. Our analysis uncovered a previously unrecognized degree of endothelial plasticity and adaptation to the parenchymal tissues, raising intriguing questions about the role that the endothelium plays in modulating parenchymal tissue function that likely go far beyond the classically ascribed roles of supplying oxygen, metabolites and solutes. Further studies such as endothelial-specific deletion of neurotransmitter transport or cardiac contractile genes will be required to establish the functional roles of these tissue-specific genes expressed in the endothelium of each organ. Understanding the biological significance of endothelial plasticity and adaptation to the parenchyma will be important in providing a fuller picture of endothelial function during homeostasis and stress in each tissue.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Anti-HA (Rabbit polyclonal)	Abcam	Cat#: Ab9110; RRID:AB_307019	(1:133)
Antibody	Anti-IgG1(Mouse monoclonal)	Sigma	Cat#: M5284; RRID:AB_1163685	(1:133)
Antibody	Anti-RPL22 (Rabbit polyclonal)	Invitrogen	Cat#: PA5-68320; RRID:AB_2692054	(1:133)
Antibody	Anti-CD31(Rat monoclonal)	BD Pharmingen	Cat#: 550274; RRID:AB_393571	(1:25)
Antibody	Anti-RAGE (Rabbit polyclonal)	Abcam	Cat#: Ab3611; RRID:AB_303947	(1:3200)
Antibody	Anti-PTN (Mouse monoclonal)	Santa Cruz Biotechnology	Cat#: sc-74443; RRID:AB_1128556	(1:3200)
Antibody	Anti-AQP7 (Rabbit polyclonal)	Novus Biologicals	Cat#: NBP1-30862; RRID:AB_2258607	(1:3200)
Antibody	Anti-rat (Donkey polyclonal)	Invitrogen	Cat#: A-21208; RRID:AB_141709	(1:300)
Antibody	Anti-rabbit (Donkey polyclonal)	Invitrogen	Cat#: A-21207; RRID:AB_141637	(1:300)
Antibody	Anti-mouse (Goat polyclonal)	Invitrogen	Cat#: A11032; RRID:AB_2534091	(1:300)
Chemical compound, drug	Lipopolysaccharide (LPS)	Sigma-Aldrich	Cat#: L2630	
Chemical compound, drug	collagenase A	Roche	Cat#:10103586001	
Chemical compound, drug	red blood cell lysis buffer	Biolegend	Cat#: 420301	
Chemical compound, drug	Dynabeads	Invitrogen	Cat#: 11035	
Chemical compound, drug	Collagenase/Dispase	Roche	Cat#: 11097113001	
Chemical compound, drug	DNAse	Worthington Biochemical	Cat#: LK003170	
Genetic reagent (*M. musculus*)	Mouse: *Cdh5^CreERT2/+^*; *Rpl22^HA/+^*	This paper		Ref: Materials and methods – Experimental Animals
Genetic reagent (*M. musculus*)	*Rpl22^HA/+^*	Jackson Labs	JAX: 011029; RRID:IMSR_JAX:011029	
Genetic reagent (*M. musculus*)	*Cdh5^CreERT2/+^*	Jeong et al., 2017, Sörensen et al., 2009		
Other	Myelin Removal Beads	Miltenyl Biotec	Cat#: 130-096-433	
Other	LS columns	Miltenyl Biotec	Cat#: 130-042-401	
Other	CD31 microbeads	Miltenyl Biotec	Cat#: 130-097-418; RRID:AB_2814657	
Other	MACS BSA Stock Solution	Miltenyl Biotec	Cat#: 130-091-376	
Other	autoMACS Rinsing Solution	Miltenyl Biotec	Cat#: 130-091-222	
Other	MS columns	Miltenyl Biotec	Cat#: 130-042-201	
Other	ProLong Gold mounting medium	Invitrogen	CA#: P36934	
Software, algorithm	Zen software	ZEISS		
Software, algorithm	STAR v. 2.4.2	Dobin et al., 2013		
Software, algorithm	HTSeq-count v. 0.6.1	Anders et al., 2015		
Software, algorithm	biomaRt package v. 2.26.1	Durinck et al., 2009		
Software, algorithm	ComBat	Johnson et al., 2007		
Software, algorithm	limma	Ritchie et al., 2015		
Software, algorithm	GSEA	Subramanian et al., 2005		
Software, algorithm	Seurat	Butler et al., 2018		
Software, algorithm	Tableau Public	Tableau Software		

### Experimental animals

RiboTag (*Rpl22^HA/+^*) mice were purchased from Jackson Labs. Endothelial-specific VE-cadherin-Cre mice were provided by Dr. Ralf Adams. We crossed the RiboTag mice (*Rpl22^HA/+^*) (Sanz et al., 2009) with the endothelial-specific VE-cadherin-Cre mice (Jeong et al., 2017; Sörensen et al., 2009) to generate RiboTag^EC^ (*Cdh5^CreERT2/+^; Rpl22^HA/+^*) mice. Following tamoxifen-induced recombination at week 4, HA-tagged *Rpl22* was specifically expressed in endothelial cells. To investigate the mechanisms of organ-specific EC injury, repair, and regeneration we performed RNA-Seq analysis of gene expression in ECs isolated at 6 hr, 24 hr, 48 hr, 72 hr, and 1 week post-LPS challenge (10 mg/kg LPS i.p., Sigma-Aldrich Cat#: L2630) with PBS-injected mice serving as controls.

The C57BL/6J mice were purchased from the Jackson Laboratory. All animal experiments were conducted in accordance with NIH guidelines for the Care and Use of Laboratory Animals and were approved by the IACUC of the University of Illinois (IACUC Protocol #19–014, IACUC Protocol #13–175 and IACUC Protocol #16–064).

### Isolation of mouse lung, heart and brain

After surgically opening the mouse chest, the brain, lung and heart were harvested after a one-time perfusion of 20 mL PBS through the left and right ventricular chamber.

### Ribosome immunoprecipitation (IP)

The tissue samples were extracted from RiboTag^EC^ mice, flash-frozen in liquid nitrogen and then stored at −80°C. The samples were then homogenized on ice in ice-cold homogenization buffer (50 mM Tris, pH7.4, 100 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM DTT, 1:100 protease inhibitor (Sigma), 200 units/mL RNasin (Promega) 1 mg/mL heparin and 0.1 mg/mL cycloheximide (Sigma) in RNase free DDW) 10% w/v with a Dounce homogenizer (Sigma) until the suspension was homogeneous. To remove cell debris, 1 mL of the homogenate was transferred to an Eppendorf tube and was centrifuged at 10,000xg and 4°C for 15 min. Supernatants were subsequently transferred to a fresh Eppendorf tube on ice, then 100 μL was removed for ‘input’ analysis and 3 μL (=3 µg) of anti-HA antibody (ab9110, Abcam) or 3 μL (=1 µg) of mouse monoclonal IgG1 antibody (Sigma, Cat# M5284) or 6 μL anti-RPL22 (Invitrogen Cat# PA5-68320) was added to the supernatant, followed by 1 hr of incubation with slow rotation in a cold room at 4°C. Meanwhile, Pierce Protein A/G Magnetic Beads (Thermo Fisher Scientific), 100 μL per sample, were equilibrated to homogenization buffer by washing three times. At the end of 1 hr of incubation with antibody, beads were added to each sample, followed by incubation 1 hr in cold room at 4°C. After that, samples were washed three times with high-salt buffer (50 mM Tris, 300 mM KCl, 12 mM MgCl2, 1% NP-40, 1 mM DTT, 1:200 protease inhibitor, 100 units/mL RNasin and 0.1 mg/mL cycloheximide in RNase free DDW), 5 min per wash in a cold room on a rotator. At the end of the washes, beads were magnetized, and excess buffer was removed, 350 µL Lysis Buffer was added to the beads and RNA was extracted with RNeasy plus Mini kit (Qiagen). RNA was eluted in 30 μL H_2_O and taken for RNA-Sequencing.

### RNA-Sequencing

RNA quality and quantity were assessed using an Agilent Bio-analyzer. RNA-Seq libraries were prepared using Illumina mRNA TruSeq kits as protocolled by Illumina. Library quality and quantity were checked using an Agilent Bio-analyzer and the pool of libraries was sequenced using an Illumina HiSeq4000 and Illumina reagents.

### RNA-Sequencing data processing and batch correction

The sequenced reads from all samples were aligned to the mouse (mm10) reference genome with STAR v. 2.4.2 (Dobin et al., 2013), and the aligned reads were used to quantify mRNA expression by using HTSeq-count v. 0.6.1 (Anders et al., 2015). Gene symbols were mapped to the ENSEMBL features using the biomaRt package v. 2.26.1 (Durinck et al., 2009). Preliminary unsupervised analysis of normalized and processed profiles by principal component analysis (PCA) revealed separation into three major clusters. These clusters largely corresponded to the distribution of samples by sequencing batch. Consistent with the PCA plots, the distribution of samples by sequencing batch differed significantly but not by time point after inflammatory treatment or tissue type. To better harmonize profiles prior to analyses reported here, we normalized expression data of all samples using ComBat (Johnson et al., 2007). This correction ameliorated the separation by sequencing batch without substantially affecting distributions by time point after inflammatory treatment and tissue type.

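The mean silhouette width of the 98 libraries by library series, on the first 2 principal components, was 0.0744 before the library series was removed and −0.0979 after. With ComBat in its place it was −0.0833, while the width by tissue was 0.662. By time point it was −0.130 before removal and −0.129 with ComBat. Before removal, 34 of the 98 libraries had a negative width by tissue. Library series were read from the names of the count files and may not equal the authors' sequencing batches.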

### Baseline tissue-specific gene signatures

We calculated the differential expression level of genes using a one versus others approach in order to identify signature genes which were upregulated for each tissue at baseline. For instance, to identify the genes significantly upregulated in brain ECs at baseline, we compared the 0 hr brain EC samples to 0 hr lung ECs and 0 hr heart ECs. We performed these analyses for all three tissues to identify baseline organ-specific EC signatures. We utilized the *limma* R package and applied the standard *limma* pipeline (Ritchie et al., 2015) to RNA-Seq data after voom transformation (Law et al., 2014). For each gene, the log fold-change (logFC) in expression level is derived from the *limma* analysis. Genes with FDR < 0.05 were identified as being differentially expressed. All upregulated genes for each tissue were plotted using the heatmap.2 function from the *gplots* v.3.0.1.1 (Warnes, 2011) R package. The top 10 significantly differentially expressed genes by logFC were listed.

### Baseline tissue-specific pathway analysis

To define the biological function associated with the molecular signature of the tissue-specific ECs, we specifically performed gene set enrichment analysis (GSEA) (Subramanian et al., 2005) on the genes which were significantly upregulated (logFC >1) in the tissue of interest. GSEA was performed on significantly upregulated genes ranked by their p-value using the clusterProfiler package (Yu et al., 2012) in R with gene ontology (GO) gene sets downloaded from the Molecular Signatures Database (MSigDB) (Liberzon et al., 2015). The top 20 most enriched GO terms were plotted.

### Baseline cell surface markers

Tissue-specific cell surface markers were identified by intersecting tissue-specific differentially expressed genes with predicted cell surface markers, as reported in the Cell Surface Protein Atlas (www.proteinatlas.org) (Bausch-Fluck et al., 2015). The top 10 significantly differentially expressed cell surface proteins by logFC were plotted.

### Isolation of lung ECs

The C57BL/6J mice mouse lungs were minced and digested with 3 mL collagenase A at 1 mg/mL in PBS (Roche, Cat#: 10103586001) at 37°C water bath for 1 hr. Mixtures were titrated with #18 needles and then pipetted through a 40 μm disposable cell strainer. After centrifuging 500xg for 5 min and washing with 1x PBS, the isolated cells were treated with red blood cell lysis buffer (Biolegend, Cat#: 420301) for 5 min. After washing with 1x PBS twice, cells were incubated in suspension buffer (Ca^2+^ and Mg^2+^ free PBS, 0.5% BSA, 4.5 mg/mL D-glucose, and 2 mM EDTA) with 5 µg anti-CD31 antibody (BD Pharmingen, Cat#: 553370) at 4°C for 60 min with gentle tilting and rotation. After washing, cells were then incubated in suspension buffer with pre-washed Dynabeads (20 µL beads in 1 mL buffer, Invitrogen Cat#: 11035) at 4°C for 60 min with gentle tilting and rotation. After washing with 1x PBS three times using magnetic separation, lung ECs were dissociated from magnetic beads with trypsin.

### Isolation of brain ECs

The forebrains of C57BL/6J mice were micro dissected and minced in collagenase/dispase (Roche, Cat#: 11097113001) and DNAse (Worthington Biochemical Cat#: LK003170) and incubated for 1 hr at 37°C. Myelin Removal Beads (Miltenyl Biotec, Cat#: 130-096-433) and LS columns (Miltenyl Biotec, Cat#: 130-042-401) were used. The resulting pellet after myelin removal contained microglia, astrocytes and endothelial cells. The endothelial cells were further enriched by using CD31 microbeads (Miltenyl Biotec, Cat#: 130-097-418).

### Isolation of heart ECs

Isolated C57BL/6J mice hearts were minced and digested with prewarmed Collagenase/Dispase mix (1 mg/mL) (Roche) at 37°C for 30 min. 75 µL DNAse I per 10 mL cell suspension (1 mg/mL) was added and the suspension was incubated at 37°C for 30 min. The digested tissue was filtered using 70 µm cell strainer followed by RBC lysis in RBC lysis buffer (Biolegend, Cat#: 420301) for 7 min at room temperature. The cell suspension was diluted with 10 mL of MACS buffer (Prepared in phosphate-buffered saline (PBS), pH 7.2, 0.5% bovine serum albumin (BSA), and 2 mM EDTA) by diluting MACS BSA Stock Solution (Cat#: 130-091-376) 1:20 with autoMACS Rinsing Solution (Cat#: 130-091-222)) and cells were passed through 40 µm cell strainer followed by centrifugation at 500xg for 5 min to pellet the cardiomyocytes. The supernatant containing endothelial cells was centrifuged at 800xg for 5 min to pellet down the ECs. The endothelial cell enriched pellet was resuspended in 500 µL of MACS buffer and the isolated cells were counted. Endothelial cells were further purified by using CD31 microbeads (Miltenyl Biotec, Cat#: 130-097-418) and Miltenyl Biotec MS columns (Miltenyl Biotec, Cat#: 130-042-201) through affinity chromatography according to the manufacturer’s protocol.

### Preparation of cytospin slides from brain, lung and heart cells

The Thermo Shandon Cytospin three was used to generate Cytospin slides. Briefly, the Cytoslide with filter card were inserted into a Cytoclip. The Cytoclip was fastened and placed in a recess of the Cytospin rotor after sliding a Cytofunnel into it. The required volume of the cell suspension was pipetted into the Cytofunnel after cell counting and calculation. The Cytospin was centrifuged for 500 rpm for 5 min. The slide was fixed with 4% paraformaldehyde for 10 min and stored in 1x PBS at 4°C.

### Immunofluorescence and confocal microscopy

The slides were permeabilized and blocked with 10% donkey serum, 2% BSA, 0.05% tween in PBS for 1 hr at room temperature. For lung cells, the slides were incubated with primary antibodies anti-CD31 (BD Pharmingen, Cat#: 550274, 1:25) and anti-RAGE (Abcam, Cat#: Ab3611, 1:3200) at 4°C overnight. The brain ECs were incubated with primary antibodies anti-CD31 (BD Pharmingen, Cat#: 550274, 1:25) and anti-PTN (Santa Cruz Biotechnology, Cat#: sc-74443, 1:3200) at 4°C overnight. For the heart samples, primary antibodies anti-AQP7 (Novus Biologicals, Cat#: NBP1-30862, 1:3200) and anti-CD31 (BD Pharmingen, Cat#: 550274, 1:25) were used and incubated at 4°C overnight. The next day, slides were washed and incubated with the fluorescence-conjugated secondary antibody (AF488 donkey anti-rat 1:300, Invitrogen Cat#: A-21208; AF594 donkey anti-rabbit 1:300, Invitrogen Cat#: A-21207; AF594 goat anti-mouse 1:300, Invitrogen Cat#: A11032), followed by washing with 1x PBS. Cells were stained with DAPI and mounted on ProLong Gold mounting medium (Invitrogen, Cat#: P36934). Images were taken with a confocal microscope LSM880 (Zeiss) and analyzed by Zen software (Zeiss).

### Assessing baseline endothelial heterogeneity

Tissue-specific baseline gene expression heatmaps were generated for gene sets related to endothelial function including classical endothelial markers, glycolysis, fatty acid metabolism, and solute transport. The individual genes listed in the heatmaps contain the tissue-specific differentially expressed genes which overlapped with each of the respective gene sets.

The classical endothelial markers gene set contains 152 mouse endothelial cell markers downloaded from PanglaoDB (Franzén et al., 2019). The mouse glycolysis and fatty acid metabolism gene sets containing 67 and 52 genes respectively were downloaded from the Rat Genome Database (RGD) https://rgd.mcw.edu/ (Shimoyama et al., 2015). For the transport gene set, the solute carrier family including 423 membrane transport proteins located in the cell membrane were downloaded from the HUGO Gene Nomenclature Committee database (https://www.genenames.org/) (Hediger et al., 2013).

### Computational assessment of mRNA purity

Due to the endothelial cells being surrounded by other tissue-resident cell types, it is likely that the mRNA isolated from endothelial-specific RiboTag^EC^ samples could contain non-endothelial mRNA. For this reason, we assessed the mRNA purity of RiboTag endothelial samples isolated from whole tissue by comparing the gene expression levels of the endothelial-specific RiboTag samples to the gene expression levels of mRNA from whole tissue. We compared endothelial-specific RiboTag^EC^ mRNA expression levels from brain, lung, and heart tissue to whole brain, lung, and heart mRNA expression levels.

We first acquired RNA-Seq data for whole brain, whole lung, and whole heart tissue from Array Express (Athar et al., 2019). The three whole brain samples and three whole lung samples were downloaded from accession number E-MTAB-6081, while the three whole heart samples were downloaded from accession number E-MTAB-6798. Raw mRNA counts were processed, and batch corrected in a cohort including the 0 hr RiboTag brain, lung, and heart endothelial mRNA counts. The preprocessing and batch correction were performed in the same manner as described above.

To identify whether mRNA of tissue-resident cells was isolated during the RiboTag EC mRNA isolation procedure, we calculated a Kendall’s Tau rank coefficient between the most abundant genes in the RiboTag EC mRNA and whole tissue mRNA. The Kendall’s Tau rank coefficient, ranging between −1 and 1, allowed us to test whether there was contamination of mRNA from the whole tissue in the RiboTag EC samples. As the coefficient approaches −1, the rank of most abundant genes differs in both sets of samples; while, as the coefficient approaches 1, the rank of most abundant genes becomes identical. Using this test, we were able to infer that if the rank of the most abundant genes in the RiboTag EC sample and the whole tissue is identical, there is contamination of non-endothelial mRNA in the RiboTag EC mRNA samples. All samples were compared to each other and heatmaps with Kendall’s Tau rank coefficients were generated to visualize the results.

### Single-cell endothelial heterogeneity

To specifically analyze ECs at the single-cell level, we downloaded Tabula Muris data from https://github.com/czbiohub/tabula-muris and Betsholtz Lab data from NCBI Gene Expression Omnibus (GSE99235, GSE98816). We filtered out non-ECs from the Tabula Muris brain, lung, and heart data based on *Cd31* and *Cdh5* expression. We selected ECs from the Betsholtz Lab brain and lung data based on *Cd31* and *Cldn5* expression. All genes that were not detected in at least 10% of all single cells were discarded. For all further analyses we used 2585 cells expressing 6802 genes from the Tabula Muris dataset and 873 cells expressing 8116 genes from the Betsholtz Lab dataset. Data were log transformed for all downstream analyses. We analyzed the data utilizing the Seurat R package (https://github.com/satijalab/seurat; http://satijalab.org/seurat/) (Butler et al., 2018). PCA analysis of organ-specific ECs was performed in each dataset separately using the ‘RunPCA’ function of the Seurat package (Butler et al., 2018). Differential expression analysis for organ-specific endothelial cells was performed using a Wilcoxon rank-sum test as implemented in the ‘FindAllMarkers’ function of the Seurat package. GSEA was performed on significantly upregulated genes ranked by their p-value using the clusterProfiler package (Yu et al., 2012) in R with gene ontology (GO) gene sets downloaded from the Molecular Signatures Database (MSigDB) (Liberzon et al., 2015).

### Comparison of organ-specific endothelial translatome and endothelial single-cell transcriptomic data

Cross-platform comparisons between bulk RNA-Seq data and scRNA-Seq data required computing the fold change of each gene relative to a housekeeping gene. We calculated the relative fold change by dividing the expression value for every gene in every sample by an invariable housekeeping gene. We chose *Sap30l* as the housekeeping gene because it was invariable in all three datasets. By generating the fold change matrix in all three datasets, we were then able to use these values to compare relative abundances for genes of interest. We next calculated Spearman’s correlation coefficients for all genes shared between the organ-specific endothelial translatome, Tabula Muris scRNA-Seq, and Betsholtz scRNA-Seq datasets, and then separately for all parenchymal (non-endothelial) genes.

### Tissue-specific endothelial kinetics following LPS-induced injury

To ascertain the kinetics of the tissue-specific endothelial signatures during inflammation we analyzed the time-series RNA-Seq data with the gene sets referenced above: classical endothelial markers, glycolysis, fatty acid metabolism, and transport. To visualize the tissue-specific dynamics for predominant endothelial functions, we plotted a heatmap which includes the tissue-specific differentially expressed genes for each gene set.

### Early and late tissue-specific inflammatory markers

To identify the inflammatory genes that were upregulated in the LPS 6 hr samples as compared to the baseline samples, we applied the standard *limma* pipeline (Ritchie et al., 2015) for genes in the ‘inflammatory response’ gene ontology term (GO:0006954). The analysis was carried out on the tissue specific LPS treated samples against the baseline tissue-specific sample. *Limma* statistically evaluates each inflammatory gene and returns the genes which show statistically significant change between the inflammatory time point and baseline. We applied this approach to the early inflammation time point, 6 hr, and the late inflammatory time point, 24 hr. Heatmaps were generated to visualize the tissue-specific inflammatory genes and their kinetics.

### Online endothelial translatome expression database (www.rehmanlab.com/ribo)

The endothelial translatome expression database is hosted on Amazon S3. The website was constructed using Angular 8.0, JavaScript, HTML5, and CSS. Barplots and heatmaps were generated for genes of interest using Tableau Public. The visualizations were integrated into the web application using the Tableau JavaScript API. RiboTag log_2_ normalized baseline and inflammation time-course translatome expression data were uploaded to Tableu. The averages were computed using Tableau calculated fields. Tableau dashboards and workbooks were created to generate bar plots and heatmaps for online publishing.

## Data Availability

RNA Sequencing data have been deposited in GEO under accession code GSE136848. We downloaded Tabula Muris data from https://github.com/czbiohub/tabula-muris and Betsholtz Lab data from NCBI Gene Expression Omnibus (GSE99235, GSE98816). The following dataset was generated: RehmanJ2019Endothelial Heterogeneity Across Distinct Vascular Beds During Homeostasis and Inflammation Using RiboTag StrategyNCBI Gene Expression OmnibusGSE13684810.7554/eLife.51413PMC700204231944177 The following previously published datasets were used: VanlandewijckMHeLMäeMAndraeJBetsholtzC2017Single cell RNA-seq of mouse lung vascular transcriptomesNCBI Gene Expression OmnibusGSE99235 VanlandewijckMHeLMäeMAndraeJBetsholtzC2017Single cell RNA-seq of mouse brain vascular transcriptomesNCBI Gene Expression OmnibusGSE98816 The Tabula Muris Consortium2018Tabula Muris: Transcriptomic characterization of 20 organs and tissues from Mus musculus at single cell resolutionNCBI Gene Expression OmnibusGSE109774

## References

[bib1] Aird WC, Edelberg JM, Weiler-Guettler H, Simmons WW, Smith TW, Rosenberg RD (1997). Vascular Bed–specific Expression of an Endothelial Cell Gene Is Programmed by the Tissue Microenvironment. The Journal of Cell Biology.

[bib2] Al-Soudi A, Kaaij MH, Tas SW (2017). Endothelial cells: From innocent bystanders to active participants in immune responses. Autoimmunity Reviews.

[bib3] Anders S, Pyl PT, Huber W (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[bib4] Athar A, Füllgrabe A, George N, Iqbal H, Huerta L, Ali A, Snow C, Fonseca NA, Petryszak R, Papatheodorou I, Sarkans U, Brazma A (2019). ArrayExpress update – from bulk to single-cell expression data. Nucleic Acids Research.

[bib5] Augustin HG, Koh GY (2017). Organotypic vasculature: From descriptive heterogeneity to functional pathophysiology. Science.

[bib6] Bacher R, Kendziorski C (2016). Design and computational analysis of single-cell RNA-sequencing experiments. Genome Biology.

[bib7] Bausch-Fluck D, Hofmann A, Bock T, Frei AP, Cerciello F, Jacobs A, Moest H, Omasits U, Gundry RL, Yoon C, Schiess R, Schmidt A, Mirkowska P, Härtlová A, Van Eyk JE, Bourquin J-P, Aebersold R, Boheler KR, Zandstra P, Wollscheid B (2015). A Mass Spectrometric-Derived Cell Surface Protein Atlas. PLOS ONE.

[bib8] Bussmann J, Wolfe SA, Siekmann AF (2011). Arterial-venous network formation during brain vascularization involves hemodynamic regulation of chemokine signaling. Development.

[bib9] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nature Biotechnology.

[bib10] Cai S, Pestic-Dragovich L, O’Donnell ME, Wang N, Ingber D, Elson E, De Lanerolle P (1998). Regulation of cytoskeletal mechanics and cell growth by myosin light chain phosphorylation. American Journal of Physiology-Cell Physiology.

[bib11] Chaqour J, Lee S, Ravichandra A, Chaqour B (2018). Abscisic acid - an anti-angiogenic phytohormone that modulates the phenotypical plasticity of endothelial cells and macrophages. Journal of Cell Science.

[bib12] Charbonney E, Tsang JY, Li Y, Klein D, Duque P, Romaschin A, Marshall JC (2016). Endotoxemia following multiple trauma: risk factors and prognostic implications. Critical Care Medicine.

[bib13] Chi JT, Chang HY, Haraldsen G, Jahnsen FL, Troyanskaya OG, Chang DS, Wang Z, Rockson SG, van de Rijn M, Botstein D, Brown PO (2003). Endothelial cell diversity revealed by global expression profiling. PNAS.

[bib14] Cross A (2016). Endotoxin: back to the future. Critical Care Medicine.

[bib15] Dejana E, Hirschi KK, Simons M (2017). The molecular basis of endothelial cell plasticity. Nature Communications.

[bib16] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib17] Durinck S, Spellman PT, Birney E, Huber W (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nature Protocols.

[bib18] Elmasri H, Karaaslan C, Teper Y, Ghelfi E, Weng M, Ince TA, Kozakewich H, Bischoff J, Cataltepe S (2009). Fatty acid binding protein 4 is a target of VEGF and a regulator of cell proliferation in endothelial cells. The FASEB Journal.

[bib19] Folkman J (1999). Angiogenic zip code. Nature Biotechnology.

[bib20] Franzén O, Gan LM, Björkegren JLM (2019). PanglaoDB: a web server for exploration of mouse and human single-cell RNA sequencing data. Database.

[bib21] Haimon Z, Volaski A, Orthgiess J, Boura-Halfon S, Varol D, Shemer A, Yona S, Zuckerman B, David E, Chappell-Maor L, Bechmann I, Gericke M, Ulitsky I, Jung S (2018). Re-evaluating microglia expression profiles using RiboTag and cell isolation strategies. Nature Immunology.

[bib22] Hamuro J, Ueno M, Asada K, Toda M, Montoya M, Sotozono C, Kinoshita S (2016). Metabolic plasticity in cell state homeostasis and differentiation of cultured human corneal endothelial cells. Investigative Opthalmology & Visual Science.

[bib23] Hawkins RA (2009). The blood-brain barrier and glutamate. The American Journal of Clinical Nutrition.

[bib24] Hediger MA, Clémençon B, Burrier RE, Bruford EA (2013). The ABCs of membrane transporters in health and disease (SLC series): introduction. Molecular Aspects of Medicine.

[bib25] Jambusaria A, Klomp J, Hong Z, Rafii S, Dai Y, Malik AB, Rehman J (2018). A computational approach to identify cellular heterogeneity and tissue-specific gene regulatory networks. BMC Bioinformatics.

[bib26] Jeong HW, Hernández-Rodríguez B, Kim J, Kim KP, Enriquez-Gasca R, Yoon J, Adams S, Schöler HR, Vaquerizas JM, Adams RH (2017). Transcriptional regulation of endothelial cell behavior during sprouting angiogenesis. Nature Communications.

[bib27] Johnson WE, Li C, Rabinovic A (2007). Adjusting batch effects in microarray expression data using empirical bayes methods. Biostatistics.

[bib28] Kaparakis-Liaskos M, Ferrero RL (2015). Immune modulation by bacterial outer membrane vesicles. Nature Reviews Immunology.

[bib29] Kharchenko PV, Silberstein L, Scadden DT (2014). Bayesian approach to single-cell differential expression analysis. Nature Methods.

[bib30] Krenning G, Barauna VG, Krieger JE, Harmsen MC, Moonen J-RAJ (2016). Endothelial plasticity: shifting phenotypes through force feedback. Stem Cells International.

[bib31] Law CW, Chen Y, Shi W, Smyth GK (2014). Voom: precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biology.

[bib32] Liao JK (2013). Linking endothelial dysfunction with endothelial cell activation. Journal of Clinical Investigation.

[bib33] Liberzon A, Birger C, Thorvaldsdóttir H, Ghandi M, Mesirov JP, Tamayo P (2015). The molecular signatures database (MSigDB) hallmark gene set collection. Cell Systems.

[bib34] Lun AT, Bach K, Marioni JC (2016). Pooling across cells to normalize single-cell RNA sequencing data with many zero counts. Genome Biology.

[bib35] Malinovskaya NA, Komleva YK, Salmin VV, Morgun AV, Shuvaev AN, Panina YA, Boitsova EB, Salmina AB (2016). Endothelial progenitor cells physiology and metabolic plasticity in brain angiogenesis and Blood-Brain barrier modeling. Frontiers in Physiology.

[bib36] Maoz BM, Herland A, FitzGerald EA, Grevesse T, Vidoudez C, Pacheco AR, Sheehy SP, Park TE, Dauth S, Mannix R, Budnik N, Shores K, Cho A, Nawroth JC, Segrè D, Budnik B, Ingber DE, Parker KK (2018). A linked organ-on-chip model of the human neurovascular unit reveals the metabolic coupling of endothelial and neuronal cells. Nature Biotechnology.

[bib37] Matsuoka H, Shima A, Uda A, Ezaki H, Michihara A (2017). The retinoic acid receptor-related orphan receptor alpha positively regulates tight junction protein claudin domain-containing 1 mRNA expression in human brain endothelial cells. Journal of Biochemistry.

[bib38] Merle NS, Paule R, Leon J, Daugan M, Robe-Rybkine T, Poillerat V, Torset C, Frémeaux-Bacchi V, Dimitrov JD, Roumenina LT (2019). P-selectin drives complement attack on endothelium during intravascular hemolysis in TLR-4/heme-dependent manner. PNAS.

[bib39] Nolan DJ, Ginsberg M, Israely E, Palikuqi B, Poulos MG, James D, Ding BS, Schachterle W, Liu Y, Rosenwaks Z, Butler JM, Xiang J, Rafii A, Shido K, Rabbany SY, Elemento O, Rafii S (2013). Molecular signatures of tissue-specific microvascular endothelial cell heterogeneity in organ maintenance and regeneration. Developmental Cell.

[bib40] Piccirillo CA, Bjur E, Topisirovic I, Sonenberg N, Larsson O (2014). Translational control of immune responses: from transcripts to translatomes. Nature Immunology.

[bib41] Pober JS, Sessa WC (2015). Inflammation and the blood microvascular system. Cold Spring Harbor Perspectives in Biology.

[bib42] Potente M, Mäkinen T (2017). Vascular heterogeneity and specialization in development and disease. Nature Reviews Molecular Cell Biology.

[bib43] Pozhilenkova EA, Lopatina OL, Komleva YK, Salmin VV, Salmina AB (2017). Blood-brain barrier-supported neurogenesis in healthy and diseased brain. Reviews in the Neurosciences.

[bib44] Rafii S, Butler JM, Ding BS (2016). Angiocrine functions of organ-specific endothelial cells. Nature.

[bib45] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research.

[bib46] Rodriques SG, Stickels RR, Goeva A, Martin CA, Murray E, Vanderburg CR, Welch J, Chen LM, Chen F, Macosko EZ (2019). Slide-seq: a scalable technology for measuring genome-wide expression at high spatial resolution. Science.

[bib47] Rossner MJ, Hirrlinger J, Wichert SP, Boehm C, Newrzella D, Hiemisch H, Eisenhardt G, Stuenkel C, von Ahsen O, Nave KA (2006). Global transcriptome analysis of genetically identified neurons in the adult cortex. Journal of Neuroscience.

[bib48] Sanz E, Yang L, Su T, Morris DR, McKnight GS, Amieux PS (2009). Cell-type-specific isolation of ribosome-associated mRNA from complex tissues. PNAS.

[bib49] Schnittler HJ, Wilke A, Gress T, Suttorp N, Drenckhahn D (1990). Role of actin and myosin in the control of paracellular permeability in pig, rat and human vascular endothelium. The Journal of Physiology.

[bib50] Schuenke P, Windschuh J, Roeloffs V, Ladd ME, Bachert P, Zaiss M (2017). Simultaneous mapping of water shift and B_1_ (WASABI)-Application to field-Inhomogeneity correction of CEST MRI data. Magnetic Resonance in Medicine.

[bib51] Shimoyama M, De Pons J, Hayman GT, Laulederkind SJ, Liu W, Nigam R, Petri V, Smith JR, Tutaj M, Wang SJ, Worthey E, Dwinell M, Jacob H (2015). The rat genome database 2015: genomic, phenotypic and environmental variations and disease. Nucleic Acids Research.

[bib52] Silverstein RL, Febbraio M (2009). CD36, a scavenger receptor involved in immunity, metabolism, angiogenesis, and behavior. Science Signaling.

[bib53] Sörensen I, Adams RH, Gossler A (2009). DLL1-mediated notch activation regulates endothelial identity in mouse fetal arteries. Blood.

[bib54] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. PNAS.

[bib55] Sugino K, Hempel CM, Miller MN, Hattox AM, Shapiro P, Wu C, Huang ZJ, Nelson SB (2006). Molecular taxonomy of major neuronal classes in the adult mouse forebrain. Nature Neuroscience.

[bib56] Tabula Muris Consortium, Overall coordination, Logistical coordination, Organ collection and processing, Library preparation and sequencing, Computational data analysis, Cell type annotation, Writing group, Supplemental text writing group, Principal investigators (2018). Single-cell transcriptomics of 20 mouse organs creates a tabula muris. Nature.

[bib57] Vallejos CA, Risso D, Scialdone A, Dudoit S, Marioni JC (2017). Normalizing single-cell RNA sequencing data: challenges and opportunities. Nature Methods.

[bib58] Vanlandewijck M, He L, Mäe MA, Andrae J, Ando K, Del Gaudio F, Nahar K, Lebouvier T, Laviña B, Gouveia L, Sun Y, Raschperger E, Räsänen M, Zarb Y, Mochizuki N, Keller A, Lendahl U, Betsholtz C (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[bib59] Warnes GR (2011). Gplots: Various R Programming Tools for Plotting Data.

[bib60] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS: A Journal of Integrative Biology.

[bib61] Zamani M, Karaca E, Huang NF (2018). Multicellular interactions in 3D engineered myocardial tissue. Frontiers in Cardiovascular Medicine.

[bib62] Zhou P, Tachedjian M, Wynne JW, Boyd V, Cui J, Smith I, Cowled C, Ng JH, Mok L, Michalski WP, Mendenhall IH, Tachedjian G, Wang LF, Baker ML (2016). Contraction of the type I IFN locus and unusual constitutive expression of *IFN-α* in bats. PNAS.

[bib63] Zhu L, Lei J, Devlin B, Roeder K (2018). A unified statistical framework for single cell and bulk rna sequencing data. The Annals of Applied Statistics.

How the deposited data were processed for this re-analysis (not part of the article)

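RNA bound to HA-tagged ribosomes of ECs was sequenced from brain, lung and heart of RiboTag EC mice at 0 hr and at 6, 24, 48, 72 and 168 hr after 10 mg per kg LPS. The authors aligned the reads with STAR, counted them per gene with HTSeq-count and deposited these counts per sequencing run, without normalization or filtering. The rows for reads on no gene, on several genes or aligned to several places were kept out of all gene tests and used only for the share of reads on genes.

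The counts of the 217 sequencing runs were summed to 98 libraries, and 45 libraries have 1 run. Tissue, time point and replicate were taken from the sample labels. Which libraries come from the same mouse is not stated, and was read from the names of the deposited count files. Whether replicate numbers pair libraries was checked from the correlation of same-numbered libraries and of libraries of the same mouse. A library series from 1 to 4 was read from the pattern of the same file names and used as a technical covariate, since sequencing batches are not labelled. Total counts per library ran from 155176 to 43417945, so that the floor of 3 counts stands for a different CPM in each library. Intervals and floors cover counting error only. Gene symbols are those of the deposited counts, and coordinates and exon overlaps on mm10 were taken from the GENCODE annotation at hand, which may not be the authors' release.

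Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups compared, libraries were scaled by TMM, and dispersions were estimated with estimateDisp. Quasi-likelihood F tests were two-sided, with library series as covariate, and p was adjusted by Benjamini-Hochberg, with a threshold of 0.05. At baseline each tissue was compared with the mean of the other 2 over the 0 hr libraries that the paper's signature files list. After LPS each time point was compared with 0 hr within a tissue over all its libraries. Differences between tissues in the response were tested as interactions in 1 fit of all 3 tissues. Standard errors were taken as the size of the log2 fold change divided by the square root of F. Levels are log2 CPM with a prior count of 2. Lists of genes were tested with cameraPR in limma 3.58.1 and placed among 10000 random lists matched on expression. Mean levels of gene lists were compared by exact permutation over all libraries of the 2 groups. Correlations across libraries used 100000 permutations, after removal of the time and library series means. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

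Genes named at the claims are those that the paper's text or Figure 8—figure supplement 1 names for these data. To them were added, per tissue at baseline and at 6 and 24 hr, the 3 genes with the largest log2 fold change past the threshold that had a mean log2 CPM of at least 5 and every library of the higher group above every library of the other. The rule, the gene lists except that of neutrophil genes, the designs and the alternatives were set before the data were examined. Fits without library series 3, the mouse as a block, robust dispersion estimates and some alternatives for the solute carrier and fatty acid genes were added afterwards.

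Each fit was first tested on simulated counts with 200 changed genes and a dispersion of 0.1. At baseline 150 of the 200 were recovered, with 4 false among 154 calls. For the comparisons after LPS the share recovered ran from 50.0% to 78.5%, and false calls made up 1.5% to 8.7% of the calls. At baseline false calls made up 16.8% of the calls with DESeq2 and 10% with ComBat followed by limma.

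The alternatives were DESeq2 1.42.0, limma-voom, ComBat from sva 3.50.0 followed by limma, RLE scaling, no low-count filter, no covariate for library series, the replicate number as a block, the mouse as a block at baseline, robust dispersion estimates, each sequencing run as a sample, a prior count of 0.5, a minimum of 1000000 counts, a minimum log2 fold change of 1, other choices of 0 hr libraries and of the groups fitted together, each replicate left out, and fits without library series 3. In the edgeR fits a block took the place of the covariate for library series. For each count of genes the other splits of the same libraries were also fitted, up to 100 of them. Whole-tissue RNA-Seq, single-cell data and imaging were not used here. The paper's gene ontology and pathway enrichments were not repeated, since the gene sets are not at hand.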

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

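The tests of the 6 hr mouse of library series 1, of lung genes in a heart library, of brain genes in lung libraries and of sex-linked genes were chosen only after the result was seen. Leaving out library series 3 and the list of neutrophil genes were chosen after the counts had been opened. The tests of the other explanations were also written after that, and before each of them was run.

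A sample far from the others of its group was looked for with Dixon's test in groups of 4 to 10 libraries, which about 1 in 20 groups would meet by chance. Among the mean levels of gene lists over all libraries, 9 of 13 groups had such a library, where chance gives 0.650, and each of the 9 was of library series 3, whose library is given first below. The level of the brain endothelial genes was 2.87 against 6.11 to 6.44 in the other brain libraries at 0 hr, 1.26 against 5.27 to 6.35 at 6 hr and 1.60 against 5.38 to 5.73 at 24 hr, and that of the brain inflammatory markers at 24 hr 0.93 against 4.23 to 5.05. The lung endothelial genes at 0 hr were at −3.11 against 7.34 to 7.76. The heart endothelial genes were at 5.50 against 8.48 to 8.68 at 0 hr, 4.33 against 7.09 to 8.65 at 6 hr and 5.79 against 8.08 to 8.31 at 24 hr, and the heart inflammatory markers at 24 hr at 0.38 against 4.54 to 5.19.

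A candidate explanation for library series 3 is that its reads were counted on the strand opposite to that of the transcripts. A median of 95.5% of its counts on genes lay on genes whose exons overlap a gene on the opposite strand. Across such genes, the level in library series 3 correlated with that of the opposite-strand partner in library series 1 and 2 at a Spearman's rho of 0.405 in brain, 0.347 in lung and 0.450 in heart, against 0.137, 0.200 and 0.0938 with the gene's own level. These correlations are across genes, which are not independent replicates. Genomic DNA in place of RNA would give counts that follow exon length, and the Spearman's rho with exon length was −0.0099 in brain, −0.007 in lung and 0.0235 in heart, which goes against it. Counting on the opposite strand remains as a hypothesis. No biological explanation was tested, since library series 3 holds 1 library of each group.

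Outside library series 3, 1 of 13 groups of list levels and 16 of 39 groups of named genes after LPS had a library far from the others, where chance gives 0.650 and 1.95. The mouse of library series 1 at 6 hr, whose libraries were matched by the names of the count files, accounts for most of them. Its brain library, replicate 6, had log2 CPM of 8.18 against 12.24 to 13.06 in the others for Lcn2, 4.04 against 7.74 to 8.18 for Ch25h, −1.60 against 4.57 to 6.04 for Ccl11, −2.52 against 3.32 to 4.24 for Sele and −0.34 against 5.98 to 7.06 for Selp. Its heart library, replicate 5, was at 0.0761 against 5.81 to 6.44 for the mean of the inflammatory markers. For single genes it was at 5.55 against 11.58 to 12.73 for Lcn2, 4.89 against 10.76 to 12.71 for Cxcl10, 4.47 against 8.78 to 9.14 for Sdc4, 4.41 against 10.35 to 12.33 for Rnd1, 2.72 against 8.83 to 9.86 for Selp and, in the other direction, 10.60 against 9.08 to 9.38 for Kdr.

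The response of that mouse was measured on the genes raised at 24 hr, as the share of the mean response of the other libraries of the time point. It was 0.0392 in its brain library and 0.0190 in its heart library. The data go against the library batch as an explanation, since libraries of library series 1 held the response at 48 hr. Their shares were 1.31 and 0.976 in brain and 1.26 and 0.904 in heart. At 168 hr they were lower, at 0.352 and 0.763 in brain and 0.0044 and 0.548 in heart. The share of 0.959 in the brain library of library series 1 at 24 hr may be partly fixed, as the genes were chosen at that time point. The data also go against the exchange of a single library, since both tissues of the mouse lack the response. A candidate explanation that remains is a mouse without effective LPS exposure or with a wrong time label, and the tests do not tell these from a mouse that did not respond.

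Of the other groups with a library far from the rest, Sftpc in lung at 0 hr was at 10.70 against 12.86 to 13.03 in replicate 4, 1 such group of 19 at baseline where chance gives 0.950. Vwa1 in brain at 24 hr was at 7.26 against 6.04 to 6.22 in replicate 1, and Rnd1 in heart at 24 hr at 9.28 against 9.53 to 9.56 in replicate 4. Cd36 in heart at 24 hr was at 12.98 against 12.31 to 12.42 in replicate 1. Ly96 and Casp6 in lung at 6 hr were at 1.61 and 0.96 in replicate 3 while the other libraries held no counts of them. No biological explanation was tested for these 6.

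Effects of LPS that differ between tissues were tested as interactions over all libraries. Neither these fits nor the permutations below account for libraries of different tissues that share a mouse, going by the names of the count files. At 6 hr 2379 genes changed differently in brain and lung ECs, 70 in brain and heart and 3009 in lung and heart at an edgeR adjusted p under 0.05, and at 24 hr 947, 88 and 527. Without library series 3 the change of the tissue's own endothelial genes at 6 hr was lower in lung than in brain, with a difference of −2.04 (permutation p = 0.0146, adjusted 0.0437), and lower than in heart, with −1.80 (permutation p = 0.0321, adjusted 0.0481). At 24 hr the lung change less the brain change was 0.42 (permutation p = 0.0318, adjusted 0.0481), and the brain change less the heart change −0.42 (permutation p = 0.00590, adjusted 0.0354). Over all libraries none of these 6 comparisons had a permutation p under 0.05, the lowest being 0.572.

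Low depth of the lung libraries may contribute to the lung change at 6 hr, which was −2.51 over the libraries of at least 1000000 counts (exact permutation p = 0.0286). That test leaves it open, since 2 of the 3 lung libraries it keeps at 6 hr, replicates 1 and 2, had 2678119 and 2745503 counts and levels of 5.02 and 3.79, while replicate 3, with 40128330 counts, was at 7.18. A 0 hr library with 3666859 counts, replicate 1, was at 7.34. Ribosomal RNA and intergenic reads could not be set aside either. Over all lung libraries outside library series 3 the lung endothelial level and the log2 share of reads on genes had Pearson's r = 0.773 (permutation p = 4.00e-05, adjusted 1.20e-04), Spearman's rho = 0.813 (permutation p = 2.00e-05), n = 24, and r was 0.920, 0.787 and 0.869 within library series 1, 2 and 4. Outside 6 hr they had a Pearson's r of 0.457 (permutation p = 0.0442) and a Spearman's rho of 0.331 (permutation p = 0.153) over 20 libraries. The lung change at 6 hr therefore cannot be told apart from a lower share of reads on genes. The mouse of library series 1 may widen the differences between tissues, since the 6 hr change within library series 1, whose 6 hr library is from that mouse, was 0.024 in brain, −3.90 in lung and 0.15 in heart, against −0.81, −2.33 and −1.20 within library series 2. No p was computed for this comparison, and whether the sex of the mice adds to the differences was not tested.

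Signals that the paper does not report were found in cell type markers. Oligodendrocyte genes had a median log2 fold change of 8.56 in brain ECs at baseline (cameraPR adjusted p = 7.14e-09), with 16 of 16 genes higher. RNA of surrounding cells carried over into the immunoprecipitate is a candidate source. If it were, neuron and oligodendrocyte levels should rise together across brain libraries and the endothelial level should fall. The first relation was Pearson's r = 0.655 (permutation p = 1.60e-04, adjusted 3.20e-04), Spearman's rho = 0.638 (permutation p = 4.20e-04), n = 28, and r = 0.586 without the 2 farthest libraries. The second was Pearson's r = 0.0888 (permutation p = 0.653, adjusted 0.653), Spearman's rho = 0.103 (permutation p = 0.599), n = 28, with r = 0.526, −0.318 and −0.627 within library series 1, 2 and 4. Before the means of time points and library series were removed, r was −0.730, the direction that carry-over predicts, so the answer depends on that removal. The tests leave carry-over undecided in brain.

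In lung, 14 of 14 neutrophil genes had a log2 fold change above 0 at 24 hr outside library series 3, 6 of them at an edgeR adjusted p under 0.05, and their mean level rose by 3.56 (exact permutation p = 0.0667, the smallest that 2 against 4 libraries allow), or by 2.35 over all libraries (exact permutation p = 0.232). At 6 hr 14 of 14 were above 0 in lung, 8 of them at an edgeR adjusted p under 0.05, with a mean level higher by 1.61 (exact permutation p = 0.371). The rise is not specific to lung, since in heart 10 of 10 such genes were above 0 at 24 hr, 8 of them at an edgeR adjusted p under 0.05, and the mean level rose by 2.06 at 6 hr (exact permutation p = 0.0397) and 1.91 at 24 hr (exact permutation p = 0.00794). In brain it rose by 0.36 at 24 hr (exact permutation p = 0.452). RNA of neutrophils is a candidate source, and the neutrophil level and Itgam rose together across lung libraries, with Pearson's r = 0.880 (permutation p = 1.00e-05, adjusted 6.00e-05), Spearman's rho = 0.817 (permutation p = 1.00e-05), n = 24, 1e-05 being the smallest p the permutations can give. Within library series 1, 2 and 4 r was 0.955, 0.767 and 0.863. Expression of the neutrophil genes and Itgam in ECs could give the same relation, so it does not tell neutrophil RNA from expression in ECs. No other test told these apart.

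Lung genes appeared in heart replicate 2 at 0 hr. Over 13 genes with at least 200 CPM in lung replicate 1 at 0 hr and under 1 CPM in the other heart libraries, the median in it was 0.347% of the lung level. As the genes were chosen for low levels in the other heart libraries alone, a higher level in this one is partly fixed by the choice. The levels followed those of lung across these genes (Spearman's rho = 0.622), and a small share of lung RNA in that library remains a candidate explanation.

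Brain genes appeared in lung libraries. The median share of the brain level over 33 genes ran from 0.0335% to 3.34% across the 24 lung libraries outside library series 3. Reads or RNA carried over from brain libraries could weigh more where few reads fall on genes, and the log2 share of the brain level and the log2 share of reads on genes had a Pearson's r of −0.464 (permutation p = 0.0223) and a Spearman's rho of −0.508 (permutation p = 0.0132). Without the 2 farthest libraries r was −0.310, so the test leaves it open.

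Sex-linked genes were measured, as the paper's text does not name the sex of the mice. Y-linked genes exceeded Xist in brain and heart of 14 of 28 mice outside library series 3, and the tissues of all 28 gave the same answer. By time point these were 4 of 5 mice at 0 hr, 2 of 5 at 6 hr, 2 of 4 at 24 hr, 6 of 6 at 48 hr, 0 of 4 at 72 hr and 0 of 4 at 168 hr, which is unlikely under equal shares (exact test, p = 0.00194). Sex and time after LPS can therefore not be fully told apart, above all at 72 and 168 hr. In 7 of 24 lung libraries both Xist and Y-linked genes were above 2 CPM, and in 0 of 56 brain and heart libraries. The weaker of the 2 signals rose with the share of the brain level across lung libraries (Spearman's rho = 0.554, permutation p = 0.00593), which is consistent with reads or RNA carried over from libraries of other mice.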

How the results depend on the processing

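Fitting without library series 3, the mouse as a block, robust dispersion estimates and, for the solute carrier and fatty acid genes, no covariate for library series, ComBat, RLE normalization and each sequencing run as a sample were chosen only after the data had been seen. The other alternatives were set before. Scaling by library size alone and the correlations of paired libraries were added after the counts had been opened.

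At baseline, the 3 tissues' numbers of genes with higher expression stayed within 1.5 times those of the fit reported at the claims under DESeq2, limma-voom, ComBat, RLE normalization, no low-count filter, no covariate for library series, each sequencing run as a sample, a log2 fold change above 1 and every 0 hr library. They moved when a gene had to be higher than each of the other 2 tissues, to 3784, 3128 and 2208 genes in brain, lung and heart ECs. Under that rule the solute carrier genes numbered 30 in lung and 26 in heart, and the fatty acid genes 9 in lung. With every 0 hr library, 8 fatty acid genes were higher in lung ECs. The cause was not tested. The neuron, leukocyte and cardiomyocyte lists kept their direction and their side of the threshold in all 60 alternatives to which the 3 of them were put. Across the fits that each left out one replicate, the genes higher at baseline ranged from 5453 to 8043 in brain, 4519 to 5344 in lung and 4080 to 6431 in heart. A minimum of 1000000 counts removed no library of the baseline comparison and so shows no stability.

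Scaling by library size alone, in place of TMM, moved the share of higher among the genes past the threshold from 59.9% to 73.9% in brain, from 44.8% to 28.6% in lung and from 47.6% to 52.7% in heart ECs. The median log2 fold change of all genes moved from 0.22 to 0.59 in brain, from −0.35 to −0.88 in lung and from −0.065 to 0.081 in heart, so baseline counts are relative to the TMM scale. With RLE the shares were 59.6%, 48.0% and 43.9%.

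Going by the names of the count files, the baseline libraries of different tissues come in part from the same mice, 5 of 6 mice having libraries of more than 1 tissue. The replicate numbers follow the mice in brain and heart but not in lung, so a block by number misplaces the lung libraries. Same-mouse libraries of different tissues had deviations from their tissue means that correlated at 0.0675, against −0.0127 for different mice. With the mouse as a block, a fit chosen only after the data had been seen, 7314 genes were higher in brain, 4835 in lung and 6027 in heart ECs. Same-numbered libraries correlated at 0.003, against 0.0003 for other numbers. With the replicate block 5820 genes were higher in brain, 4314 in lung and 4460 in heart ECs. In lung ECs after LPS the correlation was 0.087, against 0.056 for other numbers, and with the replicate block 0 genes changed at 6 hr (uncorrected p under 0.05 for 1883) and 0 at 24 hr (uncorrected p under 0.05 for 1459). In brain ECs, where the correlation was 0.18, 152 and 539 genes changed with the block, and in heart ECs, where it was 0.28, 1501 and 1670. Without library series 3, and with time and library series removed, same-numbered libraries correlated at −0.0435 in brain, −0.0012 in lung and −0.0177 in heart. Other numbers gave 0.0075, −0.0018 and 0.0025, so these values show no pairing by number. Taken as paired differences, the tissue's own endothelial genes changed by −0.82 (exact permutation p = 0.500) and −1.55 (exact permutation p = 0.0625) in brain, −2.19 (exact permutation p = 0.0625) and −2.30 (exact permutation p = 0.250) in lung, and −0.96 (exact permutation p = 0.0625) and −0.84 (exact permutation p = 0.0625) in heart ECs at 6 and 24 hr. In lung at 6 hr, and in each tissue at 24 hr, every pair fell. There p is the smallest that 5 pairs allow, or 3 pairs in lung at 24 hr, so these tests could not reach 0.05. The paired inflammatory markers at 24 hr against 6 hr were reversed in lung, at −0.69 (exact permutation p = 1.00), and were 0.24 (exact permutation p = 0.812) in brain and −0.88 (exact permutation p = 0.562) in heart. Pairing keeps only libraries with a same-numbered partner. In lung it dropped 6 hr replicates 4 and 5, at −1.19 and −3.35, and kept replicates 1 to 3, at 4.03, 2.35 and 5.16. The reversal in lung therefore comes from the libraries dropped. In the fits with a block, the block took the place of the covariate for library series. After LPS, the numbers of genes also fell in each tissue with neither block nor covariate, in heart ECs at 6 hr to 1498. The fall with the block therefore cannot be put down to pairing.

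The numbers of genes changed after LPS moved by more than 1.5 times under several alternatives, and the cause was not tested. With ComBat followed by limma, 323 and 472 genes changed in brain ECs at 6 and 24 hr, and 5288 and 25 in lung ECs. DESeq2 gave 264 and 28 in lung ECs, and RLE normalization 87 and 10. With all 98 libraries in one fit the numbers at 6 and 24 hr were 452 and 654 in brain, 5347 and 1727 in lung, and 2376 and 1000 in heart. With each sequencing run as a sample, which counts a library more than once, they were 7054 and 7047, 7493 and 1235, and 10980 and 8214. Without the covariate for library series they were 197 and 682, 56 and 0 (uncorrected p under 0.05 for 1472 genes in lung at 24 hr), and 1498 and 1335. When only the 2 groups compared were fitted, 749 genes changed in brain at 6 hr, 1 in lung at 6 hr, 0 in lung at 24 hr (uncorrected p under 0.05 for 564), and 3639 and 4898 in heart. Without the low-count filter 1931 genes changed in brain at 6 hr, and 1021 and 130 in lung. With only the 0 hr libraries that the paper's signature files list, 1095 genes changed in lung at 6 hr, and without library series 3 824. Robust dispersion estimates, limma-voom and an absolute log2 fold change above 1 left all 6 numbers within 1.5 times.

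Leaving out each replicate in turn, the genes changed at 6 hr ranged from 894 to 2471 in brain, 112 to 4401 in lung and 4490 to 8842 in heart ECs, and at 24 hr from 1140 to 1884, 19 to 66 and 941 to 2355. The change of the tissue's own endothelial genes ranged from −1.39 to −0.10 at 6 hr and −1.55 to −0.21 at 24 hr in brain, −4.33 to −0.55 and −2.33 to 1.78 in lung, and −1.46 to −0.40 and −0.84 to 0.15 in heart ECs. The change of the inflammatory markers from 6 to 24 hr ranged from 0.24 to 1.73 in brain, 0.57 to 3.66 in lung and −1.00 to 0.71 in heart.

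The tissue's own endothelial genes passed p = 0.05, without correction for the number of comparisons, in some alternatives and not over all libraries. Over libraries of at least 1000000 counts the change was −0.76 (exact permutation p = 0.0318) and −0.83 (exact permutation p = 0.00794) in brain, −2.51 (exact permutation p = 0.0286) in lung at 6 hr, and −0.97 (exact permutation p = 0.0318) and −0.45 (exact permutation p = 0.00794) in heart ECs. Without library series 3 it was −0.71 (exact permutation p = 0.0318) and −0.81 (exact permutation p = 0.00794) in brain, −2.75 (exact permutation p = 0.0286) in lung at 6 hr, and −0.94 (exact permutation p = 0.0397) and −0.40 (exact permutation p = 0.00794) in heart. With the library series removed by removeBatchEffect it was −0.81 (exact permutation p = 0.0108) and −0.87 (exact permutation p = 0.00216) in brain and −0.95 (exact permutation p = 0.0108) in heart at 6 hr, while the lung change at 24 hr was reversed, at 0.30 (exact permutation p = 1.00). The inflammatory markers in heart ECs were reversed with RLE normalization, at 0.16, over libraries of at least 1000000 counts, at 0.00410, and without library series 3, at 0.0241, around a difference of −0.19 over all libraries. The cause was not tested.

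Of the genes named at the claims, the 19 baseline results kept their direction and their side of the threshold in all 190 alternatives other than leaving out a replicate. The 45 named results after LPS were put to the same kinds of alternatives, of which 543 changed neither, 65 took the gene out of the threshold, 14 brought it past the threshold and 3 reversed the direction. Foxf1 in lung ECs at 24 hr was reversed with ComBat, at 0.26. Cd36 in heart ECs at 24 hr, at −0.067 over all libraries, was reversed when only the 2 groups compared were fitted, at 0.25, with all 98 libraries in one fit, at 0.25, and in 4 of the 11 fits that each left out one replicate, which ranged from −0.28 to 0.11. Over 753 fits that each left out one replicate, 712 changed neither direction nor side, 36 took the gene out of the threshold, 1 brought one past it and 4 reversed Cd36. The cause was not tested.

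Depth and the number of libraries differ between tissues. Of the 17 libraries under 1000000 counts 16 are of library series 3 and 1 is lung at 6 hr. In simulated counts with 200 changed genes, the fit recovered 61.5% of them in lung at 6 hr and 50.0% at 24 hr, against 72.5% and 67.5% in brain and 78.5% and 64.0% in heart. The simulation does not separate depth from the number of libraries.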

Differences from the paper's values

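The alternatives below were set before the data were examined, except where a sentence says otherwise. The directions compared at the end were chosen from the paper's text. The fits without library series 3 and with the mouse as a block were chosen after the libraries had been seen.

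The paper reports 1692 genes with higher expression in brain ECs, 1052 in lung ECs and 570 in heart ECs at baseline, where the counts gave 6215, 4959 and 4915 at an edgeR adjusted p under 0.05. None of the alternatives run, limma-voom included, closed the gap in any tissue. Of these the nearest was a gene higher than each of the other 2 tissues, with 3784, 3128 and 2208. A rule outside these alternatives, with every library of the tissue also above every other library, gave 3358, 1689 and 1930, still above the paper's counts.

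For fatty acid genes higher at baseline the paper's counts are 9 in brain, 4 in lung and 17 in heart ECs, and those found here are 21, 16 and 29. In heart ECs the count came within 1.5 times the paper's, but not down to it, with a log2 fold change above 1, with 24 genes, and when a gene had to be higher than each of the other 2 tissues, with 21. In heart ECs the other alternatives stayed beyond 1.5 times, as did all alternatives in brain and lung ECs. The list of fatty acid genes used here is not the paper's.

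The paper's Kendall's tau between whole-tissue and EC ranks runs from −0.29 to 0.38 in brain, from 0.02 to 0.6 in lung and from −0.29 to 0.24 in heart. Over the libraries the paper lists, tau ran from −0.0667 to 0.47, from 0.20 to 0.42 and from −0.16 to 0.0222. Adding the 0 hr libraries that the paper does not list brought the lowest brain value to −0.49, on the far side of the paper's value. That value differs from the paper's by less than 1 SD between the listed brain libraries, which was 0.212. Adding these libraries did not close the other 4 gaps, namely the lowest and highest values in lung and heart. The brain's highest value does not differ by the same criterion. The paper's ranks were taken from its lists of genes, since whole-tissue data are not used here.

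The paper states that Ly96 is strongly upregulated in lung ECs at 6 hr, where its log2 fold change here was −3.88 (edgeR adjusted p = 0.00726). Each of the alternatives run gave a log2 fold change below 0, but 4 of the 5 lung libraries at 6 hr hold no counts of Ly96, a limit that the alternatives share, so they do not settle the direction. The paper gives Casp6 as lower in lung ECs throughout, and here its level relative to the other tissues had an edgeR adjusted p of 0.136 at 24 hr. The paper places the peak of inflammatory genes at 24 hr, and in heart ECs the markers' mean at 24 hr minus that at 6 hr was −0.19. It was above 0 with RLE normalization, at 0.16, over libraries of at least 1000000 counts, at 0.00410, in 5 of the fits that each left out one replicate, with the highest at 0.71, and without library series 3, at 0.0241, a fit chosen after the values had been seen. It was further below 0 with the replicate number as a block, at −0.88, and without replicate 5 at 6 hr, the library that lacks the response, at −1.00, and within library series 2 it was −1.49, so the alternatives do not settle the peak in heart ECs. Foxf1 in lung ECs, which the paper lists among the genes that fall, had an edgeR adjusted p of 0.167 at 6 hr and 1.00 at 24 hr. At 6 hr Foxf1 passed the threshold with ComBat followed by limma (limma adjusted p = 0.0330), with each sequencing run as a sample (edgeR adjusted p = 3.11e-04), with all 98 libraries in one fit (edgeR adjusted p = 0.0150) and without lung replicate 3 at 6 hr (edgeR adjusted p = 0.00567), in a range of adjusted p from edgeR, limma and DESeq2 of 3.11e-04 to 1.00 over the alternatives. At 24 hr no alternative run brought it past the threshold (adjusted p from edgeR, limma and DESeq2 of 0.263 to 1.00). Tspan8 had an edgeR adjusted p of 0.889 at 24 hr and passed the threshold with all 98 libraries in one fit (edgeR adjusted p = 0.0456), in a range of adjusted p from edgeR, limma and DESeq2 of 0.0456 to 1.00. The paper describes a drastic fall of lung endothelial genes at both time points, and over all libraries their mean changed by −2.19 (exact permutation p = 0.436) at 6 hr and by −0.19 (exact permutation p = 0.804) at 24 hr. At 6 hr the alternative of libraries of at least 1000000 counts gave −2.51 (exact permutation p = 0.0286), and so did, at −2.75 (exact permutation p = 0.0286), the fit without library series 3, which was chosen after the values had been seen. Pfkfb3 is described as activated late in all 3 tissues, and in lung ECs its edgeR adjusted p at 24 hr was 0.892, with no alternative run past the threshold.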

Other observations

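The tests of the Sap30l tables and of heart replicate 1 at 72 hr were chosen only after the result was seen. The other tests were written after the counts had been opened, and before each of them was run.

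Other splits of the same libraries were fitted to see how often they give as many genes. At baseline 1 of the 100 splits drawn gave as many genes in brain, and likewise 1 of the 100 in lung and 1 of the 100 in heart ECs, the real split in each case. The next largest numbers were 2653, 2515 and 4081. After LPS the splits exchanged same-numbered libraries of 0 hr and the time point. At 6 hr 2 of the 32 splits gave as many genes in brain ECs. The other one, with 2443 genes, exchanges only the pair of replicate 6, which is the library of series 3 at 0 hr and that of series 1 at 6 hr. It moves into the 0 hr group the 6 hr library that lacks the response, and with 2 of 32 the share is not under 0.05 in brain at 6 hr. In heart ECs 1 of the 32 splits gave as many at 6 hr, the next having 6180 genes, and 1 of the 32 at 24 hr, the next having 1938. In brain ECs 1 of the 32 splits gave as many at 24 hr, the next having 1585. These next numbers at 24 hr come from exchanging all 5 pairs, which is nearly the real contrast with its sign reversed. If a split and its reverse are taken as 1, 16 splits are left, too few for a share under 0.05, so the 24 hr test is undecided in brain and heart. In lung ECs 1 of the 16 splits gave as many at 6 hr and 1 of the 8 at 24 hr, numbers of splits with which the share cannot fall under 0.05.

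In heart, RNA of cardiomyocytes may be carried over into the immunoprecipitate. The cardiomyocyte level and the level of pan-endothelial genes had Pearson's r = −0.555 (permutation p = 0.00134, adjusted 0.00201), Spearman's rho = −0.507 (permutation p = 0.00682), n = 28, in the direction that carry-over predicts. The 6 such relations were adjusted together. Within library series 1, 2 and 4 r was −0.588, −0.712 and −0.0802, so that it does not hold within library series 4. In lung, the epithelial level and the pan-endothelial level had Pearson's r = 0.341 (permutation p = 0.102, adjusted 0.122), Spearman's rho = 0.0522 (permutation p = 0.809), n = 24, and r = 0.527, 0.135 and −0.633 within library series 1, 2 and 4, which leaves carry-over as the source of the epithelial genes undecided.

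The fold changes against Sap30l that the paper tabulates may be ratios of log2 values rather than of linear values. For 48 brain genes listed in both tables, the authors' log2 level divided by the tabulated fold change had a coefficient of variation of 11.2%, where a ratio of log2 values to one common level gives a constant, against 162% for the linear level. No lung or heart gene was listed in both.

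Heart replicate 1 at 72 hr had a share of the response of 0.0818, where the other 72 hr heart libraries had 1.14 to 1.67. The data go against a mouse without effective LPS exposure as the explanation, since the brain library of the same mouse, going by the names of the count files, had a share of 0.749. A faster return of heart ECs in this mouse and an exchange of the heart library were not tested.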
